# SMARCD1 is an essential expression-restricted metastasis modifier

**DOI:** 10.1038/s42003-024-07018-3

**Published:** 2024-10-10

**Authors:** Christina Ross, Li-Yun Gong, Lisa M. Jenkins, Ngoc-han Ha, Megan Majocha, Kent W. Hunter

**Keywords:** Metastasis, Cancer genetics, Breast cancer

## Abstract

Breast cancer is the most frequently diagnosed cancer worldwide, constituting 15% of cases in 2023. The predominant cause of breast cancer-related mortality is metastasis, and a lack of metastasis-targeted therapies perpetuates dismal outcomes for late-stage patients. By using meiotic genetics to study inherited transcriptional network regulation, we have identified, to the best of our knowledge, a new class of “essential expression-restricted” genes as potential candidates for metastasis-targeted therapeutics. Building upon previous work implicating the CCR4-NOT RNA deadenylase complex in metastasis, we demonstrate that RNA-binding proteins NANOS1, PUM2, and CPSF4 also regulate metastatic potential. Using various models and clinical data, we pinpoint Smarcd1 mRNA as a target of all three RNA-BPs. Strikingly, both high and low expression of Smarcd1 correlate with positive clinical outcomes, while intermediate expression significantly reduces the probability of survival. Applying the theory of “essential genes” from evolution, we identify 50 additional genes that require precise expression levels for metastasis to occur. Specifically, small perturbations in Smarcd1 expression significantly reduce metastasis in mouse models and alter splicing programs relevant to the ER+/HER2-enriched breast cancer. Identification subtype-specific essential expression-restricted metastasis modifiers introduces a novel class of genes that, when therapeutically “nudged” in either direction, may significantly improve late-stage breast cancer patients.

## Abstract (web summary)

Identification of “essential expression-restricted” genes requiring tight regulated for efficient metastasis. Smarcd1 transcript is regulated by Nanos1, Pum2, and CPSF4 to maintain a precise expression range outside of which splicing is altered and metastatic efficiency is reduced.

## Introduction

Metastatic breast cancer remains the leading cause of cancer-related death among women world-wide^1^. In the United States, breast cancer is estimated to be the most highly diagnosed cancer of 2023 and the fourth highest cause of cancer-related mortality after lung, colorectal, and pancreatic cancers. While non-metastatic breast cancer has a 5-year survival rate of 99.3%, metastatic disease reduces the 5-year survival rate to only 31%^2,3^. For decades, clinicians have targeted cancers by exploiting the unique characteristics that distinguish transformed cells from normal ones, as exemplified by the use of cytotoxic chemotherapy, which takes aim at the hyper-proliferative quality of tumor cells. More recently, genes whose aberrant expression or activity are associated with patient survival have been successfully targeted therapeutically, significantly reducing toxicity and improving the survival of specific patient groups^4^. However, due to the highly evolved nature of metastatic tumors, likely induced by adaptations necessary to complete the metastatic cascade, late-stage patients often do not respond effectively to targeted therapies. Therefore, to improve outcomes for patients with advanced breast cancer, specific metastasis-targeted strategies must be developed, along with a deeper understanding of the unique biological processes that occur during disease progression^5^.

Unfortunately, our understanding of the origins of metastasis is less advanced than that of primary tumorigenesis. This is partially due to the lack of suitable tissue samples, as metastases are often not surgically resected. In addition, most metastatic tissue samples are confounded by prior treatment, heightening the challenge of distinguishing events causing metastasis from those associated with acquired resistance. Moreover, recent sequencing studies from both patients and mouse models suggest that there are no high frequency, commonly mutated metastasis driver genes analogous to tumor drivers^6–8^. The lack of metastasis-specific constitutive activating or inactivation mutations implies that metastasis is more likely driven by transcriptional plasticity directed by epigenetic and microenvironmental signals, consistent with recent studies^9^. Despite considerable progress in this field, much of the etiology of metastasis remains unknown and challenging to identify due to the absence of somatically acquired mutational “fingerprints” that would otherwise highlight crucial components of the metastatic cascade.

An alternative strategy for identifying metastasis-associated genes involves conducting meiotic screens to uncover inherited metastasis susceptibility genes, akin to human epidemiology studies. The identification of candidate genes through this unbiased approach offers an opportunity to explore genes and pathways that might not have been expected to contribute to metastatic progression. To implement this strategy, we have previously utilized the highly metastatic breast cancer MMTV-PyMT mouse model in multiple mouse genetic mapping studies to identify metastasis-associated polymorphic regions of the mouse genome. Through integration of this data with human population genetics, we have described several polymorphism-associated genes that drive metastatic susceptibility in patients^10–14^. This approach has yielded a growing list of candidate metastasis susceptibility and tumor progression genes with potential tumor-autonomous and/or stromal effects, many of which stratify patient outcomes when differentially expressed and hold potential as actionable clinical targets. Importantly, most of the metastasis susceptibility genes identified to date have not been previously implicated in tumorigenesis or metastasis, illustrating the utility of this strategy in uncovering novel pathways and mechanisms in tumor progression.

One of our previous studies implicated the CCR4-NOT RNA deadenylase complex as an inherited breast cancer metastasis factor^12^. Given that the CCR4-NOT complex is a non-specific enzyme, we focused on NANOS1, PUM2 and CPSF4, sequence-specific RNA binding proteins (RNABPs) that were identified in a CCR4-NOT-associated transcriptional network, to gain a better understanding of its role in metastatic disease. These RNA binding proteins recruit specific transcripts to RNA degradation complexes, thereby having the potential to alter molecular pathways through the degradation of specific mRNAs^15–17^. In this study, we demonstrated that NANOS1, PUM2, and CPSF4 function as metastasis-associated factors through post-transcriptional regulation of the SWI/SNF complex component, *Smarcd1*. Unexpectedly, unlike previously identified metastasis susceptibility genes, *Smarcd1* does not follow a linear relationship with patient survival. Instead, we observed a more complex essential expression-restricted effect, where both low and high expression reduce metastasis and improve survival, but an intermediate level is associated with worse outcome. Examination of other SWI/SNF components and components of other molecular complexes suggests that this essential expression-restricted effect may not be limited to *Smarcd1*. If true, this suggests that there may be a set of genes whose activity is narrowly constrained during the metastatic cascade. Targeting these genes to either increase or decrease activity beyond the essential expression-restricted limits may, therefore, provide an additional clinical strategy for the prevention or treatment of metastatic disease.

## Results

### RNA binding proteins Nanos1, Pum2, and Cpsf4 modify metastasis

We previously demonstrated that both the structural and catalytic subunits constituting the CCR4-NOT mRNA deadenylation complex modify metastatic propensity^12^. Transcripts alternatively regulated by the CCR4-NOT catalytic subunit CNOT7 in metastatic mouse mammary cancer cell lines were highly enriched for mRNAs containing the canonical binding elements for the RNA-binding proteins (RNA-BPs) NANOS1, PUMILLIO2 (PUM2), and cleavage and polyadenylation specific factor 4 (CPSF4) (Fig. 1a). Furthermore, these transcripts were significantly associated with breast cancer patient outcomes^12^. Based on these findings, we hypothesized that NANOS1, PUM2, and CPSF4 may also serve as metastasis modifiers in breast cancer cells. Indeed, Kaplan–Meier (KM) analysis of breast cancer patients, using median expression of *NANOS1*, *PUM2*, AND *CPFS4* as a signature, revealed significant stratification of distant metastasis-free survival (DMFS) in patients with the basal subtype (Fig. 1b).

**Fig. 1:**
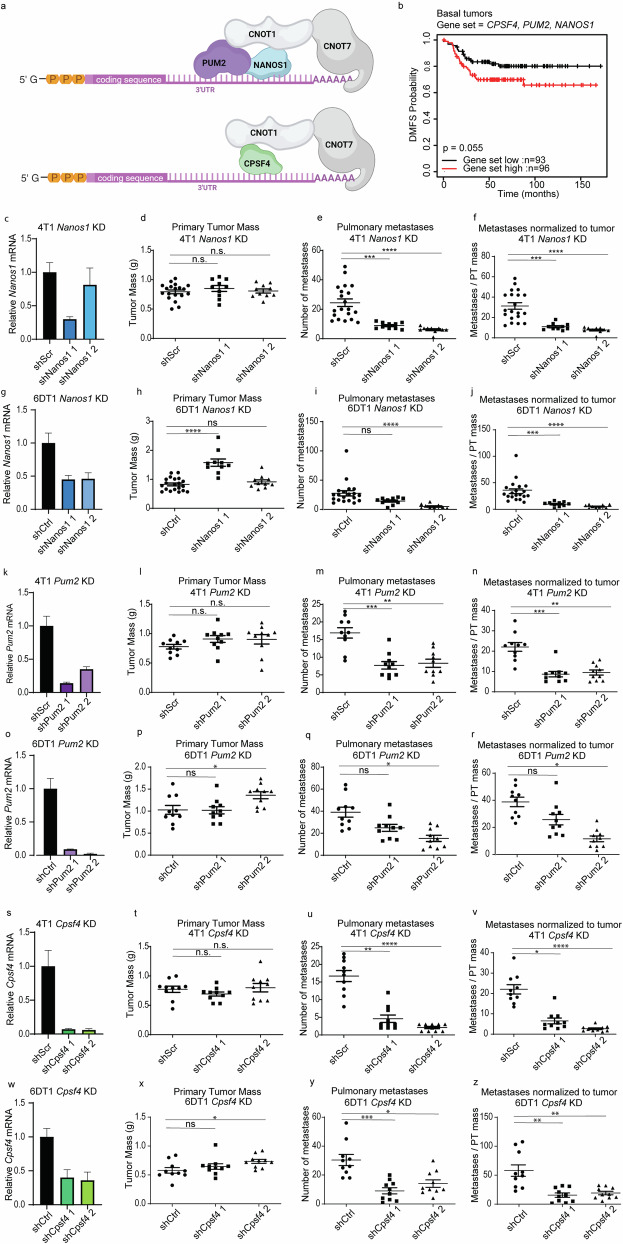
RNA-binding proteins Nanos1, Pum2, and Cpsf4 are metastasis modifiers in mouse mammary breast cancer cells. **a** Representative diagram depicting interactions between mRNA, the deadenylase complex, and RNA-binding proteins Pum2, Nanos1, and Cpsf4. **b** Kaplan–Meier distant metastasis-free survival (DMFS) for the breast cancer Basal subtype stratified by *PUM2*, *NANOS1*, and *CPSF4* unweighted expression signature in the GOBO database. **c** qRT-PCR analysis of *Nanos1* RNA level in 4T1 shScr, or shNanos1 or 2 cells. Analysis of primary tumor (PT) weight (**d**), number of lung nodules (**e**), and number of lung nodules per gram of PT per mouse (**f**) 28 days after orthotopic injection of 4T1 shScr or shNanos1 KD lines *n* = 20. **g** qRT-PCR analysis of *Nanos1* RNA level in 6DT1 shScr, or shNanos1 or 2 cells. Analysis of primary tumor (PT) weight (**h**), number of lung nodules (**i**), and number of lung nodules per gram of PT per mouse (**j**) 28 days after orthotopic injection of 6DT1 shScr or shNanos1 KD lines *n* = 20. **k** qRT-PCR analysis of *Pum2* RNA level in 4T1 shScr, or shPum2-1 or 2 cells. Analysis of PT weight (**l**), number of lung nodules (**m**), and number of lung nodules per gram of PT per mouse (**n**) 28 days after orthotopic injection of 4T1 shScr or shPum2 KD lines *n* = 10. **o** qRT-PCR analysis of *Pum2* RNA level in 6DT1 shScr, or shPum2-1 or 2 cells. p-r, analysis of PT weight (**p**), number of lung nodules (**q**), and number of lung nodules per gram of PT per mouse (**r**) 28 days after orthotopic injection of 4T1 shScr or shPum2 KD lines *n* = 10. **s** qRT-PCR analysis of *Cpsf4* RNA level in 4T1 shScr, or shCpsf4-1 or 2 cells. Analysis of PT weight (**t**), number of lung nodules (**u**), and number of lung nodules per gram of PT per mouse (**v**) 28 days after orthotopic injection of 4T1 shScr or shCpsf4 KD lines *n* = 10. **w** qRT-PCR analysis of *Cpsf4* RNA level in 6DT1 shScr, or shCpsf4-1 or 2 cells. Analysis of PT weight (**x**), number of lung nodules (**y**), and number of lung nodules per gram of PT per mouse (**z**) 28 days after orthotopic injection of 6DT1 shScr or shCpsf4 KD lines *n* = 10. n.s. not statistically significant, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

To more directly assess the role of NANOS1, PUM2, and CPSF4 in metastasis, we knocked down (KD) their expression in two metastatic mouse mammary cancer cell lines, 4T1 and 6DT1, using short hairpin RNAs (shRNAs) (Supplementary  Fig. S1a, b) and performed spontaneous metastasis assays by mammary fat pad injection into syngeneic (BALB/c for 4T1, FVB/N for 6DT1) mice (2). In both 6DT1 and 4T1 cell lines, KD of Nanos1, Pum2, and Cpsf4 did not consistently affect primary tumor growth but did significantly reduce the number of metastatic nodules on the lungs compared to shScramble control (shScr) (Fig. 1c–z). These data suggest that NANOS1, PUM2, and CPSF4 act as mediators of breast cancer metastasis.

### Nanos1, Pum2, and Cpsf4 regulate the mRNA half-life of SWI/SNF protein Smarcd1

Nanos1, Pum2, and Cpsf4 function as key regulators of gene expression by binding to *cis* regulatory elements within mRNAs to recruit the deadenylase machinery^15–17^. Consequently, we performed RNA-sequencing (RNA-seq) to identify gene transcripts altered upon KD of these three factors (Fig. 2a). In 4T1 Nanos1 KD lines, 917 transcripts were altered more than 1.5-fold compared to the control (Fig. 2b, Supplementary Data 1). Ingenuity pathway analysis (IPA) revealed that these transcripts encoded factors important for cell cycle, DNA damage repair, and several biosynthesis pathways (Supplementary Data 1). In 4T1 Pum2 KD lines, only 58 transcripts were significantly altered more than 1.5-fold compared to the control (Fig. 2b). These transcripts encoded proteins necessary for several biosynthesis and metabolism programs (Supplementary Data 1). Finally, in 4T1 Cpsf4 KD lines, 1931 transcripts were altered more than 1.5-fold, encompassing pathways related to cell cycle control, DNA damage response, and metabolism (Fig. 2b and Supplementary Data 1). Additionally, using each gene list as a signature for KM analysis revealed that Nanos1-, Pum2-, and Cpsf4-responsive genes stratify DMFS for patients with the HER2-enriched subtype of breast cancer (Supplementary Fig. S2a–c). Venn diagram analysis of the gene lists identified 21 transcripts with differential expression in all 4T1 KD lines compared to their matched control (Fig. 2b–d and Supplementary Data 1). Using functional annotation clustering and the database for annotation, visualization and integrated discovery (DAVID), these 21 factors were categorized into 4 major groups: 1) cell morphogenesis, 2) nuclear lamina, 3) cell motion and adhesion, and 4) extracellular signaling (Supplementary Data 1). When used as a 21-gene expression signature, KM analysis showed significant stratification of breast cancer patient DMFS (Fig. 2e). To complement the 4T1 RNA-seq, we performed qRT-PCR for 6DT1 KD and control lines. Nine consistently altered transcripts were identified (Fig. 2f–h) and screened as direct targets of Nanos1, Pum2, and Cpsf4.

**Fig. 2:**
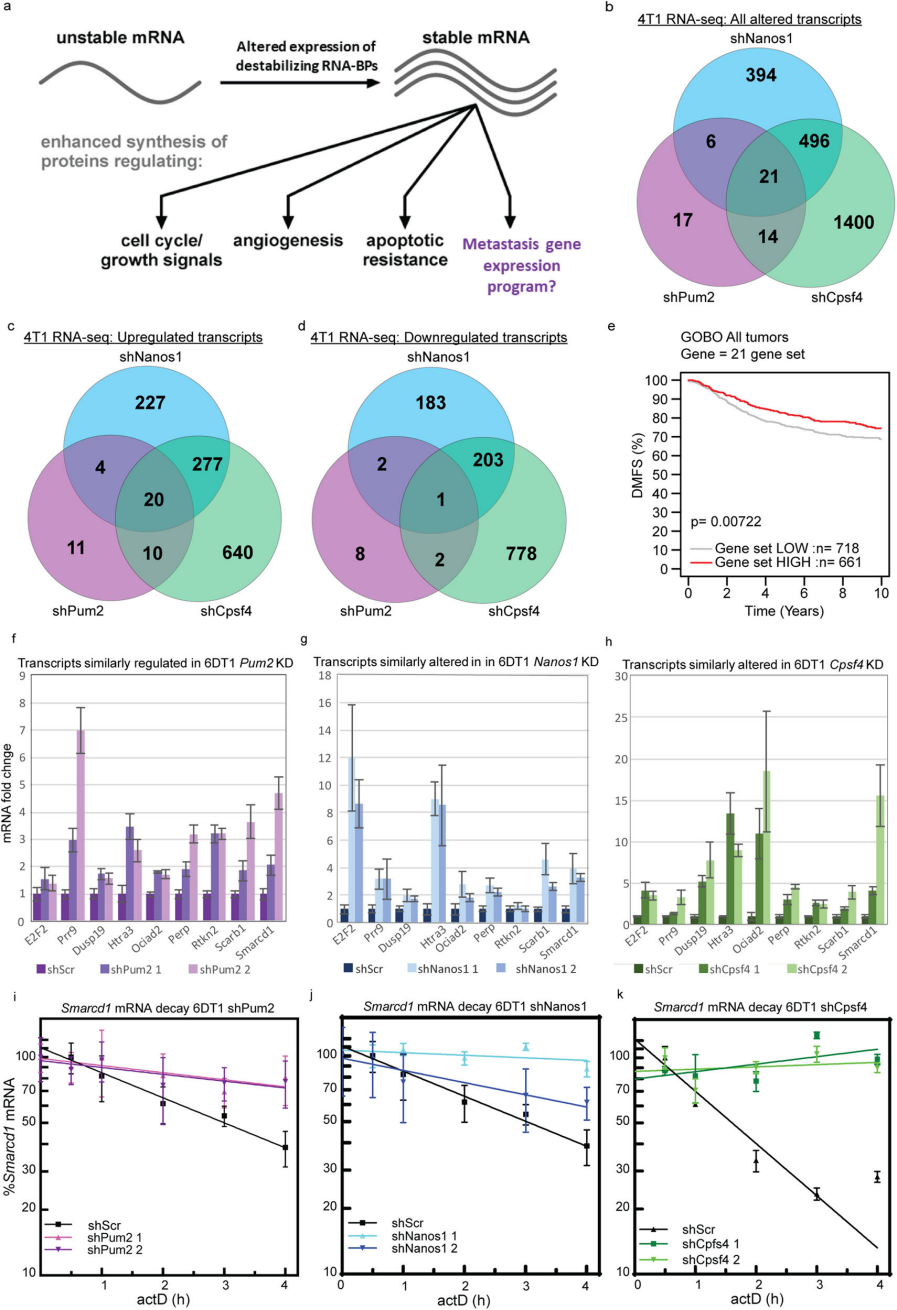
Nanos1, Pum2, and Cpsf4 regulate *Smarcd1* mRNA half-life. **a** Diagram illustrating a hypothetical metastatic gene expression program regulated by RNA-binding protein (RNA-BP) abundance and mRNA stability, amended from Ross et al.^37^. **b** Venn-diagram analysis of RNA-seq differential gene expression (≥1.5 fold change ≤−1.5) and false discovery rate (FDR) less than 0.05 from 4T1 shNanos1 vs shScr, shPum2 vs shScr, and shCpsf4 vs shScr. Venn-diagram analysis of RNA-seq differential gene expression for genes with ≥1.5 fold change (**c**) and ≤−1.5 fold change (**d**) with FDR of 0.05. **e** Kaplan–Meier analysis of distant metastasis-free survival (DMFS) in all breast cancer patients stratified by 21 commonly differentially expressed genes (used as a non-weighted signature) in the GOBO database. **f**–**h** Nine genes with consistent expression changes by qRT-PCR analysis of 21 differentially expressed genes in 6DT1 sh*Pum2* (**f**), sh*Nanos1* (**g**), and sh*Cpsf4* (**h**) vs shScr (*n* = 3). Representative actinomycin D (actD) time courses showing *Smarcd1* transcript decay in 6DT1 shPum2 (**i**), shNanos1 (**j**), and shCpsf4 (**k**) vs shScr lines (*n* = 3).

To determine if the nine commonly altered transcripts were directly regulated by Nanos1, Pum2, or Cpsf4, we manually surveyed the 3’ untranslated regions (3’UTRs) of the mature RNA (mRNA) transcripts for canonical *cis*-response elements^15,16,18,19^. *Smarcd1*, *Prr9*, and *E2f2* mRNA contained a PUM2 recognition element (PRE), partial NANOS RE (NRE), and CPSF4 recognition sequence (Supplementary Fig. S3a–d). To determine if the *Smarcd1*, *Prr9*, or *E2f2* mRNA half-life was dependent on NANOS1, PUM2, and CPSF4 levels, we performed actinomycin D (actD) time courses in 6DT1 control and KD cell lines. *E2f2* mRNA decay was not altered by the KD of Nanos1, Pum2, or Cpsf4 (Supplementary Fig. S3e and Supplementary Table S1), while both *Prr9* and *Smarcd1* transcripts were significantly stabilized in the KD cell lines (Fig. 2i–k, Supplementary Fig. S3f and Supplementary Table S1). *Prr9* mRNA half-life was approximately 3.4 h in 6DT1 control cells, and this was extended to over 6 h in the KD lines (Supplementary Fig. S3f and Supplementary Table S1). Similarly, *Smarcd1* mRNA half-life was approximately 2.9 h in 6DT1 control cells and over 6 h in the KD lines (Fig. 2i–k and Supplementary Table S1). These results support the hypothesis that *Prr9* and *Smarcd1* mRNAs are direct targets for destabilization by Nanos1, Pum2, and Cpsf4.

Interestingly, *Smarcd1* is a member of the “Role of BRCA1 in DNA Damage Response” pathway, which was the most significantly enriched pathway according to IPA of differential gene expression in Pum2 and Cpsf4 KD cells, and the fourth most significantly altered pathway in Nanos1 KD cells (Supplementary Data 1). Additionally, *Smarcd1* can be found within the “Cell Morphogenesis” functional annotation group, which was the only significantly populated group identified by DAVID analysis of the 21 commonly dysregulated genes (Supplementary Data 1). Based on these findings, we hypothesized that the direct regulation of the *Smarcd1* transcript by Nanos1, Pum2, and Cpsf4 may be necessary for the metastasis of breast cancer cells.

### Dysregulation of *Smarcd1* increases tumorsphere formation

To test if *Smarcd1* expression could modify cellular processes associated with breast cancer progression in vitro, we created 6DT1 cells with knockdown (KD) or overexpression (OE) of *Smarcd1*, as well as appropriate control lines shScr or empty vector (EV), respectively (Fig. 3a). *Smarcd1* OE and KD did not impact cell proliferation under normal growth conditions or upon glutamine deprivation, exposure to increased reactive oxygen species, heat shock, or hypoxia (Supplementary Fig. S4a–d). Similarly, cell sensitivity to the DNA-damaging agent doxorubicin (Dox) or continuous heat shock stress was not altered by *Smarcd1* levels (Supplementary Fig. S4e, f). Furthermore, 2D colony formation assays and cell migration (scratch assays) did not reveal any differences in phenotype dependent on *Smarcd1* expression (Supplementary Fig. S4g–i).

**Fig. 3:**
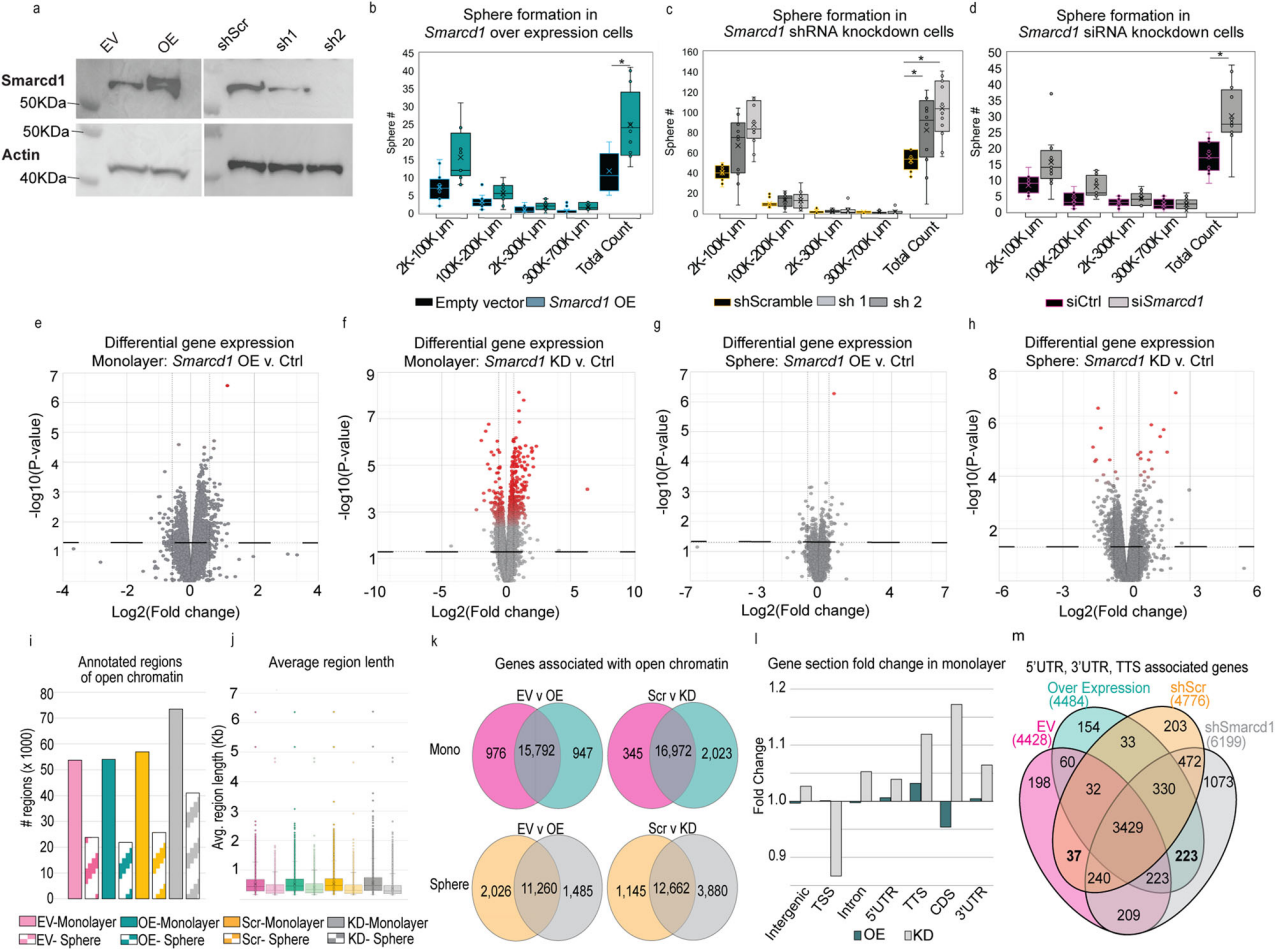
*Smarcd1* expression regulates tumorsphere formation and chromatin accessibility. **a** Western blot showing Smarcd1 and Actin protein levels after transduction of 6DT1 cells with empty vector (EV), *Smarcd*1 overexpression vector (OE), shScramble (shScr), and shSmarcd1 shRNA-1 and shRNA-2. Tumorsphere number grouped by size 10 days after seeding 6DT1 EV control and *Smarcd1* OE lines (**b**), 6DT1 shScr control and shSmarcd1 lines (**c**), or 6DT1 cells transfected with *Smarcd1*-targeted siRNA or non-targeting control (**d**), representative data from 1 of 3 replicates, *n* = 6 wells per cell line. *p < 0.05. **e**–**h** Volcano plots showing differential gene expression analysis with false discovery rate (FDR) < 0.1 indicated by red intensity in *Smarcd1*-altered 6DT1 cell lines vs controls, in monolayer culture (**e**, **f**) and sphere culture (**g**, **h**). Histogram showing number of regions of open chromatin (**i**) detected by ATAC-seq analysis and their average length (**j**). **k** Venn diagram analysis of the genes associated with open regions of chromatin in *Smarcd1*-altered cells vs controls and in monolayer culture and in sphere culture. **l** Fold change in the enrichment of specific gene sections (Intergenic, Transcription start site or TSS, Intron, 5 prime untranslated region or 5’UTR, Transcription termination sequence or TTS, coding sequence or CDS, and 3’UTR) in open chromatin for *Smarcd1*-altered cells vs control lines grown in monolayer. m, Venn diagram analysis of genes from *Smarcd1*-altered cells and controls grown in monolayer for which 3’ UTR, 5’ UTR, and TTS were enriched in open chromatin.

Unlike 2D culture, cells seeded in methylcellulose for 3D culture formed significantly more spheres, surprisingly for both *Smarcd1* KD and OE cells compared to controls (Fig. 3b, c). However, the sphere size distribution was not significantly altered, suggesting that this phenotype may be related to stemness or anchorage rather than proliferation. This result was further confirmed using siRNA KD (Fig. 3d, Supplementary Fig. S4j).

### Smarcd1-dependent changes in chromatin accessibility are subtly dependent on culture type

SMARCD1 functions within the chromatin-remodeling BAF complex and has been described as a key mediator of cardiac and myeloid development^20,21^. Thus, we next asked if altered *Smarcd1* expression could modify gene expression programs by changing the regions of open chromatin, and whether any patterns may be common to both *Smarcd1* KD and *Smarcd1* OE cells.

First, RNA-seq was performed with 6DT1 *Smarcd1* KD and OE cells grown in monolayer and 3D culture. Neither *Smarcd1* (Supplementary Fig. S5a) nor the expression of BAF complex factors was significantly affected by culture type (Supplementary Fig. S5b, c). Using differential gene expression analysis and a p value cut-off of 0.05, we identified 1,746 genes in *Smarcd1* OE monolayer cells and 2351 genes in *Smarcd1* KD monolayer cells with altered expression compared to the appropriate control (Fig. 3e, f and Supplementary Data 2). Fewer genes were altered in sphere culture, with 281 genes in *Smarcd1* OE cells and 1190 in KD cells (Fig. 3g, h and Supplementary Data 2). Most of the gene expression changes were below 1.5-fold in both culture conditions. Importantly, when we applied a false discovery rate (FDR) statistical test cutoff of 0.1 in addition to a p value cutoff, the number of differentially expressed genes was reduced to only 5 and 1 (*Smarcd1*) genes in *Smarcd1* OE monolayer and sphere cultures, respectively, and 641 and 34 genes in *Smarcd1* KD monolayer and sphere cultures, respectively (Fig. 3e–h, red dots and Supplementary Data 2).

Despite the minor effects observed on gene expression, we next assessed if *Smarcd1* expression might modulate chromatin structural changes in breast cancer cells. Assay for transposase-accessible chromatin-sequencing (ATAC-seq) was performed with 6DT1 *Smarcd1* KD and OE cells grown in monolayer and sphere culture. Both the number and length of annotated open chromatin regions were reduced in cells from sphere culture compared to monolayer (Fig. 3I, j and Supplementary Data 3). Additionally, *Smarcd1* KD resulted in more regions of open chromatin in both monolayer and sphere culture compared to controls and OE cells (Fig. 3i). 

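ATAC-seq uses a transposase to insert sequencing adapters into DNA that is not wrapped in nucleosomes, so that the number of reads over a region measures how open its chromatin is. The monolayer libraries came from 5 lines of 6DT1 cells, a mouse mammary cancer cell line, with 3 replicates each. They are the empty vector (EV) control, *Smarcd1* OE, the shScr control, and 2 lines with hairpins against *Smarcd1* that the sample labels call KD4 and KD6. Knockdown cells were grown with puromycin and overexpression cells with blasticidin, by the paper's methods, which do not name the drug of the controls there. Comparisons of KD with OE lines therefore also differ in the drug. The paper's methods mark as shRNA-1 and shRNA-2 clones whose numbers end in 4 and 6, which matches these names, but no source used here states that KD4 is shRNA-1 and KD6 shRNA-2. The labels describe replicates as seedings of different passages made one day after another. The p-values thus measure the spread between seedings of one line, and in the pooled KD group also that between its hairpin lines, but not the spread between independently made lines of one kind. The libraries of sphere culture were not analysed here. By the paper's methods, 50000 cells per reaction were used, and libraries were amplified for 16 PCR cycles and sequenced as paired ends on a NextSeq500. Reads were aligned to mm39 with Bowtie2, and open regions were called with MACS in Partek Flow. The submitters' processing notes name the same build but list STAR 2.7.8a. The protocol text of the labels describes RNA extraction and mRNA sequencing on a HiSeq2500, although the labels give genomic DNA as the material.
The authors deposited estimated counts of reads per region in 2 tables, one of 44598 regions made to compare KD with shScr and one of 38036 regions made to compare OE with EV. Both tables hold all 15 libraries, but only 270 regions have the same coordinates in both. The median region was 301 bp long in the first table and 269 bp in the second, taking length as end minus start. The lowest estimated count of a listed region in any of the 15 libraries was 1.44e-07 in the first table and 1 in the second, and by what rule regions were listed is not given in the sources used here. The tables give a position on mm39 for each region, without saying whether starts count from 0 or 1, and do not pair regions with genes.
In the KD and shScr table, total counts per library ranged from 16176521 to 19152961 with a median of 17631601 in shScr. KD totals ranged from 17339305 to 22133596 with a median of 19179948. In the OE and EV table they ranged from 27413869 to 30094374 with a median of 28760896 in EV. OE totals ranged from 23625828 to 31225937 with a median of 25189573. The 10 most covered regions held 4.24% to 5.65% of a library's counts in the first table and 21.7% to 30.2% in the second. Counts were rounded to whole numbers, regions with too few counts were removed with edgeR's filterByExpr, and libraries were scaled by TMM. Groups were compared with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the 2 hairpins forming one KD group of 6 libraries. A region was counted as detected in a library where it had at least 10 counts after each library was thinned at random to the smallest total of its table.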

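Over the regions of the KD and shScr table, slightly more were detected in *Smarcd1* KD libraries than in those of the other lines, an order not found over the OE and EV table. Almost all regions of the first table whose accessibility changed between KD and shScr were higher in KD. Of the 44598 regions made for this comparison, 43484 ± 189 (SD, n = 6) were detected per KD library, and 43008 ± 263 (SD, n = 3) per shScr library. The numbers were 43036 ± 352 (SD, n = 3) per OE library and 42533 ± 563 (SD, n = 3) per EV library. In KD cells, 85 regions were more accessible than in shScr cells and 3 were less accessible at an adjusted p under 0.05, of 44289 tested with edgeR. The gained regions lay on 19 chromosomes and rose by a log2 fold change of 0.56 to 3.26, with a median of 1.03. Of them, 44 rose more than 2-fold.
Gained regions often lay side by side: 46 of the 85 had another gained region within 50 kb, in 18 stretches. The number was at most 10 in 10000 random draws of regions of like abundance (one-sided permutation p = 1e-04, the smallest these draws can give). The draws took regions as independent and kept neither their length nor their spacing, so this p is too small where neighbouring regions move together. They were also long, with a median of 709 bp against 302 bp over all tested regions and at most 385 bp in the same draws. The stretch with most of them is on chromosome 1 of mm39, from 191307902 to 191355794. Its 7 gained regions together had 135 ± 14.3 CPM (scaled counts; SD, n = 6) in KD and 66.2 ± 8.99 (SD, n = 3) in shScr libraries, a ratio of 2.03. The single regions had an adjusted p from edgeR between 0.00232 and 0.0374. A pair of gained regions on chromosome 10, between 18720893 and 18732812, had 163 ± 21.8 CPM (SD, n = 6) in KD and 65.2 ± 8.97 (SD, n = 3) in shScr libraries. In both stretches every KD library was above every shScr library.
The EV and OE libraries also stood above shScr at these regions. The chromosome 1 stretch had 139 ± 6.99 CPM (SD, n = 3) in EV and 138 ± 1.71 (SD, n = 3) in OE libraries, and the chromosome 10 pair had 199.7 ± 25.5 (SD, n = 3) and 174 ± 6.34 (SD, n = 3). The 85 regions were chosen for a low level in these same shScr libraries, which raises such differences. Of the 16, 16 and 11 regions called without shScr replicate 1, 2 or 3, lists that share regions, EV was above the library left out at 15, 16 and 11. Against EV in place of shScr, 547 regions were more and 716 less accessible in KD (edgeR, adjusted p under 0.05, fit of all 15 libraries), and 12 of the 85 were among the 547. Library size in place of TMM turned this balance, with 874 more and 297 less accessible, as did leaving out EV replicate 1, with 85 and 58, or KD4 replicate 1, with 512 and 497.
Among the 3 regions that lost accessibility, the one on chromosome 1 from 55483841 to 55484125 went from 109 ± 13.3 CPM (SD, n = 3) in shScr to 65.4 ± 8.56 (SD, n = 6) in KD, a log2 fold change of -0.73 (standard error 0.12, adjusted p = 0.0170 from edgeR). The one on chromosome 11 from 40563901 to 40564267 went from 64.8 ± 3.91 (SD, n = 3) to 40.5 ± 5.15 (SD, n = 6), a log2 fold change of -0.68 (standard error 0.12, adjusted p = 0.0207 from edgeR). The third, on chromosome 3, had a log2 fold change of -0.64 (adjusted p = 0.0418 from edgeR). The call on chromosome 1 ended without shScr replicate 2 or 3 or KD4 replicate 2, and the one on chromosome 11 also without shScr replicate 1. The call on chromosome 3 ended without any library but KD6 replicate 3.

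**Figure D1:**
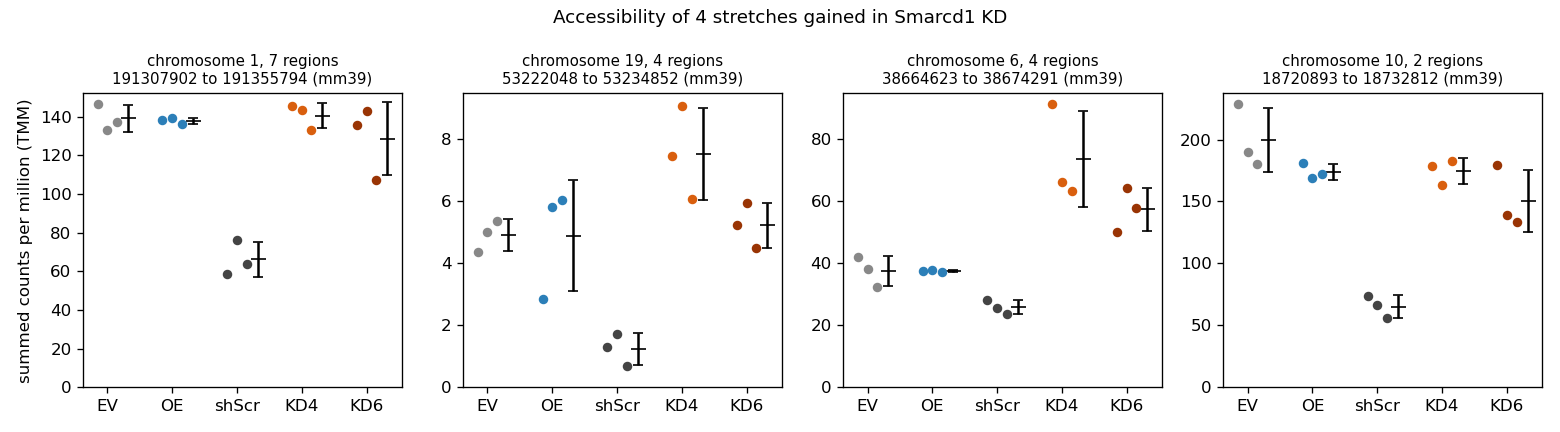
Summed CPM of the gained regions in 4 stretches, scaled by TMM over 15 libraries, for the EV, OE, shScr, KD4 and KD6 lines. Points are single libraries and bars are the mean and SD of 3; the 3 shScr libraries are the lowest in each panel.

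For the number of detected regions, KD differed from shScr by 475.8 regions, from OE by 447.8 and from EV by 950.8 (exact two-sided permutation test, p = 0.0238 for each, n = 6 against 3, and 0.0635 after Benjamini-Hochberg adjustment over 8 such comparisons). At a minimum of 5 counts the difference from shScr was 212.5. At a minimum of 20 counts the means were 40051 ± 583 (SD, n = 6) in KD and 39587 ± 546 (SD, n = 3) in shScr. The exact test did not reach an unadjusted p under 0.05 there, nor without shScr replicate 1 or 2 or KD4 replicate 3. Over the regions of the OE and EV table the order of KD, shScr and OE turned, with 37245 ± 256 (SD, n = 6), 37471 ± 117 (SD, n = 3) and 37573 ± 223 (SD, n = 3) detected regions, but KD did not pass the exact two-sided permutation test against shScr (p = 0.214) or OE (p = 0.107). There edgeR called 14 regions gained and 6 lost between KD and shScr, and over the KD and shScr table DESeq2 called 233 gained and 12 lost and a fit of all 15 libraries 172 and 11. Besides the 16, 16 and 11 without an shScr library, the 85 gained regions fell to 51 and 35 without KD4 replicate 1 or 2, and to 38 and 40 without KD6 replicate 1 or 2. They rose to 141 without KD6 replicate 3. The paper states, from Fig. 3i, that *Smarcd1* KD gave more regions of open chromatin than the controls and OE. How its number was formed is not given in the sources used here. The numbers here count the regions of a fixed list that reach a minimum count in a library, so the measures may differ.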

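Compared directly in monolayer culture, 240 regions were more accessible in *Smarcd1* KD than in *Smarcd1* OE cells and 94 were less accessible, of 44444 tested with edgeR in a fit of all 15 libraries. The regions higher in KD had log2 fold changes over OE of 0.48 to 3.16, with a median of 0.88, and those lower in KD had a median of -0.75. Of the 85 regions gained in KD against shScr, 11 were among the 240. The controls of these lines differed more: 1356 regions were higher and 1164 lower in EV than in shScr in the same fit, and log2 fold changes of EV over shScr and of OE over KD had a Spearman correlation of 0.41 across regions. A stretch of chromosome 6 from 38664623 to 38674291, with 4 regions gained in KD, had 65.5 ± 13.9 CPM (SD, n = 6) in KD, 37.6 ± 0.366 (SD, n = 3) in OE, and 37.5 ± 4.84 (SD, n = 3) in EV libraries. The shScr libraries had 25.8 ± 2.20 (SD, n = 3). A stretch of chromosome 19 from 53222048 to 53234852, also with 4 gained regions, had 6.37 ± 1.64 CPM (SD, n = 6) in KD, 4.89 ± 1.78 (SD, n = 3) in OE, and 4.91 ± 0.507 (SD, n = 3) in EV libraries. In shScr libraries it had 1.24 ± 0.515 (SD, n = 3).
The change of KD against shScr differed from that of OE against EV at 14 regions (adjusted p under 0.05 for the difference of the 2 contrasts, edgeR). Each of them was gained in KD, with log2 fold changes of 0.98 to 3.26, and in OE their log2 fold changes ran from -0.60 to 0.11. They include both regions of the chromosome 10 pair and regions of the stretches of chromosomes 1, 6 and 19. The test does not tell a gain in KD from a low level in shScr. Over EV, KD had log2 fold changes of -0.49 to 0.86 at the 14 regions, in a fit of all 15 libraries. Only those of chromosome 6 passed an adjusted p under 0.05 against EV (edgeR). Numbers of genes were not analysed here, since the tables do not pair regions with genes.
Regions higher in KD than in OE numbered 57, 51 and 80 without OE replicate 1, 2 or 3, and 419, 115 and 146 without KD4 replicate 1, 2 or 3. DESeq2 called 469 higher and 255 lower. Those lower in KD numbered 33, 28 and 35 without OE replicate 1, 2 or 3, and 167 and 61 without KD4 replicate 1 or 2. Over the OE and EV table the difference of contrasts was above 0 at 6 regions and below 0 at 2, and with library size in place of TMM 9 regions were called. The 14 regions became 8 and 9 without EV replicate 1 or 2, 2, 4 and 8 without OE replicate 1, 2 or 3, and 8 and 5 without shScr replicate 1 or 3. They became 44 without KD6 replicate 3.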

Consistent with this observation and the gene expression data, the number of genes associated with open chromatin was also decreased in sphere vs monolayer samples and in *Smarcd1* OE vs KD (Fig. 3k). 

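Regions, not genes, were compared between the OE and KD lines in monolayer culture, each line against its own control. Of 26623 regions of the KD and shScr table that were tested and overlapped a tested region of the OE and EV table by at least 1 bp, 34 had gained and 3 had lost accessibility in KD, and 1 had gained accessibility in OE. Of these regions, 0 had changed in both (edgeR, adjusted p under 0.05). With 1 region changed in OE, the lists could hardly overlap: independent lists would share 0.00128 regions gained in both. DESeq2 gave 0 regions changed in the same direction in both. At an unadjusted p under 0.05 from edgeR, 9 regions were more accessible in both lines, where independent lists would share 20.2. Another 39 were less accessible in both, where independent lists would share 55.3. In opposite directions, 76 regions were more accessible in KD and less accessible in OE, where independent lists would share 57.8 (one-sided Fisher's exact test, p = 0.00913, and 0.0365 after Benjamini-Hochberg adjustment over the 4 pairs of directions). In turn, 12 were less accessible in KD and more accessible in OE, where independent lists would share 19.3. The comparisons share no library, but neighbouring regions are not independent of each other, so this p is too small where they move together. The matched regions were also uneven: at this threshold 525 overlapped a region higher in OE than in EV and 1506 a lower one. Over all tested regions of the OE and EV table, 1651 were higher and 1586 lower. Whether the matching favours a direction was not tested.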

Venn diagram analysis of monolayer cells revealed 265 genes associated with open chromatin in *Smarcd1* OE and KD lines that were not accessible in controls, and 35 genes associated with open chromatin in the controls alone and therefore inaccessible in *Smarcd1*-altered lines (Supplementary Fig. S5d). In sphere culture, 436 genes were associated with open chromatin in *Smarcd1* OE and KD lines, and 158 genes associated with open chromatin in controls (Supplementary Fig. S5d). Comparison between monolayer and sphere cultures revealed that dysregulation of *Smarcd1* impacted disparate regions of chromatin in a culture type-dependent manner, as only 11 genes were commonly associated with open chromatin in all *Smarcd1*-altered cells (Supplementary Fig. S5d).

We hypothesized that *Smarcd1* may impact chromatin accessibility at specific gene regions. Gene section analysis revealed that the overall enrichment of each gene section was similar between samples (Supplementary Fig. S5e and Supplementary Data 3). Fold-change for the enrichment of specific gene sections in open chromatin was assessed for *Smarcd1*-altered cells compared to controls for monolayer and sphere culture. In sphere culture, *Smarcd1* OE and KD resulted in opposing fold change for each gene section (negative vs positive fold change) compared to controls (Supplementary Fig. S5f). However, monolayer cells revealed a positive fold change in the enrichment of transcription termination sequences (TTS), 3’ UTR, and 5’UTR gene sections in both *Smarcd1* OE and KD lines (Fig. 3l), with TTS having the largest enrichment. Venn diagram analysis of genes associated with those TTS, 3’ and 5’UTRs identified 223 genes common to open chromatin in *Smarcd1* OE and KD lines (Fig. 3m). However, assessment of these genes in the RNA-seq dataset revealed their expression to be largely unchanged (Supplementary Fig. S5g).

Finally, the ATAC-seq data was analyzed for unique motif sequences that may be enriched in the open chromatin of *Smarcd1*-altered cells. Consistent with the finding that sphere cultures had fewer and shorter regions of open chromatin, we also found fewer significantly enriched motifs in sphere-derived samples (Supplementary Fig. S5h and Supplementary Data 4). By Venn diagram analysis, there were no enriched motifs common to *Smarcd1*-altered cells that were not also observed in control lines for cells grown in monolayer. In sphere culture, two motifs were commonly enriched in the open chromatin of *Smarcd1* OE and KD cells, and three were exclusive to the controls (Supplementary Fig. S5i and Supplementary Data 4). One of the enriched motifs was the binding site for retinoic acid receptor alpha (RARA), which has been previously shown to have clinical relevance for breast cancer patients with ER+ tumors^22^.

### Smarcd1 interacts with splicing machinery to regulate clinically relevant splicing programs

The lack of overt changes to gene expression or chromatin structure in *Smarcd1* OE cells was intriguing given the known function of SMARCD1 within the BAF complex and the modification of sphere formation in 3D culture (Fig. 3b, c). 

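In monolayer culture, 4 regions had higher counts in *Smarcd1* OE than in EV cells. All of them lay in one stretch of 10.3 kb on chromosome 15 of mm39, from 99600214 to 99610513. The most covered of them, from 99605194 to 99605858, had 29.6 ± 2.698 CPM (SD, n = 3) in OE and 10.6 ± 1.22 (SD, n = 3) in EV libraries, a log2 fold change of 1.49 (standard error 0.13, adjusted p = 2.8e-05 from edgeR). The one with the largest change, from 99600214 to 99600377, had 3.18 ± 0.601 CPM (SD, n = 3) in OE and 0.844 ± 0.249 (SD, n = 3) in EV libraries, a log2 fold change of 1.91 (standard error 0.26, adjusted p = 0.0120 from edgeR). The other 2 had log2 fold changes of 1.49 and 0.83 (adjusted p = 0.00659 and 0.0434 from edgeR). The 6 other tested regions within 50 kb had log2 fold changes of -0.34 to 0.23.
Summed over the 4 regions, OE libraries had 56.7 ± 4.53 CPM (SD, n = 3), EV 22.9 ± 2.64 (SD, n = 3), shScr 9.89 ± 0.967 (SD, n = 3), KD4 7.00 ± 1.06 (SD, n = 3) and KD6 11.3 ± 0.212 (SD, n = 3). The EV libraries thus stood above the 9 shScr and KD libraries, by a ratio of 2.44 (exact two-sided permutation test, p = 0.00455, the smallest that 3 against 9 allow). The test takes all these libraries as alike, although the 9 come from 3 lines and the EV libraries from another. Its p therefore does not measure the spread between lines.

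**Figure D2:**
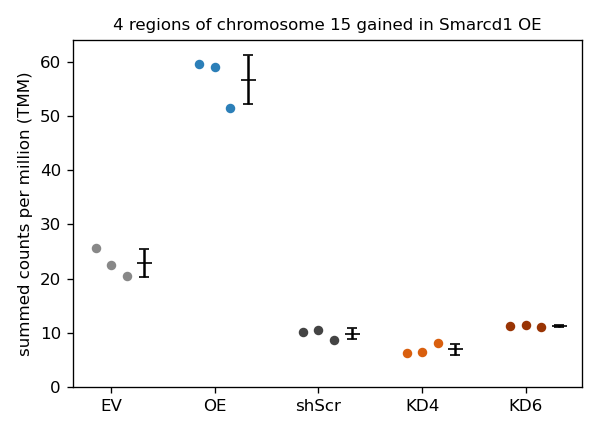
Summed CPM of the 4 regions of chromosome 15, scaled by TMM over 15 libraries, for the EV, OE, shScr, KD4 and KD6 lines. Points are single libraries and bars are the mean and SD of 3; OE libraries sit between 51.4 and 59.5 CPM.

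Counts per region do not tell reads of chromatin from reads of the introduced *Smarcd1* sequence. The test covered 37765 regions and called 0 less accessible in OE, with 1586 lower and 1651 higher at an unadjusted p under 0.05 and 1 lower and 4 higher by DESeq2. The next smallest adjusted p from edgeR was 0.569. In simulated counts with the same libraries, edgeR recovered 12 of 67 regions changed by 0.5 on the log2 scale, 40 of 67 changed by 1 and 61 of 66 changed by 1.5. The 4 regions became 1 without OE replicate 1 or 2 and 2 without EV replicate 2 or 3 or in a fit of all 15 libraries, and the call at the region with a log2 fold change of 0.83 ended without any library but EV replicate 1. Over the regions of the KD and shScr table edgeR called 0 higher in OE. In that table only 1 region tested between KD and shScr overlapped any of the 4, so this 0 hardly tests the stretch.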

To investigate the role of SMARCD1 in metastatic breast cancer cells, we performed co-immunoprecipitation (co-IP) followed by proteomic analysis of lysates from 6DT1 *Smarcd1* OE cells grown in monolayer culture (Supplementary Fig. S6a, b). Using an endogenous antibody to Smarcd1 protein, enrichment of interacting proteins was calculated in OE cells compared to EV control. Consistent with literature, we identified core BAF complex proteins as well as GBAF, nBAF, and npBAF factors as *Smarcd1*-interactors and these were validated by IP and western blot (Supplementary Fig. S6c, d). Proteins with fold change in enrichment greater than 5 as compared with a control IP were considered biologically relevant interactors for breast cancer metastasis, and this resulted in a list of 286 factors (Supplementary Table S2). To identify cellular processes involving Smarcd1, the list was entered into the DAVID tool for functional annotation clustering. The top three enriched clusters were “Chromatin remodeling”, “mRNA processing”, and “SWI/SNF or BAF complex” (Fig. 4a). Additionally, functional classification of the top interactors with a fold change over 1000 was performed manually, and those with known cellular functions were grouped (Fig. 4b). Cellular processes associated with the most highly enriched proteins upheld previously reported canonical BAF interactions such as chromatin remodeling and nuclear lamina but also unexpectedly implicated Smarcd1 in metabolism, exocytosis, RNA regulation, and splicing.

**Fig. 4:**
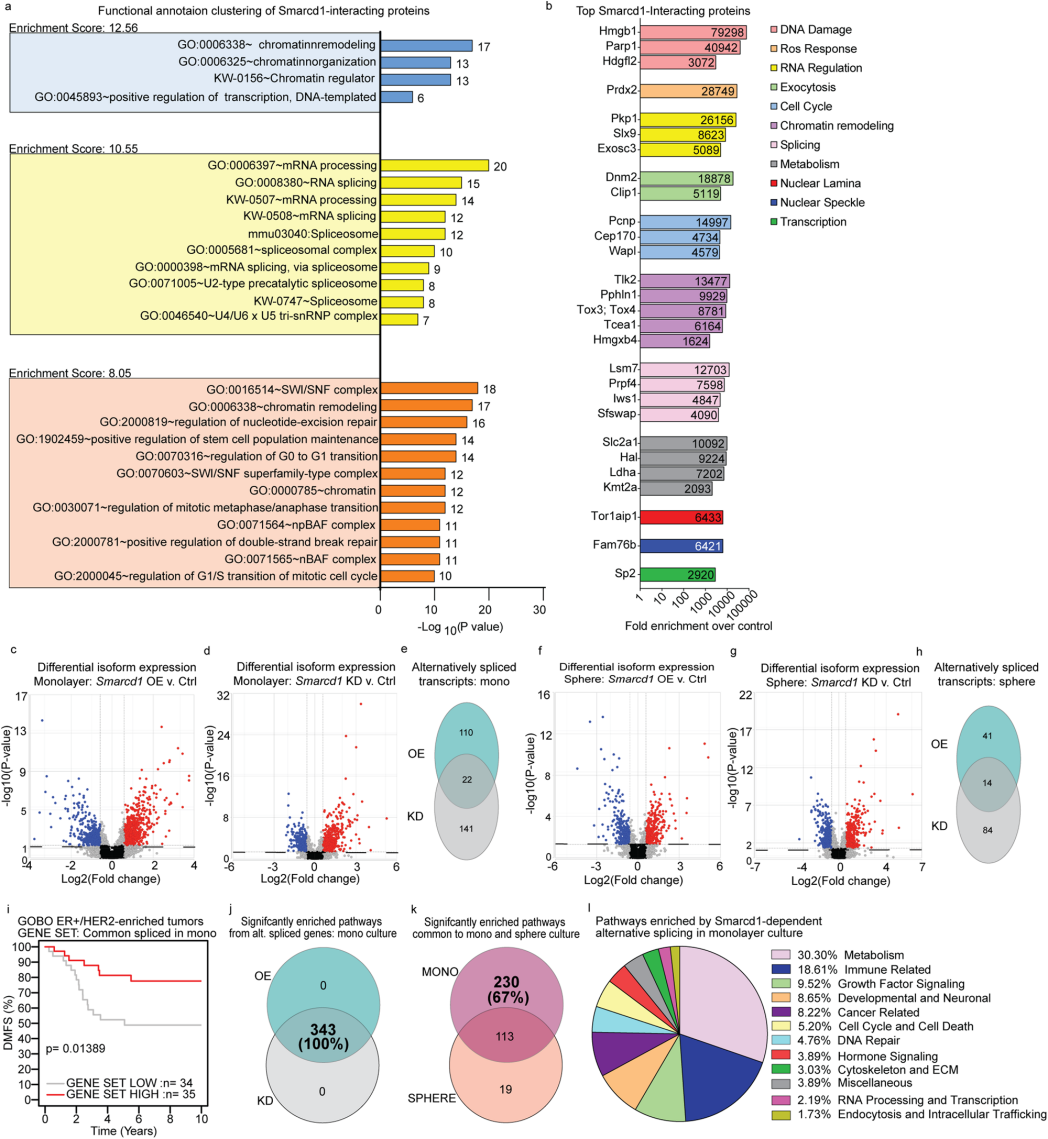
SMARCD1 interacts with splicing machinery and alters a clinically relevant splicing program. **a** Graph of top 3 DAVID functional annotation clusters, enrichment scores, and -Log10(p value) for all Smarcd1-interacting proteins in 6DT1 *Smarcd1* OE cells. **b** Graph showing functional annotations and fold enrichment for individual Smarcd1-interacting proteins with highest enrichment. **c**–**e** Differential isoform expression in 6DT1 *Smarcd1*-altered cells vs controls in monolayer shown on volcano plots (blue: negative fold change, red: positive fold change) for overexpression (OE) vs control (**c**) and knockdown (KD) vs control (**d**), with Venn diagram analysis of genes with *p* < 0.05 and false discovery rate (FDR) < 0.05 (**e**). Differential isoform expression in *Smarcd1*-altered cells vs controls in sphere culture shown on volcano plots (blue: negative fold change, red: positive fold change) for OE vs control (**f**) and KD vs control (**g**), with Venn diagram analysis of genes with *p* < 0.05 and FDR < 0.05 (**h**). **i** GOBO database distant metastasis-free survival (DMFS) Kaplan–Meier analysis for the ER+/HER2-enriched subtype using an unweighted gene signature of 22 common alternatively spliced genes in *Smarcd1*-altered cells vs controls. **j** Venn diagram analysis of pathways significantly enriched (*p* < 0.05) with alternatively splicing genes in *Smarcd1* OE vs KD cells. **k** Venn diagram analysis of pathway significantly enriched (*p* < 0.05) with alternatively splicing genes common to *Smarcd1*-altered cells in monolayer vs sphere culture. **l** Pie chart of pathway categories unique to monolayer culture alternative splicing in *Smarcd1*-altered cells.

To determine if Smarcd1 may play a role in RNA splicing in metastatic breast cancer cells, the RNA-seq data was reanalyzed for transcript level differential expression in *Smarcd1* OE and KD lines in monolayer and sphere culture compared to the corresponding controls. Interestingly, both OE and KD of *Smarcd1* in monolayer and sphere culture resulted in significant changes to specific transcript levels compared to controls. When subject to both *p*-value and FDR cut-offs, 132 and 163 transcripts were differentially expressed in *Smarcd1*-OE and KD monolayer cells, respectively, of which 22 were common and 5 were further validated using PCR and transcript-specific primers (Fig. 4c–e, Supplementary Fig. S7, and Supplementary Data 5). *Smarcd1* OE and KD in sphere culture resulted in 55 and 98 differentially expressed transcripts, of which 14 were common (Fig. 4f–h and Supplementary Data 5). When used as a signature for KM analysis, transcripts commonly altered in *Smarcd1* OE and KD lines grown in sphere culture were not associated with patient outcomes. However, the 22 commonly altered transcripts in monolayer culture significantly stratified ER+/HER2-enriched subtype DMFS (Fig. 4i), suggesting an important role for their regulation in this patient group.

Pathway analysis was then performed using IPA for *Smarcd1* OE and KD alternatively spliced gene lists for both monolayer and sphere cultures. Unexpectedly, when pathway analysis was visualized by p value cut-off only, pathways enriched by alternatively spliced transcripts in *Smarcd1* OE and KD overlapped completely, and this was observed for both monolayer culture and sphere culture samples (Fig. 4j, Supplementary Fig. S6e–g and Supplementary Data 5). As alternative splicing in monolayer culture was significantly associated with patient outcomes (Fig. 4i), those pathways uniquely enriched in monoculture were manually categorized into 11 major cellular processes (Fig. 4k, l). The largest category of enriched pathways was metabolism, followed by immune-related signaling and growth factor signaling, suggesting that these cellular processes may be key for the process of metastasis in the ER+/HER2-enriched breast cancer subtype (Fig. 4l).

### SMARCD1 functions as an essential expression-restricted metastasis modifier

Given that positive and negative modulation of *Smarcd1* expression in mouse mammary cancer cell lines resulted in increased tumorsphere formation and alternative splicing of a common clinically relevant gene set, we next sought to determine if changes in *Smarcd1* expression modify metastasis in vivo. Accordingly, 6DT1 *Smarcd1*-altered cells and controls were injected into the mammary fat pad of syngeneic mice to assess their propensity for spontaneous metastasis. We observed that neither OE nor KD of *Smarcd1* significantly altered primary tumor growth. However, both high and low levels of *Smarcd1* expression significantly reduced the number of metastatic nodules on the lungs (Fig. 5a–f and Supplementary Fig. S8a–c), suggesting that tight regulation of *Smarcd1* expression facilitates breast cancer metastasis in mice. While this pattern was also observed with tail vein injection assays, the trend was no longer significant, suggesting that *Smarcd1* expression likely impacts early steps in the metastatic cascade such as intravasation into the circulation, and not seeding at the lung. Finally, we mined our previously published RNA-seq data of matched primary and metastatic tumors harvested from the Polyoma Middle T genetically engineered mouse model crossed to 8 mouse strains^23,24^. When comparing primary and secondary tumors, there was no difference in *Smarcd1* expression (Supplementary Fig. S9a), consistent with the hypothesis that elevation or reduction of expression may decrease metastatic propensity.

**Fig. 5:**
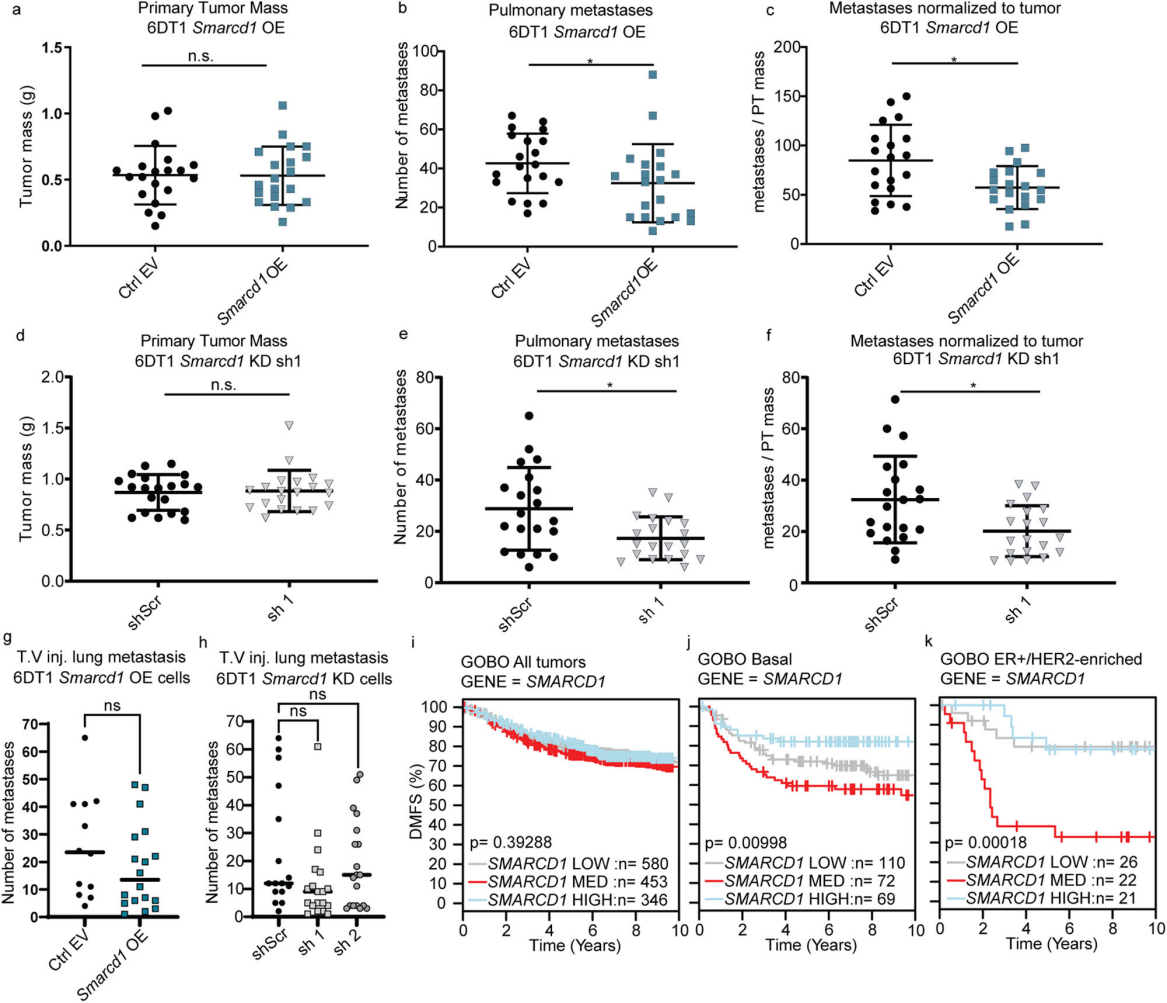
SMARCD1 is an “essential expression-restricted” metastasis modifier. Analysis of primary tumor (PT) weight (**a**), number of lung nodules (**b**), and number of lung nodules per gram of PT per mouse (**c**) 28 days after orthotopic injection of 6DT1 EV control and *Smarcd1* OE lines (2 combined experiments, 10 mice per experiment). Analysis of PT weight (**d**), number of lung nodules (**e**), and number of lung nodules per gram of PT per mouse (**f**) 28 days after orthotopic injection of 6DT1 shScr control and shSmarcd1 lines (2 combined experiments, 10 mice per experiment). Number of lung metastases per mouse 28 days after tail vein injection (TV inj) of 6DT1 EV control and *Smarcd1* OE lines (**g**) or 6DT1 shScr control and shSmarcd1 lines (**h**) (2 experiments combined, 10 mice per experiment). GOBO database distant metastasis-free survival (DMFS) Kaplan–Meier analysis stratified by *SMARCD1* expression level for all breast cancer patients (**i**), Basal subtype patients (**j**), or ER+/HER2-enriched subtype patients (**k**).

To determine if SMARCD1 plays a role in the progression of human disease, we queried the Gene expression-based Outcome for Breast cancer Online (GOBO) dataset^25^. Dysregulation of *SMARCD1* significantly stratified DMFS for patients with a Basal subtype as we also observed with altered PUM2, NANOS1, and CPSF4 (Fig. 1b), but also unexpectedly for the ER+/HER2-enriched patient subtypes (Fig. 5i–k). Interestingly, and consistent with our in vivo data, both high and low *SMARCD1* levels were associated with better outcomes for these subtypes, while “intermediate” *SMARCD1* expression was associated with worse outcome (Fig. 5j, k). We next asked if other genes followed a similar pattern, functioning as “essential expression-restricted metastasis modifiers”. Through a manual search of well-characterized genes in the GOBO dataset, 29% of factors involved in chromatin remodeling, transcription, RNA processing, and metabolism followed an essential expression-restricted pattern of DMFS stratification for one or more breast cancer subtype (Supplementary Fig. S9b and Supplementary Table S3). A specific analysis of the SWI/SNF complex revealed that, in addition to SMARCD1, essential expression-restricted survival curves were observed for core the BAF proteins BCL7A, BCL7C, and BRG1 in ER+ patients, accessory nBAF proteins CREST and BRD9 in ER+ Luminal A patients, and accessory esBAF protein BCL11B in Basal subtype patients (Supplementary Table S3)^26^. Taken together, the data reported here are consistent with the existence of a “essential expression-restricted” gene group that spans many cellular processes and complexes, for which a tight regulation of intermediate expression is necessary for metastasis within discrete breast cancer subtypes. More specifically, SMARCD1 functions as a essential expression-restricted modifier in ER+/HER2-enriched breast cancer metastasis through the regulation of splicing.

## Discussion

Tumor progression and metastasis is a complex, systemic process that involves multiple tissues and cell types throughout the body^27^. Evidence suggests that as early tumors become hypoxic, tumor cells co-opt developmental transcriptional programs that enable invasion and motility to escape the toxic environment of the primary tumor bed. Although dissemination can occur before tumors reach the lower limit of clinical detection, early resection of breast cancer lesions is associated with an extremely high 5-year survival rate, suggesting that additional events must occur before disseminated tumor cells can give rise to clinically relevant macroscopic lesions^27^. In contrast to tumor initiation, sequencing studies in both patient and animal models have not identified high-frequency, common metastasis driver mutations. This implies that somatic constitutive activation or inactivation of genes does not play a major role in metastatic progression^6,8^. Instead, current models propose that activation of developmental mechanisms, such as epithelial-to-mesenchymal-like transition or transient acquisition of stem cell-like capacities, are likely critical drivers of metastatic development^9^. Consequently, understanding the regulation and epigenetic integration of tumor-autonomous and microenvironmental interactions related to this cellular plasticity is paramount for deciphering the processes and vulnerabilities that underlie the proximal cause of most breast cancer mortality.

To investigate this, our laboratory adopted a meiotic genetics approach to identify metastasis susceptibility genes, primarily based on inherited variations that alter gene transcription^28,29^. In this study, we expanded upon previous observations that implicated the CCR4-NOT mRNA deadenylation complex as a metastasis susceptibility factor^12^. Given that the CCR4-NOT complex functions as a non-specific deadenylase, we hypothesized that RNA binding partners recruit specific metastasis-associated transcripts for degradation, and variations in the efficiency of this process alter the metastatic capacity of tumor cells. Consistent with this hypothesis, our findings indicate that CCR4-NOT-associated mRNA binding proteins, namely NANOS1, PUM2, and CPSF4, all contribute to metastasis in allograft orthotopic spontaneous metastasis assays. Moreover, the KD of all three mRNA binding proteins resulted in the stabilization the transcript encoding the SWI/SNF complex protein SMARCD1, which we subsequently demonstrated also alters metastatic capacity.

Unexpectedly, in contrast to studies on other metastasis susceptibility genes that revealed simple linear relationships between transcription levels and metastatic capacity, both ectopic expression and shRNA-mediated KD of *Smarcd1* suppressed metastatic capacity compared to intermediate transcription levels. The mechanism by which SMARCD1 influences metastasis is likely associated with its role in transcriptional control through chromatin modification. To complete the metastatic cascade, tumor cells must transiently engage several pathways, including mechanisms necessary to withstand the toxic primary tumor microenvironment, initiating motility and invasion programs, surviving in transit, evading the immune system, and adapting to novel microenvironments at the secondary site^27^. Considering this, the observation that either up- or down-regulation of SMARCD1 resulted in an increase in tumor sphere formation, a feature associated with stem-like characteristics and increased metastatic capacity, was unexpected^30^. In the case of SMARCD1, we hypothesize that increased expression may have “locked” chromatin into a configuration less adaptable to changing metastatic transcriptional requirements. In contrast, cells with reduced SMARCD1 levels exhibited increased chromatin accessibility, which may hinder the ability of cells to orchestrate orderly transcriptional changes due to inappropriate chromatin conformations. Thus, the dysregulation of SMARCD1 may impede the cellular plasticity between stem-like states believed to be essential for metastatic colonization. However, further work will be necessary to address this possibility.

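Taken one at a time, the line of each hairpin had more regions above shScr than below it in monolayer culture, though for KD4 the numbers were close over the OE and EV table. In a fit of the 3 shScr, 3 KD4 and 3 KD6 libraries, 191 regions were higher and 64 lower in KD4 than in shScr, and 63 were higher and 3 lower in KD6 (edgeR, adjusted p under 0.05). Over the OE and EV table, in a fit of the 5 lines, 184 regions were higher and 146 lower in KD4, and 44 were higher and 13 lower in KD6. Against EV in place of shScr no such excess was seen over the KD and shScr table with TMM scaling. There 584 regions were higher and 813 lower in KD4, and 117 were higher and 116 lower in KD6 (same kind of fit). For the pooled KD group the balance against EV turned with library size in place of TMM, and without some single libraries. The hairpins differed from each other at 99 regions, of which 32 were higher in KD4 and 67 higher in KD6. A stretch of chromosome 11 from 86702715 to 86707141 held 6 of these regions, with median log2 fold changes against shScr of -0.45 in KD4 and 0.58 in KD6. A stretch of chromosome 17 from 28390241 to 28393735 held 4, with median log2 fold changes of 0.49 in KD4 and -0.90 in KD6.
The hairpins shared 28 regions above shScr. Independent lists of these lengths would share 0.272, but both lists rest on the same shScr libraries. Counts of all libraries simulated without any change shared 0, which could hardly be otherwise, since few regions are called where none changes. Across regions, which are not independent replicates, the log2 fold changes of the hairpins had a Pearson correlation of 0.587 and a covariance of 0.0491. The simulated counts, with both hairpins set against the same simulated shScr libraries, gave 0.511 and 0.0311. They do not hold the level of the real shScr libraries. The 3 shScr libraries are too few to divide between the hairpins, so how much of the shared gain comes from the shared control cannot be told. The 99 regions became 24 and 60 without KD4 replicate 2 or 3, and 56, 17 and 56 without KD6 replicate 1, 2 or 3, and DESeq2 called 248.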

Interestingly, both increased and decreased SMARCD1 levels resulted in differential splicing without significant changes in the overall transcriptional program in bulk cell populations. Several studies have shown that chromatin remodeling complexes can interact with the spliceosome and that splicing factors often associate with nucleosomes, suggesting that dynamic chromatin structure plays an important role in splicing^31,32^. In a recent study by Reddy et al., the BAF complex protein ARID1B was shown to interact with the long non-coding RNA NEAT1 and the paraspeckle to regulate alternative splicing^33^. In this study, we found that SMARCD1 interacts with ARID1B as well as several RNA processing and splicing factors using co-IP and Mass Spec. However, in contrast to co-IP western blotting experiments showing direct Smarcd1 and BAF complex interactions, a direct interaction with splicing factors could not be validated. Therefore, it is possible that the splicing changes we observed may be indirect or potentially attributed to an ARID1B-dependent paraspeckle interaction directed by SMARCD1 but this requires further study.

The “essential expression-restricted”-like phenomenon was also observed for *SMARCD1* in some subtypes of human breast cancer, suggesting that this result is not merely an artifact of laboratory model systems. Examination of other members of the SWI/SNF complex and additional cellular complexes suggests that this “essential expression-restricted” phenotype may extend beyond SMARCD1, as tumor cells cannot tolerate significant alterations in several basic molecular functions while also retaining metastatic capacity. Indeed, our examination of clinical data for 15 biological complexes identified 50 additional “essential expression-restricted genes” spanning multiple cellular processes. Interestingly, the genes we identified in this class, like *SMARCD1*, exhibit high context dependence, and even individual factors within one molecular complex can stratify disparate clinical subtypes. This implies that different subtypes of breast cancer likely utilize different mechanisms to achieve metastatic competence. This hypothesis aligns with our previous demonstration of subtype specificity for different metastasis susceptibility genes, suggesting the existence of multiple pathways to achieve metastatic colonization.

“Essential expression-restricted” effects, though potentially novel in the setting of tumor evolution, have been described in the context of organismal evolution. Briefly, while the amplification and deletion of many genes can be tolerated and even beneficial for species survival, there exists another group of genes for which change is not tolerated outside of a specific life-defining range^34^. Applying this concept to tumor evolution suggests that there are functions and biological processes that must be maintained at specific levels to enable metastatic progression. Moreover, since different breast cancer subtypes exhibit distinct cellular phenotypes, the molecular characteristics defining each subtype also determine their vulnerabilities and tolerance to change. This, in turn, dictates which molecular processes are restricted to specific viable windows of activity. In the case of the ER+/HER2-enriched subtype, the SMARCD1-directed regulation of splicing programs important for metabolism, immune signaling, and differentiation emerges as a key factor for metastasis.

To the best of our knowledge this is the first time an essential expression-restricted metastasis modifier gene has been reported in the literature. This is not entirely surprising, given that target identification typically involves stratifying data using binary or linear patterns and selecting characteristics that differentiate metastatic tumors from primary tumors and normal tissue. Interestingly, reanalysis of RNA-seq data from a previous PyMT GEMM study revealed no difference in *Smarcd1* expression between matched primary and metastatic tumors across several genetic backgrounds. This lack of difference would typically categorize a gene as clinically irrelevant in the study of metastasis, but it is now evident that a narrow range of expression may be essential for metastatic progression. Therefore, the identification of essential expression-restricted genes may require a divergence from seeking linear relationships. For example, reanalyzing primary and metastatic tumor exome-sequencing data could identify genes with infrequent copy number variation, and KM analysis of patient gene expression datasets could be presented in a tripartite manner for a more nuanced exploration.

Importantly, the existence of these “essential expression-restricted” genes may open additional avenues for clinical intervention. Current therapeutic development predominantly focuses on generating small molecule or antibody inhibitors designed to interfere with protein function. However, for essential expression-restricted -type proteins, either increased or decreased function may prove efficacious against metastatic disease, particularly if the essential expression window is relatively narrow. For *SMARCD1*, the up- or down-regulation achieved was relatively modest (~1.5-fold), which might be more easily attainable than the suppression needed to target oncogenic drivers. Furthermore, the small perturbations that significantly reduced metastasis did not impact cell survival or proliferation, suggesting that therapeutically targeting SMARCD1 may cause less systemic toxicity. Combining “essential expression-restricted” activation/suppression with more conventional targeted therapies may, therefore, offer an additional and alternative method for adjuvant therapy or targeting established metastatic lesions.

## Materials and methods

### Cell culture

Mouse mammary carcinoma cell lines 4T1 and 6DT1 were a generous gift from Dr. Lalage Wakefield (NCI, Bethesda, MD). All cell lines were cultured in Dulbecco’s Modified Eagle Medium (DMEM), supplemented with 10% fetal bovine serum (FBS), 1% penicillin and streptomycin (P/S), and 1% glutamate, and maintained at 37 °C with 5% CO_2_. Short hairpin RNA (shRNA)-mediated knockdown and overexpression cells were cultured in the same conditions with an addition of 10 µg/ml puromycin and 5 µg/ml blasticidin, respectively.

### Plasmid constructs

*shRNA constructs*: TRC lentiviral shRNA constructs against *Nanos1*, *Pum2*, *Cpsf4*, and *Smarcd1* were obtained from Dharmacon as glycerol stocks (Nanos1:RMM4534-EG332397, Pum2:RMM4534-EG80913, Cpsf4:RMM4534-EG54188, Smarcd1: RMM4534-EG83797). The sequences for all shRNA constructs were as follows (“*” indicates sh1 and “^” indicates sh2):

#### shNanos1

TRCN0000096771 – TAGCGCAGCTTCTTGCTGGGC

TRCN0000096769 – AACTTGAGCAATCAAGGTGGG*

TRCN0000096772 - TAGTGCGCGCAGTTCCAACGC

TRCN0000096770 – TACTTGATGGTATGTGCGTTG^

TRCN0000096773 – TGCAAACGGGTTCAGCTCAGC

#### shPum2

TRCN0000102260 – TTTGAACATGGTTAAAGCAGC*

TRCN0000102264 - ATGTCAGATCTATTATAGCGG

TRCN0000102261 - TTGCTGAAATAAATTGGCTGG

TRCN0000102262 – AAGAGTAGTAATATGAGGTCG^

TRCN0000102263 – ATCTTCCAATAACCTACTGCG

#### shCpsf4

TRCN0000123668 - ATGGGCAGTTCAAATCGAGGG

TRCN0000123666 – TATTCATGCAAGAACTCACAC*

TRCN0000123664 - AAATGAAAGGACAGACATGGC

TRCN0000123667 – AAATGCCCTTTGGTGCATCTG^

TRCN0000123665 – TTCACACAAATGACTCTCCGG

#### shSmarcd1

TRCN0000092953 - TTTACCCGTTTGATTTCAGGC

TRCN0000092954 – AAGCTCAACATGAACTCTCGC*

TRCN0000092955 - TATGTGTTTCGGATTCCCAGG

TRCN0000092956 – ATCTCTGAGAACTTCATCCGC^

TRCN0000092957 – TACACCGTACATTCACATCTC

#### Overexpression

Mouse *Smarcd1* cDNA was purchased from Dharmacon as a glycerol stock (Accession: BC059921, Clone ID: 6816512, Catalog: MMM1013-202732694). Using directional TOPO-cloning primers (Fwd- 5’-CACCATGGCGGCCCGGGCGGGTTT-3’ and Rev- 5’-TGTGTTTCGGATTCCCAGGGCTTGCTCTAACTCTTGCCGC-3’), *Smarcd1* cDNA was amplified using Phusion polymerase. DNA was purified using the QIAquick Gel Extraction Kit (Qiagen) and ligated into a Gateway entry clone using the pENTR/D-TOPO Cloning Kit (Invitrogen). Finally, pENTR-Smarcd1 was combined with pol2 promoter and C-terminal Myc-tag entry clones in a Gateway LR reaction according to the manufacturer’s protocol (Invitrogen).

### Virus transduction

1 × 10^6^ 293 T cells were plated in 6 cm dishes 24 h prior to transfection in P/S-free 10% FBS DMEM. Cells were transfected with 1 µg of shRNA/cDNA and 1 µg of viral packaging plasmids (250 ng pMD2.G and 750 ng psPAX2) using 6 µl of Xtreme Gene 9 transfection reagent (Roche). After 24 h of transfection, media was refreshed with 10% DMEM, supplemented with 1% P/S and 1% glutamine. The following day, virus-containing supernatant was passed through a 45 µm filter to obtain viral particles, which were then transferred to 1 × 10^5^ 4T1/6DT1 cells. 24 h post-transduction, the viral media was removed and fresh 10% DMEM was added. Finally, 48 h after transduction, the cells were selected with 10 µg/ml puromycin- or 5 µg/ml blasticidin-containing complete DMEM.

### siRNA transfection

6DT1 cells were plated in P/S-free 10% FBS DMEM. 24 h after plating, cells were transfected with ON-TARGETplus Non-targeting Control Pool siRNA or ON-TARGETplus Mouse Smarcd1 siRNA SMARTPool using DharmaFECT 1 Transfection Reagent (Dharmacon Inc, Horizon).

### Western blot

Protein lysates from 1 × 10^6^ cells were extracted on ice using Golden Lysis Buffer (10 mM Tris pH 8.0, 400 mM NaCl, 1% Triton X-100, 10% glycerol + Complete protease inhibitor cocktail (Roche), phosphatase inhibitor (Sigma)). Protein concentration was measured using Pierce’s BCA Protein Assay Kit and analyzed on a Versamax spectrophotometer at a wavelength of 560 nm. Appropriate volumes containing 20 µg of protein combined with NuPage LDS Sample Buffer and NuPage Reducing Agent (Invitrogen) were run on 4–12% NuPage Bis-Tris gels in MOPS buffer. Proteins were transferred onto a PVDF membrane (Millipore), blocked in 5% milk (dry milk diluted in Tris-buffered saline containing 0.05% Tween-20, TBST) for one hour and incubated in the primary antibody (in 5% milk) overnight at 4 °C. Membranes were washed with TBST and secondary antibody incubations were done at room temperature for one hour. Proteins were visualized using the Amersham ECL Prime Western Blotting Detection System and Amersham Hyperfilm ECL (GE Healthcare).

The following primary antibodies were used: mouse anti-CPSF4 (1:100; Santa Cruz), mouse anti-Pumilio2 (1:1,000; Abcam), mouse anti-SMARCD1 (1:1000; Bethyl A301-595A), rabbit anti-BICRA (1:1000; Abcam ab302712), rabbit anti-SMARCA4 (1:1000; Abcam ab110641), mouse anti-Actin (1:10,000; Abcam), mouse anti-Myc-tag (1:1000; Cell Signaling). Goat anti-rabbit (Santa Cruz) and goat-anti-mouse (GE Healthcare) secondary antibodies were used at concentrations of 1:10,000.

### RNA isolation, reverse transcription, and quantitative polymerase chain reaction

RNA was isolated from cell lines using TriPure (Roche) and reverse transcribed (RT) using iScript (Bio-Rad). Quantitative PCR of RT products (qRT-PCR) was conducted using VeriQuest SYBR Green qPCR Master Mix (Affymetrix). Peptidylprolyl isomerase B (*Ppib*) was used for normalization of expression levels. Expression of mRNA was defined from the threshold cycle, and relative expression levels were calculated using 2- delta Ct after normalization with *Ppib*. Primer sequences can be found in Supplementary Table S4.

### Actinomycin D time course

Cellular *E2f2*, *Prr9*, and *Smarcd1* mRNA decay rates were measured using actinomycin D (actD) time course assays. Briefly, transcription was inhibited by addition of actD (5 µg/ml; Calbiochem) to the culture medium, and total RNA was purified at selected times thereafter. Time courses were limited to 4 h to avoid complicating cellular mRNA decay pathways by actD-enhanced apoptosis^35^. mRNA levels were measured at each time point by qRT-PCR as described above. First-order decay constants (k) were solved by nonlinear regression (GraphPad Prism 9, San Diego, CA, USA) of the percentage of mRNA remaining versus time of actD treatment. Resolved mRNA half-lives (t1/2 = ln2/k) are based on the mean ± SD.

### In vivo metastasis assays

Female virgin FVB/NJ or BALB/cJ mice were obtained from The Jackson Laboratory at 6–8 weeks of age. Two days prior to in vivo experiments, cells were plated at 1 × 10^6^ cells per condition into T-75 flasks (Corning) in non-selective DMEM. Each mouse was injected with 1 × 10^5^ cells into the fourth mammary fat pad (orthotopic injection) or tail vein (tail vein injection). Recipient mice were of the FVB/NJ or BALB/cJ strains for 6DT1 or 4T1 cells, respectively. The mice were euthanized between 28 and 30 days post-injection. Primary tumors were resected, weighed, and lung metastases were counted. Primary tumor size did not exceed those approved by the animal use protocol and animals identified for early end point by veterinary staff in the animal facility were euthanized according to the approved protocol.

### In vitro cellular phenotypic assays

#### Incucyte cell viability assays

Cells were seeded into 96-well plates at a density of 1 × 10^3^ cells per well and at least 4 wells per condition. Treatment was applied to cells 24 h after seeding and then the plates were placed in a Sartorius Incucyte SX5 Live-Cell Analysis instrument in a 37 °C incubator at 5% CO_2_, 20% O_2_. Cells were imaged every 4 h using the SX5 G/R Optical Module phase channel at 10× magnification and analyzed with Incucyte 2022A Software for percent confluence in 4 regions per well. *Low glutamine:* media was replaced with DMEM + 10% FBS minus glutamine or with glutamine at 4 wells per condition for each cell line. *High ROS:* media was replaced with DMEM + 10% FBS or DMEM + 10% FBS + 500 µM H_2_O_2_ at 4 wells per condition for each cell line. *Heat shock:* Cells seeded in two 96-well plates, with one plate placed at 42 °C 5% CO_2_ for 3 h and the other kept at 37 °C before placement of both into the Incucyte SX5. *Hypoxia:* Cells seeded in two 96-well plates, with one plate placed at 37 °C at 5% CO_2_ and 1% O_2_ for 16 h and the other kept at 20% O_2_ before placement of both into the Incucyte SX5 37 °C at 5% CO_2_ and 20% O_2_. *Dox sensitivity:* Media was replaced with serial dilutions of Doxorubicin at concentrations between 100 to 0.001 nM in DMEM.

#### Colony assays

Cells were seeded in DMEM + 10% FBS into 6 wells of a 6-well plate at 6 serial dilutions: 1 × 10^4^, 5 × 10^3^, 1 × 10^3^, 5 × 10^2^, 1 × 10^2^, and 5 × 10^1^. After 5 days, media was removed and cells were stained using 1 ml crystal violet in 20% methanol for 10 min at room temperature before washing away excess stain with deionized water.

#### Viability under heat shock

Cells were seeded into a 96-well, flat clear bottom plates (Ibidi) at 5 × 10^3^ cells per well, 4 well replicates per cell line. After 24 h, the media was replaced with DMEM + 10% FBS + CellEvent Caspase-3/7 Detection Reagent (Green) according to the manufacturers recommendations (Invitrogen). The plate was then imaged every 15 min using phase and GFP channels in the ZEISS Celldiscoverer 7 Automated Live Cell Imager set to 42 °C at 5% CO_2_ and 20% O_2_. After 24 h the images were assessed manually to determine average time until appearance of the first apoptotic cell (first GFP-positive cell) and average time to total cell death (all cells GFP positive) per field.

#### Cell migration scratch assay

Cells were seeded onto 35 mm dishes (Ibidi) and grown to 80% confluence. After 24 h, two scratches were created in the cell monolayer of each dish using a pipet tip. The dishes were then washed several times to remove all dead and floating cells. Finally, DMEM + 10% FBS was added to the cells and the dishes were placed in the ZEISS Celldiscoverer 7 Automated Live Cell Imager set to 37 °C at 5% CO_2_ and 20% O_2_. Scratches were imaged using the phase channel at three positions per scratch every three hours.

#### Tumorsphere assay

24-well ultralow attachment plates (Corning #3473) were prepared with 500 µl of a 1:1 ratio of MethoCult H4100 (Stemcell Technologies Cat# 04100) and complete MammoCult Media (MammoCult (StemCell Technologies Cat #05620) supplemented with 10% MammoCult Proliferation Supplement (StemCell Technologies Cat#05622), 1% hydrocortisone stock solution (StemCell Technologies Cat#07925), and 0.04% heparin (StemCell Technologies Cat #07980). Cells were then seeded at 5 × 10^3^ cells/well in 100 µl of complete MammoCult Media. For siRNA studies, the cells were seeded 24 h after siRNA transfection. After culturing for 10 days, tumorspheres were imaged, sized, and quantitated using a Celigo Imaging Cytometer (Nexcelcom).

### RNA sequencing

#### Isolation of high-quality RNA

RNA was extracted from small sections of primary tumor tissue using TriPure, followed by organic extraction with chloroform and precipitation by isopropanol. RNA was then purified using the RNeasy Mini Kit (Qiagen) with on-column DNase digestion. RNA quality was tested using the Agilent 2200 TapeStation electrophoresis system, and samples with an RNA integrity number (RIN) score >7 were sent to the Sequencing Facility at Frederick National Laboratory.

#### Sequencing

Preparation of mRNA libraries and mRNA sequencing was performed by the Sequencing Facility using the HiSeq2500 instrument with Illumina TruSeq v4 chemistry.

#### Bioinformatic analysis

Sample reads were trimmed to remove adapters and low-quality bases using Trimmomatic software and aligned with the reference mouse mm9 genome and Ensemble v70 transcripts using Tophat software. RNA mapping statistics were calculated using Picard software. Library complexity was measured by unique fragments in the mapped reads using Picard’s MarkDuplicate utility. Gene-specific and transcript-specific analysis and differential expression analysis was performed using the Partek Genomics Suite. Genes with a *p* value 0.05 and false discovery rate (FDR) less than 0.05 were considered differentially expressed.

### Pathway analysis

#### Pathway analysis (IPA)

Differentially expressed gene sets were analyzed using Ingenuity Pathway Analysis Software (Qiagen). Gene sets were uploaded into IPA for Core Expression Analysis of expression data. The Ingenuity Knowledge Base was chosen as the reference set of genes, and both direct and indirect relationships were considered. No other analysis parameters were specified, and the default settings were selected.

#### DAVID

A list of official gene symbols was uploaded into the DAVID Bioinformatics Resources 6.8 (https://david.ncifcrf.gov/) Functional Annotation Tool. Mus musculus was selected as the species and functional annotation clustering was selected using the default settings for annotation categories. Classification stringency was also left at the default setting of medium.

### Assays of transposase-accessible chromatin (ATAC)-seq library preparation

ATAC were performed as previously described^36^. Briefly, 5 × 10^4^ cells were isolated, and nuclei were generated by incubating on ice with 500 μl lysis buffer (RSB with 0.1% Tween-20) for 10 min. The resulting nuclei were centrifuged at 500 × g for 10 min, then resuspended in 1X Tagment DNA buffer (Illumina) with 2.5 μl Tagment DNA Enzyme (Illumina) and incubated at 37 °C for 30 min. For each transposition reaction, the volume was 50 μl. The transposition mixtures were quenched with 500 μl PB buffer (Qiagen) and purified by standard protocol with the MinElute PCR purification kit. Each ATAC library was amplified with Nextera primers for 16 PCR cycles and purified with Agencourt AMPure XP (Beckman Coulter) to remove excess primers. The resulting ATAC libraries were sequenced with NextSeq500 with paired-end reads.

### Analysis of ATAC-seq data

In Partek Flow, ATAC-seq reads were aligned to the mouse genome version mm39 using Bowtie2 (Version 2.2.5) and unaligned reads filtered out. Peak calling was then performed using MACS (version 3.00a7) and annotated with Ensemble Transcripts (release 109 prajapatmk), specifying 1 gene region per peak. Finally, known motif detection was carried out with the All CORE profiles database and de novo motif detection using a length of 6–16 base pairs.

### PCR amplification of specific isoform transcripts

RNA was isolated from cells as for RNA seq, as described under “*Isolation of high-quality RNA”*. Polymerase Chain reaction (PCR) was performed using primers that span exon exon junctions and are specific to isoform transcripts and the Q5 reagent (New England Biolabs). PCR products were then run on a 4% agarose (Lonza) TAE (Quality Biological) gel with GelStar™ Nucleic Acid Gel Stain (Lonza) and imaged by the Amersham Image Quant 800 for fluorescence. Densitometry was performed using ImageJ’s select and measure function. A background measurement was subtracted from each band intensity before normalizing to a PPIB transcript positive control band and finally calculating relative density compared to the corresponding control. Primer sequences can be found in Supplementary Table S4.

### Co-immunoprecipitation, silver staining, and proteomics analysis

Co-immunoprecipitation (co-IP) was performed using the Nuclear Complex Co-IP Kit (Active Motif). 6T1 *Smarcd1* OE cells were seeded onto 15 cm tissue culture dishes at a seeding density of 5×10^6^ cells per dish. After 48 h of incubation, cells were harvested, and nuclear lysates were prepared. A total of 200–500 μg of nuclear lysates were incubated with 2 μg of SMARCD1 antibody (Bethyl A301-594A) and 50 μg of Dynabeads Protein G (Invitrogen). After overnight incubation on a rotator at 4 °C, immune complexes were isolated using a magnetic stand. Beads were then washed three times, resuspended in 2× NuPAGE LDS sample buffer (Invitrogen), and incubated at 95 °C in a heat block for 5 min. Samples were loaded onto NuPAGE protein gels and the standard western blot protocol was followed as described above. For silver stain analysis, the NuPAGE protein gel was processed and stained using Pierce Silver Stain for Mass Spectrometry (Thermo Fisher).

For tandem Mass Spectrometry (MS/MS) and proteomics analysis, the co-IP samples still on the beads were sent to the NCI Collaborative Protein Technology Resource. Briefly, samples were solution-digested with trypsin using S traps (Protifi), following the manufacturer’s instructions. The digested peptides were analyzed on an Orbitrap Exploris 480 (Thermo) mass spectrometer inline after an UltiMate 3000 RSLCnano HPLC (Thermo). The peptides were separated on a 75 µm × 15 cm, 3 µm Acclaim PepMap reverse phase column (Thermo) and eluted directly into the mass spectrometer. For analysis, parent full-scan mass spectra were acquired at 120,000 FWHM resolution and product ion spectra at 15,000 resolution. Proteome Discoverer 3.0 (Thermo) was used to search the data against the murine database from Uniprot using SequestHT with INFERYS rescoring (Zolg et al., PMID: 34015160). The search was limited to tryptic peptides, with maximally two missed cleavages allowed. Cysteine carbamidomethylation was set as a fixed modification, with methionine oxidation as a variable modification. The precursor mass tolerance was 10 ppm, and the fragment mass tolerance was 0.02 Da. The Percolator node was used to score and rank peptide matches using a 1% false discovery rate. Label-free quantitation of extracted ion chromatograms from MS1 spectra was performed using the Minora node; missing values were replaced with 100 as a minimum quantitation threshold.

### Ethics statement

The research described in this study was performed under the Animal Study Protocol LCBG-004, approved by the NCI Bethesda Animal Use and Care Committee. Animal euthanasia was performed by cervical dislocation after anesthesia by Avertin. We have complied with all relevant ethical regulations for animal use.

### Patient data

Kaplan–Meier analysis of the *CPSF4*, *PUM2*, and *NANOS1* gene list as a signature was performed using Kaplan–Meier plotter (https://kmplot.com) and breast cancer data sets. The genes were weighted equally, and T1 and T3 of trichotomized DMFS curves using mean expression in tumor tissue were generated for the PAM50 basal (*n* = 1671) patient cohort. Kaplan–Meier DMFS analysis for all other genes and gene list signatures was performed using Gene Set analysis – Tumors tool within The Gene expression-based Outcome for Breast cancer Online (GOBO) site (http://co.bmc.lu.se/gobo/). No ethics approval was needed for the use of human data in this study.

### Data analysis, statistics, and reproducibility

Comparisons of mRNA levels and decay kinetics were performed using the unpaired t test. Differences yielding *p* < 0.05 were considered significant. Statistical significance between groups in in vivo assays was determined using the Mann–Whitney unpaired nonparametric test using Prism (version 5.03, GraphPad Software, La Jolla, CA). Correlation analyses used the Spearman non-parametric test while Kaplan–Meier comparisons were performed using the log-rank test with events limited to death from recurrent disease. For correlation and survival analyses, differences yielding *p* < 0.05 were considered significant.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Materials

Supplemental Data 1

Supplemental Data 2

Supplemental Data 3

Supplemental Data 4

Supplemental Data 5

Reporting Summary

## Data Availability

All sequence data that supports the findings of this study can be accessed and downloaded from the Gene Expression Omnibus database using the accession numbers GSE260621, GSE260622, GSE260672 and GSE260680. The mass spectrometry proteomics data were deposited to the ProteomeXchange Consortium via the massIVE partner repository with the dataset identifier PXD056292 (ftp://massive.ucsd.edu/v08/MSV000095962/). The Smarcd1 over expression plasmid has been deposited into Addgene repository with ID number 227716. The source data behind the graphs can be found in the SupplementalData files. Uncropped blots can be found in Supplementary Fig. 10. All other data is available upon reasonable request to the corresponding author.

## References

[1] Arnold, M. et al. Current and future burden of breast cancer: Global statistics for 2020 and 2040. *Breast***66**, 15–23 (2022).36084384 10.1016/j.breast.2022.08.010PMC9465273

[2] Siegel, R. L., Miller, K. D., Wagle, N. S. & Jemal, A. Cancer statistics, 2023. *CA Cancer J. Clin.***73**, 17–48 (2023).36633525 10.3322/caac.21763

[3] National Cancer Institute, D. S. R. P. Surveillance, Epidemiology, and End Results (SEER) Program (www.seer.cancer.gov) SEER*Stat Database: Mortality - All COD, Aggregated With State, Total U.S. (1969-2020) Katrina/Rita Population Adjustment (2022).

[4] McAleer, S. A history of cancer and its treatment: Presidential Address to the Ulster Medical Society. 7th October 2021. *Ulst. Med J.***91**, 124–129 (2022).PMC972058336474852

[5] Waks, A. G. & Winer, E. P. Breast Cancer Treatment. *JAMA***321**, 288 (2019).30667503 10.1001/jama.2018.20751

[6] Rinaldi, J. et al. The genomic landscape of metastatic breast cancer: Insights from 11,000 tumors. *PLoS One***15**, e0231999 (2020).32374727 10.1371/journal.pone.0231999PMC7202592

[7] Cha, S., Lee, E. & Won, H.-H. Comprehensive characterization of distinct genetic alterations in metastatic breast cancer across various metastatic sites. *NPJ Breast Cancer***7**, 93 (2021).34272397 10.1038/s41523-021-00303-yPMC8285498

[8] Ross, C. et al. The genomic landscape of metastasis in treatment-naïve breast cancer models. *PLoS Genet.***16**, e1008743 (2020).32463822 10.1371/journal.pgen.1008743PMC7282675

[9] Zhang, Y., Chen, F. & Creighton, C. J. Pan-cancer molecular subtypes of metastasis reveal distinct and evolving transcriptional programs. *Cell Rep. Med.***4**, 100932 (2023).36731467 10.1016/j.xcrm.2023.100932PMC9975284

[10] Amin, R. et al. Nuclear pore protein NUP210 depletion suppresses metastasis through heterochromatin-mediated disruption of tumor cell mechanical response. *Nat. Commun.***12**, 7216 (2021).34903738 10.1038/s41467-021-27451-wPMC8669001

[11] Park, Y.-G. et al. Sipa1 is a candidate for underlying the metastasis efficiency modifier locus Mtes1. *Nat. Genet.***37**, 1055–1062 (2005).16142231 10.1038/ng1635PMC2140048

[12] Faraji, F. et al. Post-transcriptional Control of Tumor Cell Autonomous Metastatic Potential by CCR4-NOT Deadenylase CNOT7. *PLoS Genet.***12**, e1005820 (2016).26807845 10.1371/journal.pgen.1005820PMC4726497

[13] Bai, L. et al. An Integrated Genome-Wide Systems Genetics Screen for Breast Cancer Metastasis Susceptibility Genes. *PLoS Genet.***12**, e1005989 (2016).27074153 10.1371/journal.pgen.1005989PMC4830524

[14] Deasy, S. K. et al. Aicardi-Goutières syndrome gene Rnaseh2c is a metastasis susceptibility gene in breast cancer. *PLoS Genet.***15**, e1008020 (2019).31125342 10.1371/journal.pgen.1008020PMC6553800

[15] Wharton, R. P. & Struhl, G. RNA regulatory elements mediate control of Drosophila body pattern by the posterior morphogen nanos. *Cell***67**, 955–967 (1991).1720354 10.1016/0092-8674(91)90368-9

[16] Wharton, R. P., Sonoda, J., Lee, T., Patterson, M. & Murata, Y. The Pumilio RNA-Binding Domain Is Also a Translational Regulator. *Mol. Cell***1**, 863–872 (1998).9660969 10.1016/s1097-2765(00)80085-4

[17] Kaufmann, I., Martin, G., Friedlein, A., Langen, H. & Keller, W. Human Fip1 is a subunit of CPSF that binds to U-rich RNA elements and stimulates poly(A) polymerase. *EMBO J.***23**, 616–626 (2004).14749727 10.1038/sj.emboj.7600070PMC1271804

[18] Keller, W., Bienroth, S., Lang, K. M. & Christofori, G. Cleavage and polyadenylation factor CPF specifically interacts with the pre-mRNA 3′ processing signal AAUAAA. *EMBO J.***10**, 4241–4249 (1991).1756731 10.1002/j.1460-2075.1991.tb05002.xPMC453176

[19] Hafner, M. et al. Transcriptome-wide Identification of RNA-Binding Protein and MicroRNA Target Sites by PAR-CLIP. *Cell***141**, 129–141 (2010).20371350 10.1016/j.cell.2010.03.009PMC2861495

[20] Saha, S. et al. SMARCD1 negatively regulates myeloid differentiation of leukemic cells via epigenetic mechanisms. *Blood Adv.* 6, 10.1182/bloodadvances.2021006235 (2022).10.1182/bloodadvances.2021006235PMC913190935078226

[21] Chow, M. Z.-Y. et al. Modulation of chromatin remodeling proteins SMYD1 and SMARCD1 promotes contractile function of human pluripotent stem cell-derived ventricular cardiomyocyte in 3D-engineered cardiac tissues. *Sci. Rep.***9**, 7502 (2019).31097748 10.1038/s41598-019-42953-wPMC6522495

[22] Hua, S., Kittler, R. & White, K. P. Genomic Antagonism between Retinoic Acid and Estrogen Signaling in Breast Cancer. *Cell***137**, 1259–1271 (2009).19563758 10.1016/j.cell.2009.04.043PMC3374131

[23] Rennhack, J. P. et al. Integrated analyses of murine breast cancer models reveal critical parallels with human disease. *Nat. Commun.***10**, 3261 (2019).31332182 10.1038/s41467-019-11236-3PMC6646342

[24] Ross, C. et al. Metastasis-Specific Gene Expression in Autochthonous and Allograft Mouse Mammary Tumor Models: Stratification and Identification of Targetable Signatures. *Mol. Cancer Res.***18**, 1278–1289 (2020).32513899 10.1158/1541-7786.MCR-20-0046PMC7483845

[25] Ringnér, M., Fredlund, E., Häkkinen, J., Borg, Å. & Staaf, J. GOBO: Gene Expression-Based Outcome for Breast Cancer Online. *PLoS One***6**, e17911 (2011).21445301 10.1371/journal.pone.0017911PMC3061871

[26] Varga, J., Kube, M., Luck, K. & Schick, S. The BAF chromatin remodeling complexes: structure, function, and synthetic lethalities. *Biochem. Soc. Trans.***49**, 1489–1503 (2021).34431497 10.1042/BST20190960

[27] Gerstberger, S., Jiang, Q. & Ganesh, K. Metastasis. *Cell***186**, 1564–1579 (2023).37059065 10.1016/j.cell.2023.03.003PMC10511214

[28] Lifsted, T. et al. Identification of inbred mouse strains harboring genetic modifiers of mammary tumor age of onset and metastatic progression. *Int. J. Cancer***77**, 640–644 (1998).9679770 10.1002/(sici)1097-0215(19980812)77:4<640::aid-ijc26>3.0.co;2-8

[29] Hu, Y. et al. Integrated cross-species transcriptional network analysis of metastatic susceptibility. *Proc. Natl Acad. Sci.***109**, 3184–3189 (2012).22308418 10.1073/pnas.1117872109PMC3286991

[30] Ponti, D. et al. Isolation and In vitro Propagation of Tumorigenic Breast Cancer Cells with Stem/Progenitor Cell Properties. *Cancer Res.***65**, 5506–5511 (2005).15994920 10.1158/0008-5472.CAN-05-0626

[31] Kfir, N. et al. SF3B1 Association with Chromatin Determines Splicing Outcomes. *Cell Rep.***11**, 618–629 (2015).25892229 10.1016/j.celrep.2015.03.048

[32] Allemand, E. et al. A Broad Set of Chromatin Factors Influences Splicing. *PLoS Genet.***12**, e1006318 (2016).27662573 10.1371/journal.pgen.1006318PMC5035054

[33] Reddy, D. et al. Paraspeckles interact with SWI/SNF subunit ARID1B to regulate transcription and splicing. *EMBO Rep.***24**, e55345 (2023).36354291 10.15252/embr.202255345PMC9827562

[34] Rice, A. M. & McLysaght, A. Dosage sensitivity is a major determinant of human copy number variant pathogenicity. *Nat. Commun.***8**, 14366 (2017).28176757 10.1038/ncomms14366PMC5309798

[35] Lu, D.-F. et al. Actinomycin D inhibits cell proliferations and promotes apoptosis in osteosarcoma cells. *Int. J. Clin. Exp. Med.***8**, 1904–1911 (2015).25932119 PMC4402766

[36] Buenrostro, J. D., Giresi, P. G., Zaba, L. C., Chang, H. Y. & Greenleaf, W. J. Transposition of native chromatin for fast and sensitive epigenomic profiling of open chromatin, DNA-binding proteins and nucleosome position. *Nat. Methods***10**, 1213–1218 (2013).24097267 10.1038/nmeth.2688PMC3959825

[37] Ross, C., Brennan-Laun, S. & Wilson, G. Tristetraprolin: Roles in cancer and senescence. *Aging Res. Rev.***4**, 473–484 (2012).10.1016/j.arr.2012.02.005PMC337668022387927

# Supplementary material for: SMARCD1 is an essential expression-restricted metastasis modifier
**Source:** Commun Biol. 2024 Oct 10;7:1299. doi: 10.1038/s42003-024-07018-3
**Supplement:** Supplementary file 1 — Supplementary Information

# Supplemental Figures

# Supplemental Figure 1

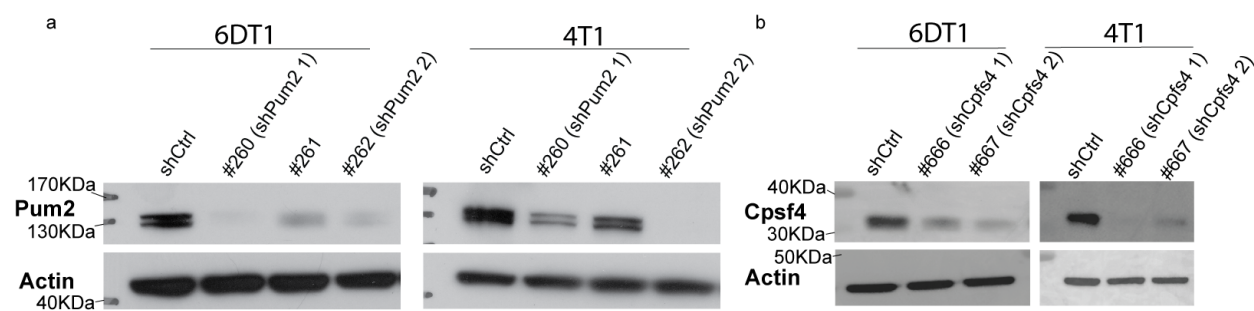

**Figure S1. RNA-binding proteins Nanos1, Pum2, and Cpsf are metastasis modifiers in 6DT1 mouse mammary breast cancer cells.**

a, western blot analysis of Pum2 protein levels in 6DT1 and 4T1 cells transduced with scramble shScr or three different shRNAs targeted at *Pum2* mRNA. b, western blot analysis of Cpsf4 protein levels in 6DT1 and 4T1 cells transduced with scramble shScr or three different shRNAs targeted at *Cpsf4* mRNA.

# Supplemental Figure 2

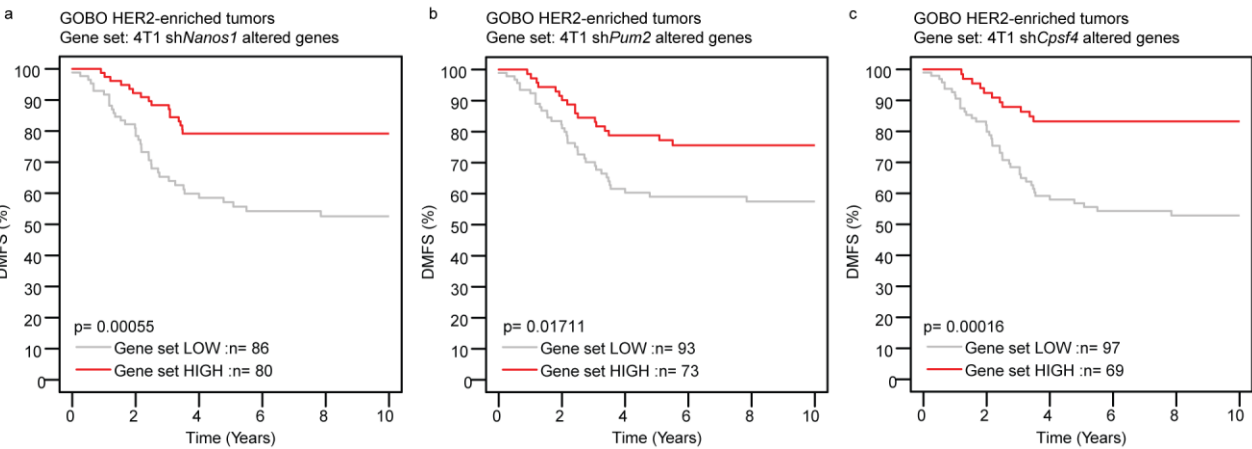

**Figure S2. Differentially expressed genes from RNA-binding protein knockdown lines stratify ER+/HER2-enriched patient distant metastasis-free survival.**

a-c, Kaplan-Meier analysis of distant metastasis-free survival (DMFS) for ER+/HER2-enriched patients stratified by differentially expressed gene lists from 4T1 sh*Nanos1* cells (a), sh*Pum2* cells (b), and sh*Cpsf4* cells (c) used as non-weighted signatures in the GOBO dataset.

# Supplemental Figure 3

a

| Gene           | PRE<br>UGUANAUA | NRE<br>GUUGU CGAAA AUUGUA | CPSF4<br>AAUAAA |
|----------------|-----------------|---------------------------|-----------------|
| <i>Dusp19</i>  |                 |                           | X               |
| <i>E2f2</i>    | X               | X                         | X               |
| <i>Htra2</i>   |                 |                           | X               |
| <i>Ociad2</i>  |                 | X                         | X               |
| <i>Perp</i>    | X               |                           | X               |
| <i>Prr9</i>    | X               | X                         | X               |
| <i>Rtkn2</i>   | X               |                           |                 |
| <i>Scarb1</i>  |                 |                           | X               |
| <i>Smarcd1</i> | X               | X                         | X               |

b

*Prr9* : NM\_175424.3 Mus musculus proline rich 9

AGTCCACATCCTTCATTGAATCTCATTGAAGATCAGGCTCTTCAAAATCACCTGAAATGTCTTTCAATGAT  
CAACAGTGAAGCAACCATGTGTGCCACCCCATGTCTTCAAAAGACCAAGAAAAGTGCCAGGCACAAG  
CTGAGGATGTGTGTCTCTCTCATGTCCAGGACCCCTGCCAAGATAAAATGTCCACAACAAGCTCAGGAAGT  
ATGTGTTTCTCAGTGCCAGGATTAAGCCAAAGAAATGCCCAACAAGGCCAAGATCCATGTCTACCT  
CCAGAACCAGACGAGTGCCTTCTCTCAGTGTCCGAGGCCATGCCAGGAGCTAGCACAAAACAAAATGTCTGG  
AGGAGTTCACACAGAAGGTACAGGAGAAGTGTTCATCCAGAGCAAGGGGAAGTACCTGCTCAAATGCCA  
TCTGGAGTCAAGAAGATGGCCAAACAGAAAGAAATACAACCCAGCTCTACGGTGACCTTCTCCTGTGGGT  
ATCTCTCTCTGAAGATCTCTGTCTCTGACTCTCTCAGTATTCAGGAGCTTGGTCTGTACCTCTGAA  
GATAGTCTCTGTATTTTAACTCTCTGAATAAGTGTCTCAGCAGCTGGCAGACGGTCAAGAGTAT  
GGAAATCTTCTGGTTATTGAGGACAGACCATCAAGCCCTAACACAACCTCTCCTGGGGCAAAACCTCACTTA  
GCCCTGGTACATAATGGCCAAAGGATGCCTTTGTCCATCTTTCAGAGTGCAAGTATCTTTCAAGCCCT  
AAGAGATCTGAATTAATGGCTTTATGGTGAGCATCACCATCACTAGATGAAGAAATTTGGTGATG  
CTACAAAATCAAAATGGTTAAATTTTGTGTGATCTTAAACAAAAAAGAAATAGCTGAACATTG  
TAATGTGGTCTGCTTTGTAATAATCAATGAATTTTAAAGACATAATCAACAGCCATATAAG  
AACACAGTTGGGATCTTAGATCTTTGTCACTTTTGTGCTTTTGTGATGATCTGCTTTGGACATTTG  
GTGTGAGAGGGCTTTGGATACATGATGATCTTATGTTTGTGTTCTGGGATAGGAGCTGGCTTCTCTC  
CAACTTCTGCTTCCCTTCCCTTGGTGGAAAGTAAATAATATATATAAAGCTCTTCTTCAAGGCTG

d

*Smarcd1*: NM\_031842.2 Mus musculus SWI/SNF related, matrix associated, actin dependent regulator of chromatin, subfamily d, member 1

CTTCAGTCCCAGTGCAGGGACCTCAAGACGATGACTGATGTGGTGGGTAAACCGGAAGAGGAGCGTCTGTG  
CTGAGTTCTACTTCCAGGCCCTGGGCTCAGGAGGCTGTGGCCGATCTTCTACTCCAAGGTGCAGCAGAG  
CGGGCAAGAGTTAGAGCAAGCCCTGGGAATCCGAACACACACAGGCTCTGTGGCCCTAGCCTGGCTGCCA  
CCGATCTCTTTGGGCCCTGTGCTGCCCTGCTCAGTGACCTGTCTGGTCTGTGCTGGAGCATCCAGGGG  
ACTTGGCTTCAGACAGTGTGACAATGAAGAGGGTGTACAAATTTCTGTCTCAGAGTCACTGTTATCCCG  
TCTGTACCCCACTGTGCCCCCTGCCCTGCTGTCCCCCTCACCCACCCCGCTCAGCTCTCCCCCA  
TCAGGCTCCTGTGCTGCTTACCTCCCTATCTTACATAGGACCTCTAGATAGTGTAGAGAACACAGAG  
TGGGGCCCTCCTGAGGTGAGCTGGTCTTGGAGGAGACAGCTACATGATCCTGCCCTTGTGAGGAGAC  
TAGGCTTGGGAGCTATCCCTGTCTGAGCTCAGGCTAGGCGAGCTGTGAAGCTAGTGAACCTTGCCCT  
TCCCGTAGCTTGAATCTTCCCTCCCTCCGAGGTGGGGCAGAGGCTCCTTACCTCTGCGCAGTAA  
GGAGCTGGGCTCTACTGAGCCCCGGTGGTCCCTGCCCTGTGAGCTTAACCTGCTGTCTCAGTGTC  
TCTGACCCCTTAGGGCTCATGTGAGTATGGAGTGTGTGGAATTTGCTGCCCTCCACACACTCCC  
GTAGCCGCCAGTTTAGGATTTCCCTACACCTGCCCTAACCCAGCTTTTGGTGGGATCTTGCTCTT  
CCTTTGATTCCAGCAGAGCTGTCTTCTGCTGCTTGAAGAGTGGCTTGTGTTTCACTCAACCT  
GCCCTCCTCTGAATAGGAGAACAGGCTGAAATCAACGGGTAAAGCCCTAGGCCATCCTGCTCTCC  
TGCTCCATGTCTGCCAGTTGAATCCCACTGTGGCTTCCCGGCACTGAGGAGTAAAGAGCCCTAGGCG  
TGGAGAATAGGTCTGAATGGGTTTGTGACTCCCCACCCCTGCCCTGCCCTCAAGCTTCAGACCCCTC  
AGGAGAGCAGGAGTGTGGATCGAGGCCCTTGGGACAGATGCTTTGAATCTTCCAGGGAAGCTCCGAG  
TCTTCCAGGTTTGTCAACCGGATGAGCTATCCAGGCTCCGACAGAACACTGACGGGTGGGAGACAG  
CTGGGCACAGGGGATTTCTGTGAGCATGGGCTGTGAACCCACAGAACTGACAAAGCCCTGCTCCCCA  
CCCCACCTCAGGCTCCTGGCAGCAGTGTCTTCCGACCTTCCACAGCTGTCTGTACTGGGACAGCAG  
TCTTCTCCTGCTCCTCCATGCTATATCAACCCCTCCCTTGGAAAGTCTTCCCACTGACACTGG  
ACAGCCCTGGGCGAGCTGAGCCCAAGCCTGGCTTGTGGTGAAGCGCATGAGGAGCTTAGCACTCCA  
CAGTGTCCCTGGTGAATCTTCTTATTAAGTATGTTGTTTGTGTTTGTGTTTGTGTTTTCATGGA  
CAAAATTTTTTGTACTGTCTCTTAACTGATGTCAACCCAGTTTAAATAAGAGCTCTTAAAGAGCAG  
GTC

c

*E2f2* : NM\_001305399.1 Mus musculus E2F transcription factor 2

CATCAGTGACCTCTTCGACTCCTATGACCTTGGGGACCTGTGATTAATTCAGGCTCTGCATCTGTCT  
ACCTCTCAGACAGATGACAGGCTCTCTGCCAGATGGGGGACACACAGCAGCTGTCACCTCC  
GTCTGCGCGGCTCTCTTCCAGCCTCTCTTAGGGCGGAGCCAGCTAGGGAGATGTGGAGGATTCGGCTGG  
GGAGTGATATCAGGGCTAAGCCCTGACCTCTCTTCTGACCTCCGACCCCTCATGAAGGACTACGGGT  
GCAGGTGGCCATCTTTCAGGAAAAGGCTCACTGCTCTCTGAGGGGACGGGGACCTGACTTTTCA  
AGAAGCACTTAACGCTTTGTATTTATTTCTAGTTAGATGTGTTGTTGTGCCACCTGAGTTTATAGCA  
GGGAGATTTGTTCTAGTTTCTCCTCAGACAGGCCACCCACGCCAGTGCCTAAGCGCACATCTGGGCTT  
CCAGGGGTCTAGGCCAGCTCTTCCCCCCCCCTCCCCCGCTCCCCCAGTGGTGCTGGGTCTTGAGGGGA  
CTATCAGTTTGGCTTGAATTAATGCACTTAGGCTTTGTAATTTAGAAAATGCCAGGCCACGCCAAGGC  
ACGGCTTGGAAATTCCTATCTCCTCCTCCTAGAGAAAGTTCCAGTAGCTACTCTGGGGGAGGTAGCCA  
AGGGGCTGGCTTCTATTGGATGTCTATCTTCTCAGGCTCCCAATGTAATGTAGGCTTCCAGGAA  
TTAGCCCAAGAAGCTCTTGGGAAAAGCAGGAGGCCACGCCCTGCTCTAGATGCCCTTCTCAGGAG  
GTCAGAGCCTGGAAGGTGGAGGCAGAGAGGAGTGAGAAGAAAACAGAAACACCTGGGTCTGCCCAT  
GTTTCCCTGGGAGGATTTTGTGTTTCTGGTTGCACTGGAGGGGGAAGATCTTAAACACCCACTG  
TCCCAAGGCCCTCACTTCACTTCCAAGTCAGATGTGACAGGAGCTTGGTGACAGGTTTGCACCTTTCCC  
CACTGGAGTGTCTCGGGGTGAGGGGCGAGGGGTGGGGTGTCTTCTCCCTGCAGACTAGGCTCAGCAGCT  
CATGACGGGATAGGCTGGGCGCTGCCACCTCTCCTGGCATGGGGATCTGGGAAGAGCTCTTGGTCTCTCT  
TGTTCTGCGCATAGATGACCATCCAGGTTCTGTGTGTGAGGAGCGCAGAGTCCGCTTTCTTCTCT  
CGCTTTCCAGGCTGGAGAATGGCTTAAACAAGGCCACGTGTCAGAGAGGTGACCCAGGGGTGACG  
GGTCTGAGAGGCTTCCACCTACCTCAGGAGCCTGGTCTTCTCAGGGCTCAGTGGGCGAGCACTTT  
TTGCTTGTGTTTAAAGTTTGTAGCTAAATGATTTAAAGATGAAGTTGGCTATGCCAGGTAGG  
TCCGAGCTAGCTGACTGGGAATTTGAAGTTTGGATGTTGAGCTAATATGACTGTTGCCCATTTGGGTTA  
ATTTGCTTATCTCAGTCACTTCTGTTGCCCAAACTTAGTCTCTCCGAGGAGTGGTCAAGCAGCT  
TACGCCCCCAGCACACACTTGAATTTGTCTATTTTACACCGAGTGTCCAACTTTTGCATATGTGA  
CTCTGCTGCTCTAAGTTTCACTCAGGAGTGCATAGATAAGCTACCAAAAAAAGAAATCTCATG  
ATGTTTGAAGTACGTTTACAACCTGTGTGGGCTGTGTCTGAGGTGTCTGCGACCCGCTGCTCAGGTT  
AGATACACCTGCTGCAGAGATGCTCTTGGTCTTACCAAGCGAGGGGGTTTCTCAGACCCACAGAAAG  
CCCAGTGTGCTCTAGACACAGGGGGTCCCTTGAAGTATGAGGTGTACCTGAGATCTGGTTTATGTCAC  
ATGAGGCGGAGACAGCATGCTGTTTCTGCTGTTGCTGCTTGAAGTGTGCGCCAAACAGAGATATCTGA  
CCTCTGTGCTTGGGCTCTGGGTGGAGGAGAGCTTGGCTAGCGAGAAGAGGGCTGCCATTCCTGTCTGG  
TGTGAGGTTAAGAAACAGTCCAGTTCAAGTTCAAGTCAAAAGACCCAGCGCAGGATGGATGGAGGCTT  
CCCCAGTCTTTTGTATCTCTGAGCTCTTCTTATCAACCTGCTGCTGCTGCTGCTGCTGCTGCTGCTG  
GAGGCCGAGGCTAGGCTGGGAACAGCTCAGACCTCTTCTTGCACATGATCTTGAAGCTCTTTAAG  
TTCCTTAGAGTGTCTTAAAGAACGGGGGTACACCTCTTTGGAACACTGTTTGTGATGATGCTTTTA  
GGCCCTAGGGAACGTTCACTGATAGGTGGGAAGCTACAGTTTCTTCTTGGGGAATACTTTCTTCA  
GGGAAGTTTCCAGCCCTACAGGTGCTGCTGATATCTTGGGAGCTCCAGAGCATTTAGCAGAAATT  
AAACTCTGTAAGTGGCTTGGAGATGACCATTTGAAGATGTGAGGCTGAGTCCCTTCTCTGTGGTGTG  
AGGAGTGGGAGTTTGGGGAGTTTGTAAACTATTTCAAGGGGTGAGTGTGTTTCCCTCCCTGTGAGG  
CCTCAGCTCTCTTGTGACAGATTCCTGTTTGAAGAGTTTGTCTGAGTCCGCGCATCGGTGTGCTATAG  
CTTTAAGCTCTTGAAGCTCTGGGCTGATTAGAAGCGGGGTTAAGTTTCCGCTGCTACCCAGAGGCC  
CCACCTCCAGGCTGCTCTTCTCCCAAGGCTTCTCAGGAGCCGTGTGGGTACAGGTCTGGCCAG  
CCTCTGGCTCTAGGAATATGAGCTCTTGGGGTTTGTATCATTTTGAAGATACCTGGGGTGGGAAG  
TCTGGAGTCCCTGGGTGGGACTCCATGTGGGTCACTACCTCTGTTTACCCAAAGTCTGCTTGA  
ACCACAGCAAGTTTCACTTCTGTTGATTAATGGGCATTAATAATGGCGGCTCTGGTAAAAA

e

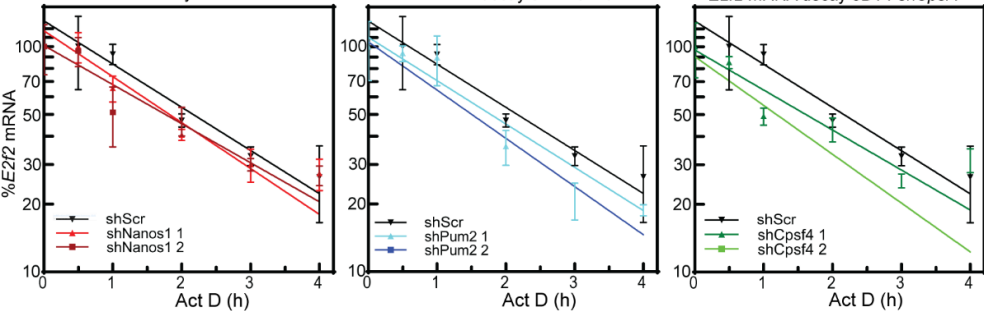

f

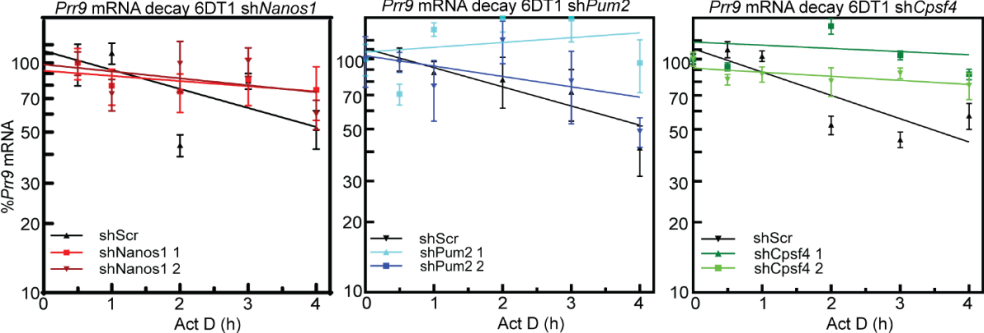

**Figure S3. Sequence and half-life analysis of differentially expressed transcripts in RNA-binding protein knockdown lines.**

a, table showing the presence of a PRE, NRE, or CPSF4 binding elements within the 3'UTR of each gene listed where x = presence of element. b-d, 3'UTR sequences with PRE, NRE, CPSF4 binding elements highlighted (red: stop codon, purple: PRE, blue: NRE, yellow: CPSF4 binding element) in the *Prr9* 3'UTR (b), *E2f2* 3'UTR (c), and *Smarcd1* 3'UTR (d). e, graphs showing actinomycin D (actD) time course to measure *E2f2* RNA half-life in 6DT1 sh*Nanos1* (red), sh*Pum2* (blue), sh*Cpsf4* (green) vs shScr. f, graphs showing actD time course to measure *Prr9* RNA half-life in 6DT1 sh*Nanos1* (red), sh*Pum2* (blue), sh*Cpsf4* (green) vs shScr.

Supplemental Figure 4

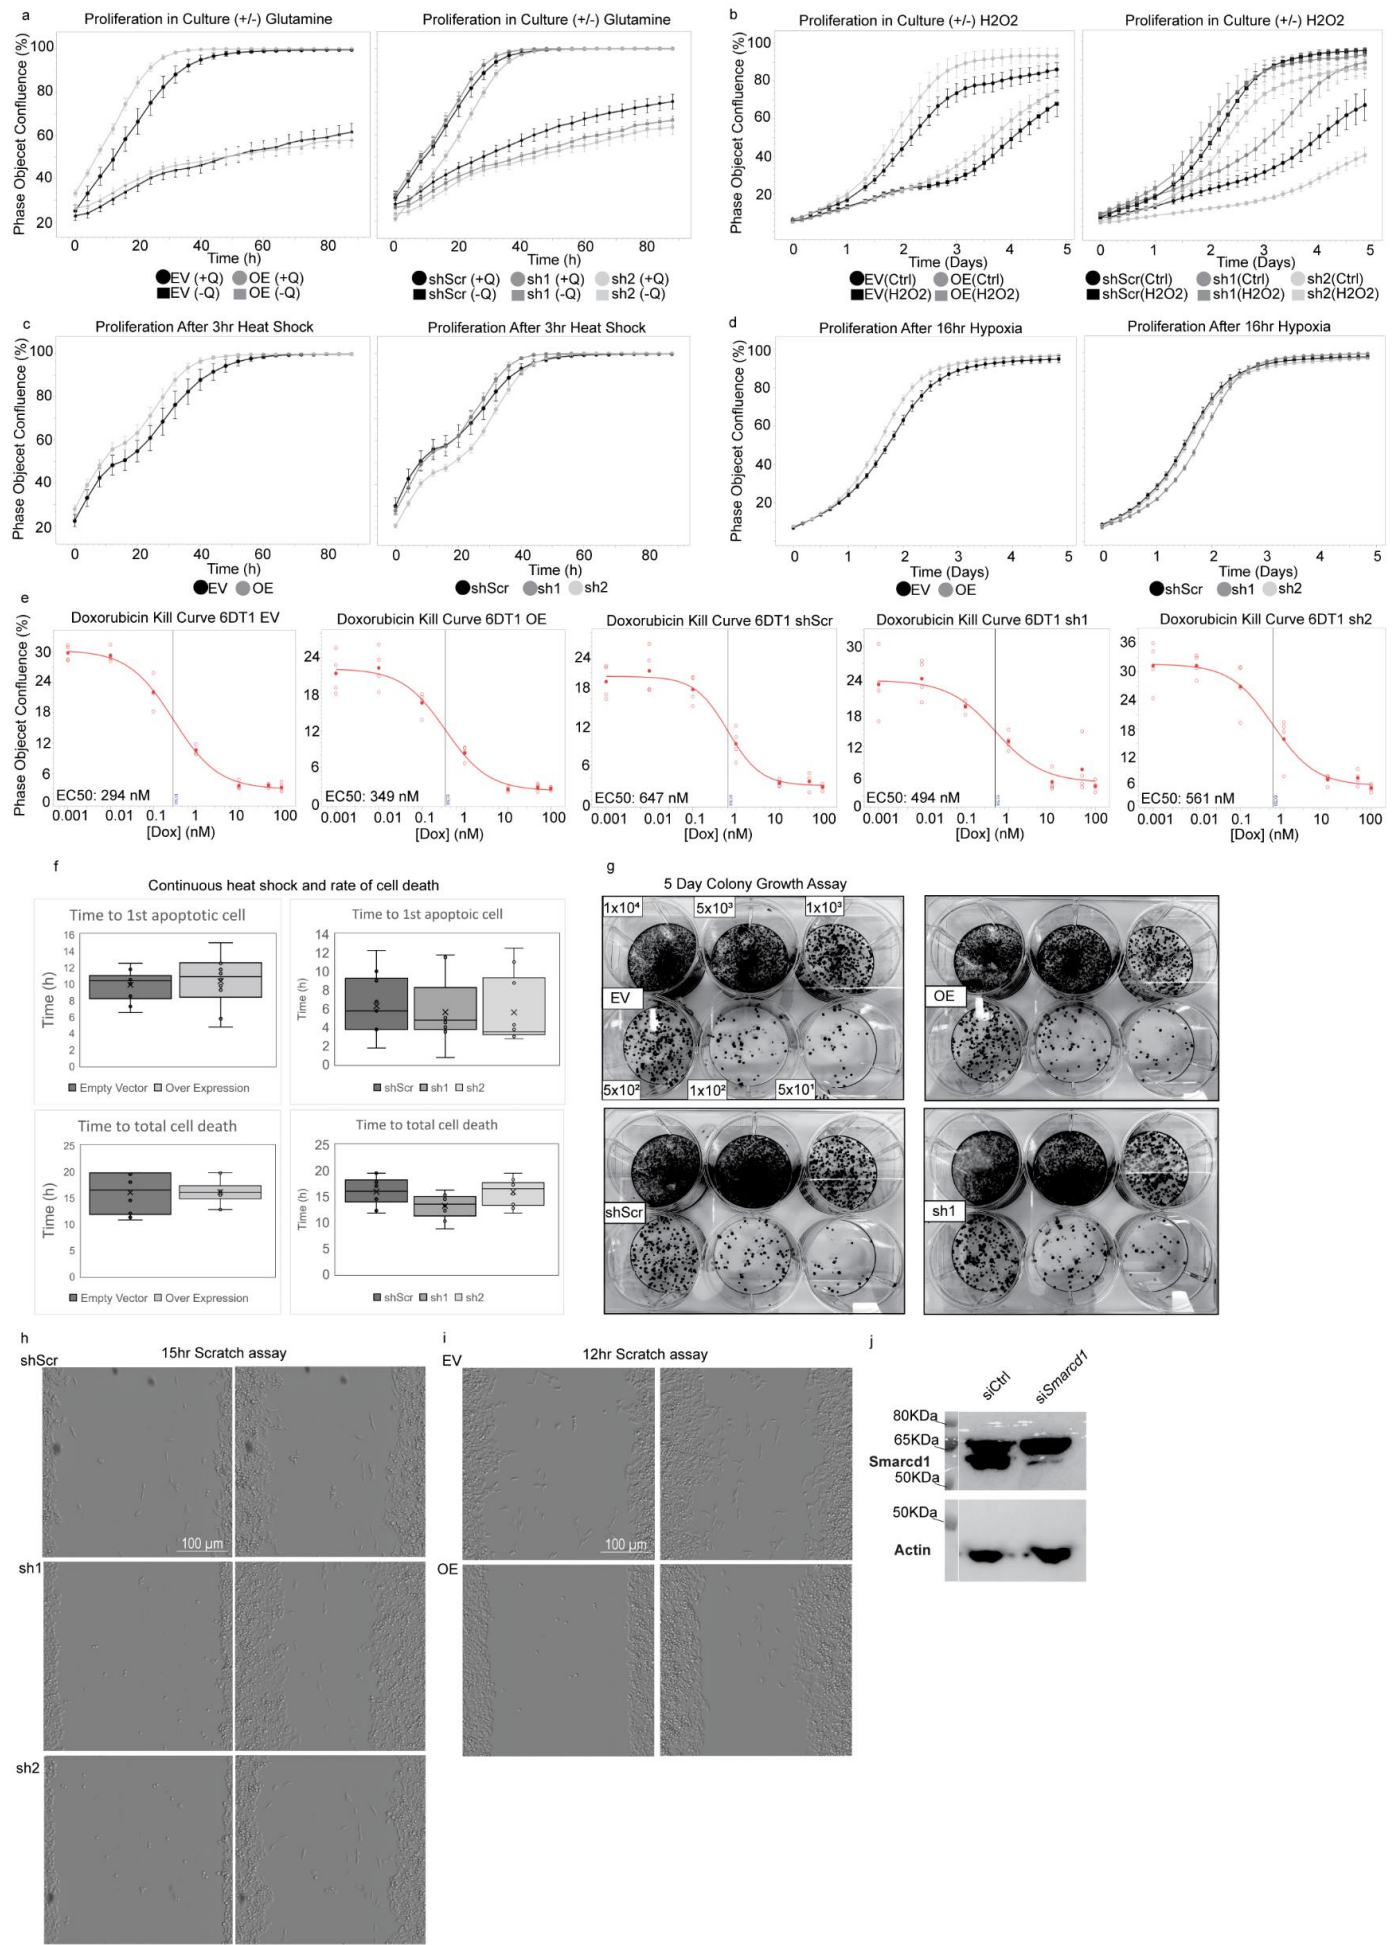

**Figure S4. Altered *Smarcd1* expression does not impact cell response to stress.**

a-d, graphs showing phase object cell confluence over time following treatment with “no glutamine” media (a), treatment with  $H_2O_2$  (b), 3 hour heat shock at 42°C (c), and 16 hours in hypoxic 1% oxygen conditions (d) (n=4). e, kill curves showing treatment curves and EC50 values for each cell line after 24 hour treatment with a serial dilution series of doxorubicin (n=4). f, Box plots showing time to appearance of the first apoptotic cell and time until all cells were apoptotic during 20 hours of continuous heat shock (n=10), mean indicated by “X” and median by inner quartile line . g, photographs of colony growth assays with cells seeded in 6-well plates at limiting dilutions. h, representative images of migration assays at time point 0 and at 15 hours in 6DT1 *Smarcd1* KD lines vs shScr control. i, representative images of migration assays at time point 0 and 12 hours in 6DT1 *Smarcd1* OE lines vs EV control. j, western blot showing *Smarcd1* and Actin protein levels after transfections with control “siCtrl” or *Smarcd1*-targeted “siSmarcd1” siRNA.

Supplemental Figure 5

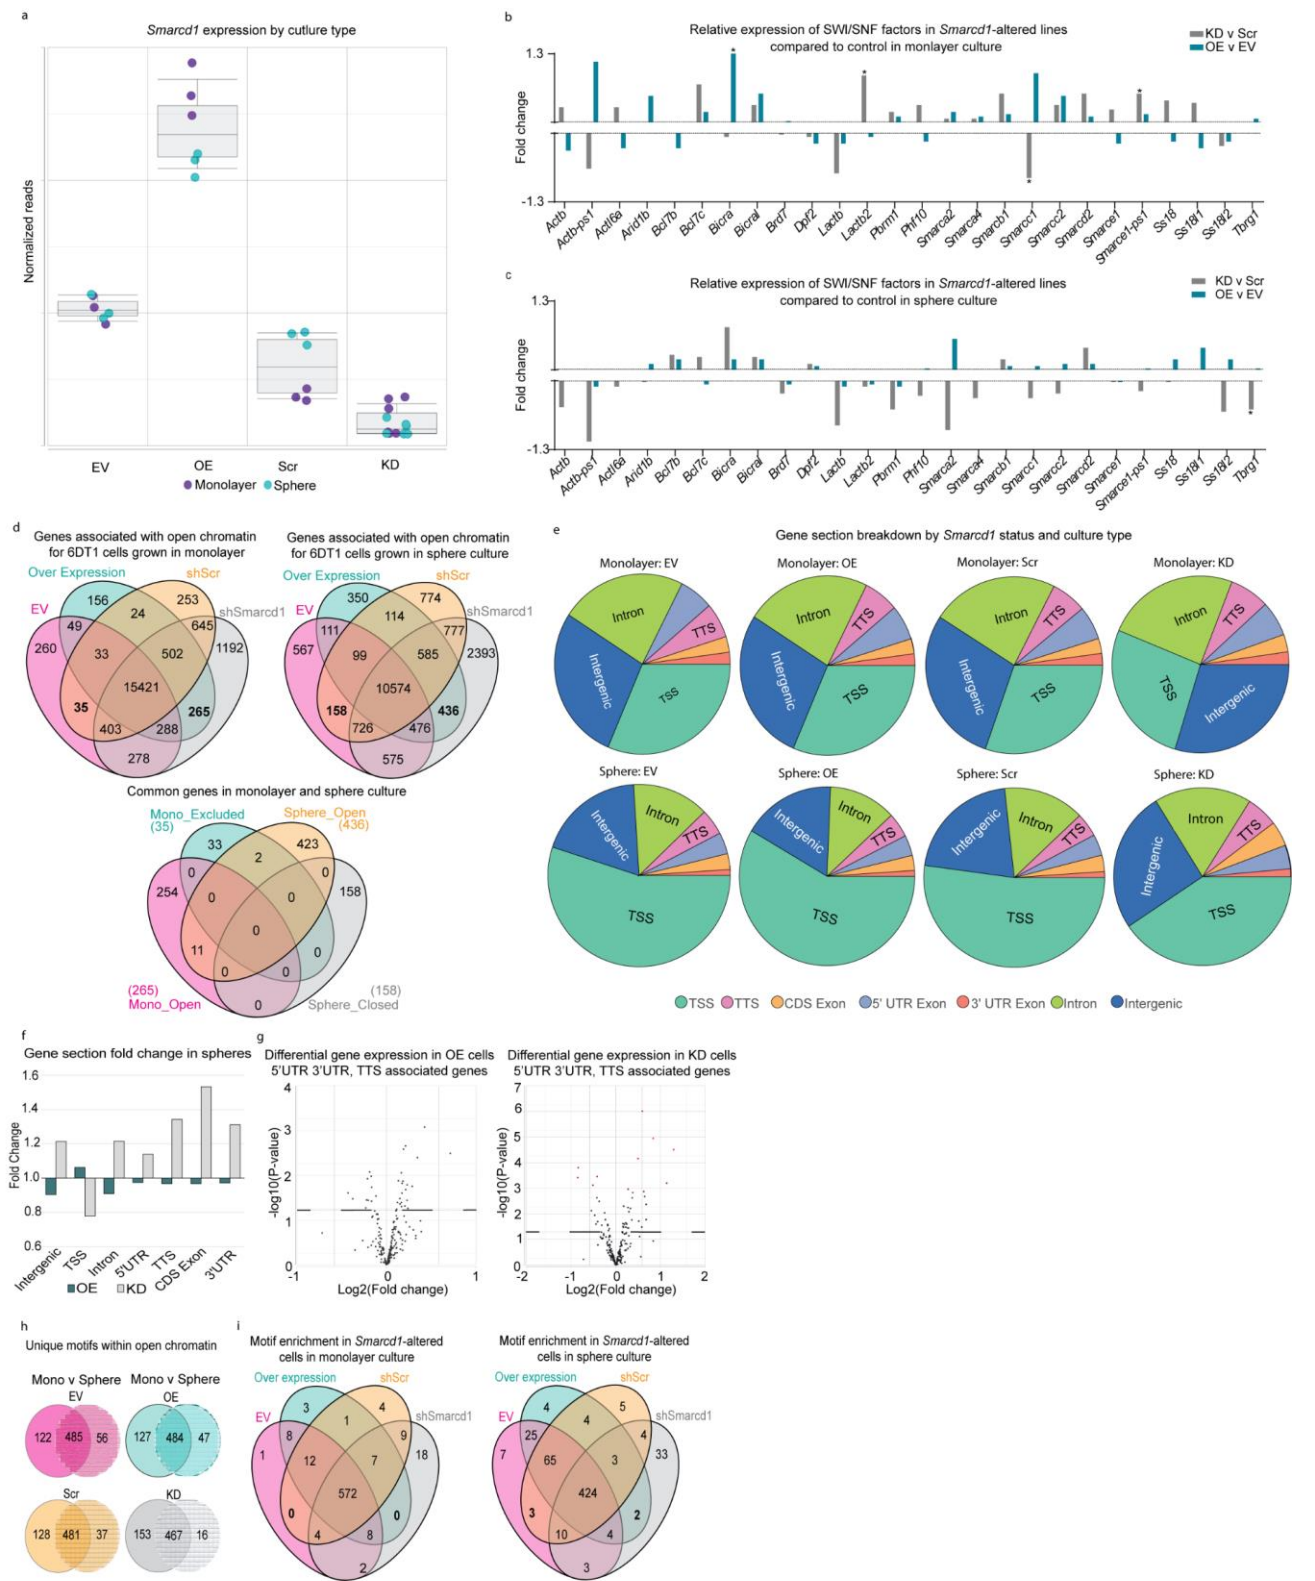

**Figure S5. Impact of altered *Smarcd1* expression on gene expression and chromatin accessibility.**

a, RNA-seq data showing *Smarcd1* mRNA levels in 6DT1 EV, OE, Scr, and KD lines in monolayer and sphere culture. b-c, RNA-seq data showing relative abundance SWI/SNF factor mRNA in *Smarcd1*-altered cells vs controls in monolayer (b) and sphere culture (c). d, Venn diagram analysis of genes associated with regions of open chromatin for each cell line according to culture type. e, pie charts showing the relative percentage of each gene section found in sequenced open chromatin. f, graph showing fold change in the enrichment of specific gene sections (Intergenic, Transcription start site or TSS, Intron, 5 prime untranslated region or 5'UTR, Transcription termination sequence or TTS, coding sequence or CDS, and 3'UTR) in open chromatin for *Smarcd1*-altered cells vs control lines grown as spheres. g, volcano plots showing changes in gene expression for genes with 3'UTR, 5'UTR, and TTS enrichment in open chromatin in monolayer culture (red=fold change >1.5, blue=fold change <1.5). h, Venn diagram analysis of unique motifs enriched in open chromatin for each cell line in monolayer vs sphere culture. i, Venn diagram analysis of motifs enriched in open chromatin for each cell line in monolayer or sphere culture.

Supplemental Figure 6

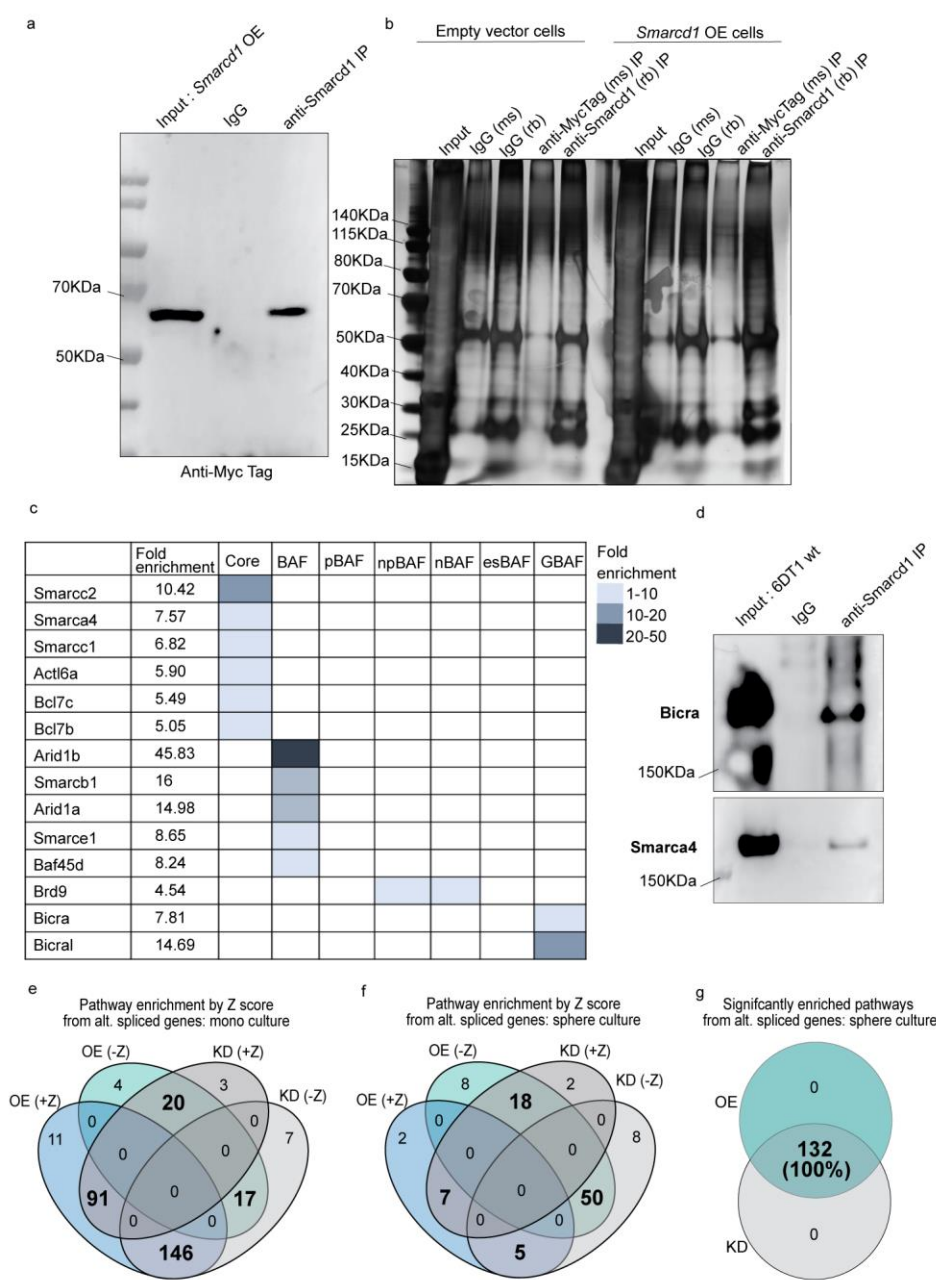

**Figure S6. *Smarcd1* interacts with BAF complex members and alters splicing programs in sphere culture.**

a, western blot showing efficiency and specificity of *Smarcd1* immunoprecipitation (IP) from 6DT1 *Smarcd1* overexpression (OE) cells. b, silver-stained gel showing relative protein abundance in input, IgG control, Myc-tag, and *Smarcd1* antibody IP samples. c, table showing fold enrichment of BAF complex members in *Smarcd1* OE vs EV. d, western blot showing that *Bicra* and *Smarca4* immunoprecipitate with *Smarcd1*. e-f, Venn diagram analysis of pathway analysis Z scores in *Smarcd1* OE and KD lines vs controls in monolayer “mono” culture (e) and sphere culture (f). g, Venn diagram analysis of pathways significantly enriched ( $p < 0.05$ ) by alternatively spliced genes in OE and KD lines from sphere culture.

# Supplemental Figure 7

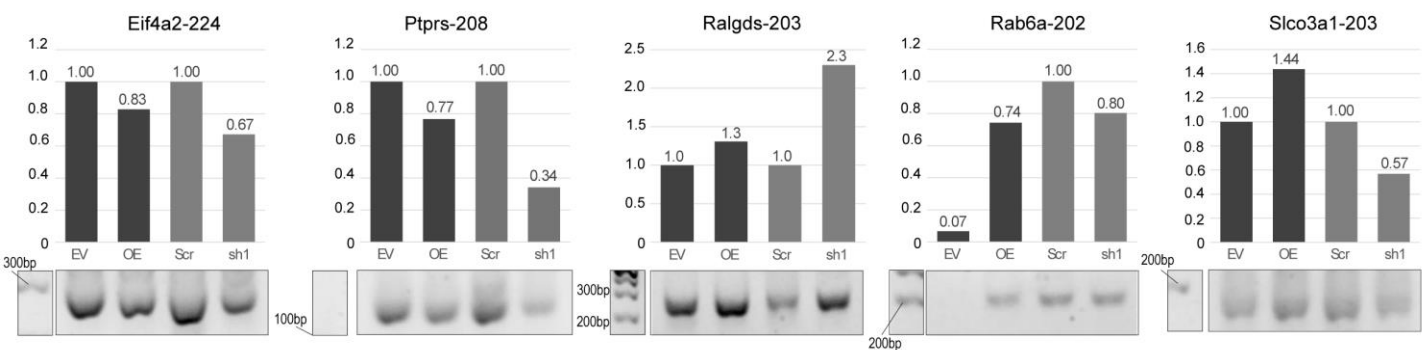

**Figure S7. *Smarcd1* expression levels alter the abundance of specific transcripts.**

Densitometry of gel images showing PCR amplification of specific transcripts in RNA isolated from 6DT1 Empty Vector (EV), *Smarcd1* Over Expression (OE), shScr (Scr), and Knockdown (sh1) cells.

# Supplemental Figure 8

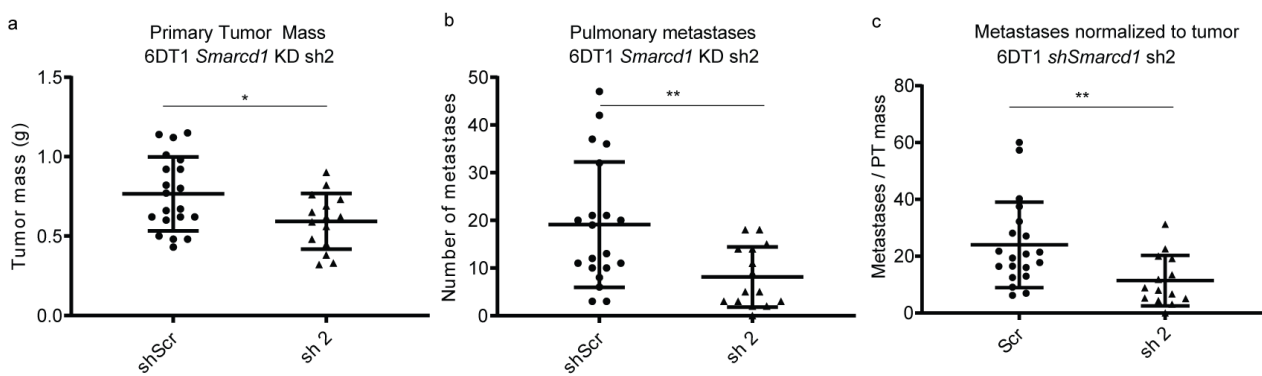

**Figure S8. *Smarcd1* KD decreases metastasis in an orthotopic mouse model.**

a-c, analysis of primary tumor (PT) weight (a), number of lung nodules (b), and number of lung nodules per gram of PT per mouse (c) 28 days after orthotopic injection of 6DT1 shScr control and sh*Smarcd1* line 2 (2 combined experiments, 10 mice per experiment). \* = p<0.05, \*\* = p<0.01.

Supplemental Figure 9

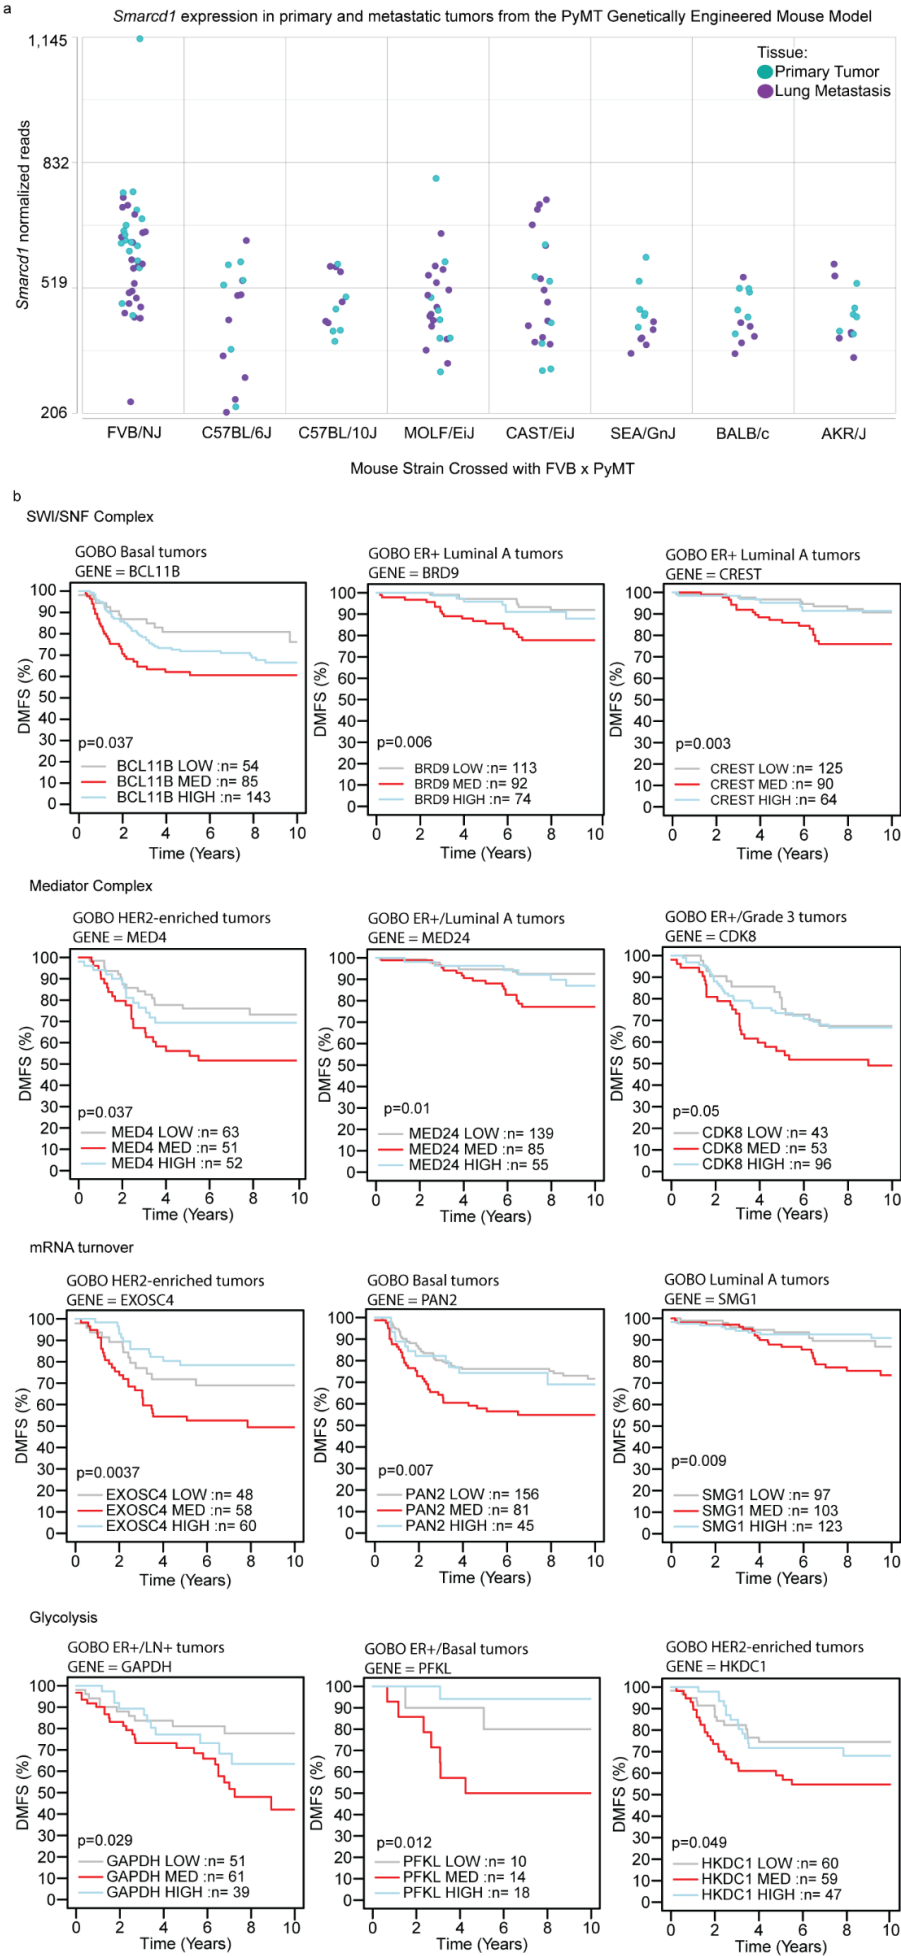

**Figure S9. Essential expression-restricted metastasis modifier genes exist throughout cellular processes and clinical subtypes.**

a, graph of *Smarcd1* RNA levels from RNA-seq data of matched primary tumor (PT) and lung metastasis pairs from the FVB x PyMT GEMM crossed to several mouse strains. Each point is data from 1 mouse, green=PT tissue, purple=metastatic tissue. b, representative Kaplan-Meier analysis plots showing stratification of distant metastasis-free survival (DMFS) for patients with different subtypes of breast cancer by expression level of the indicated genes (grey=low expression, red=medium expression, blue=high expression).

Figure S10: Original Blots /Gels. The original uncropped gel or blot image is shown for each figure in the main text.

Figure 5a

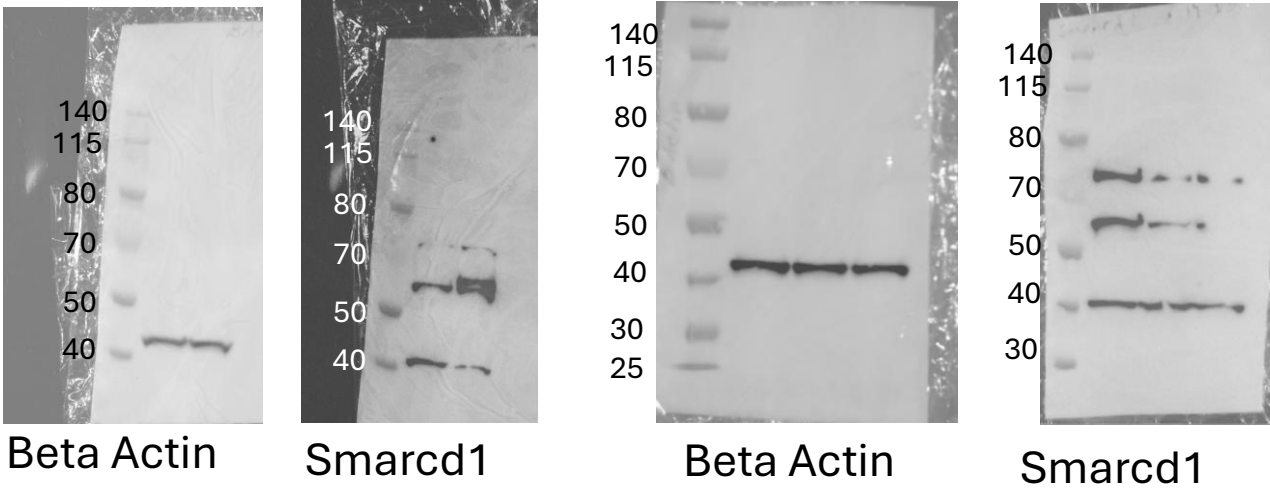

Figure S1

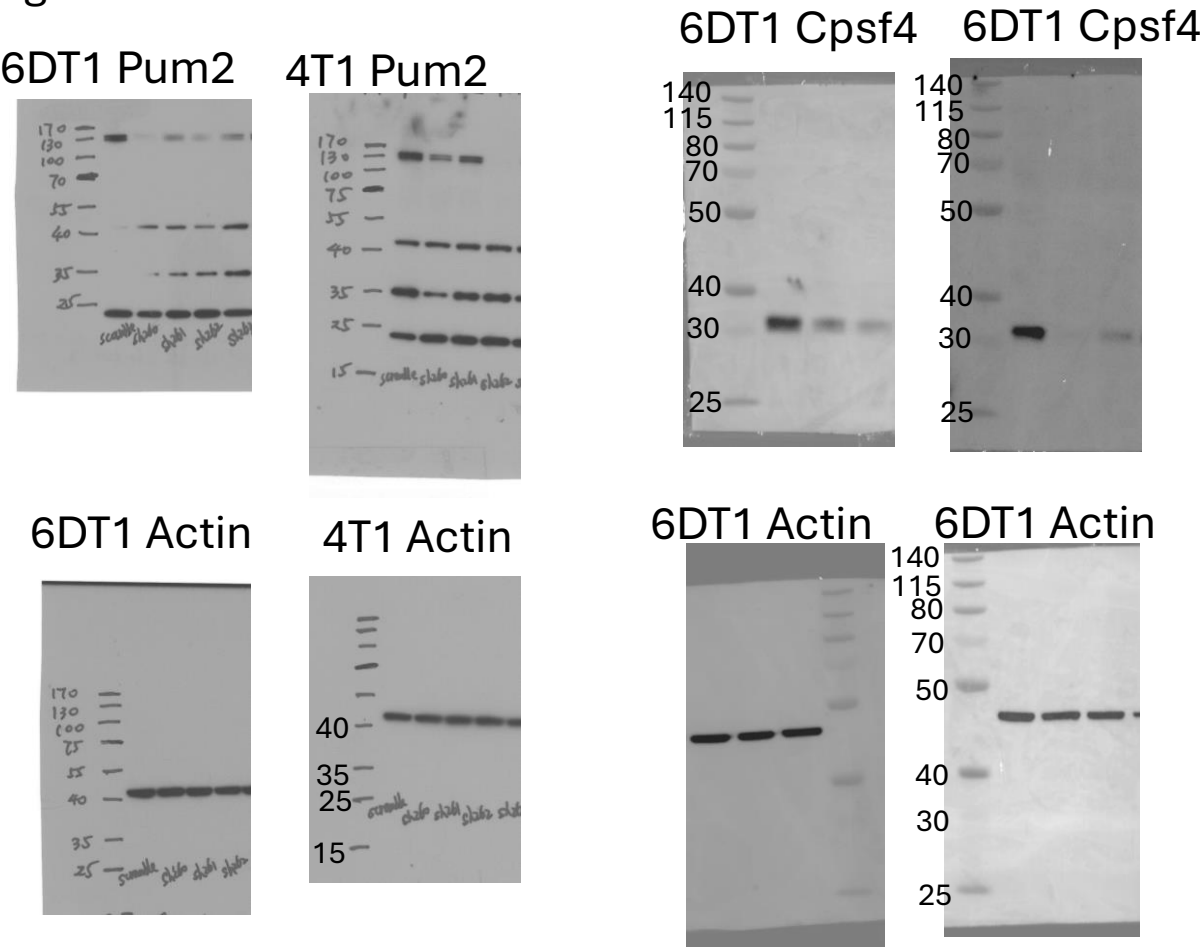

Figure S4j

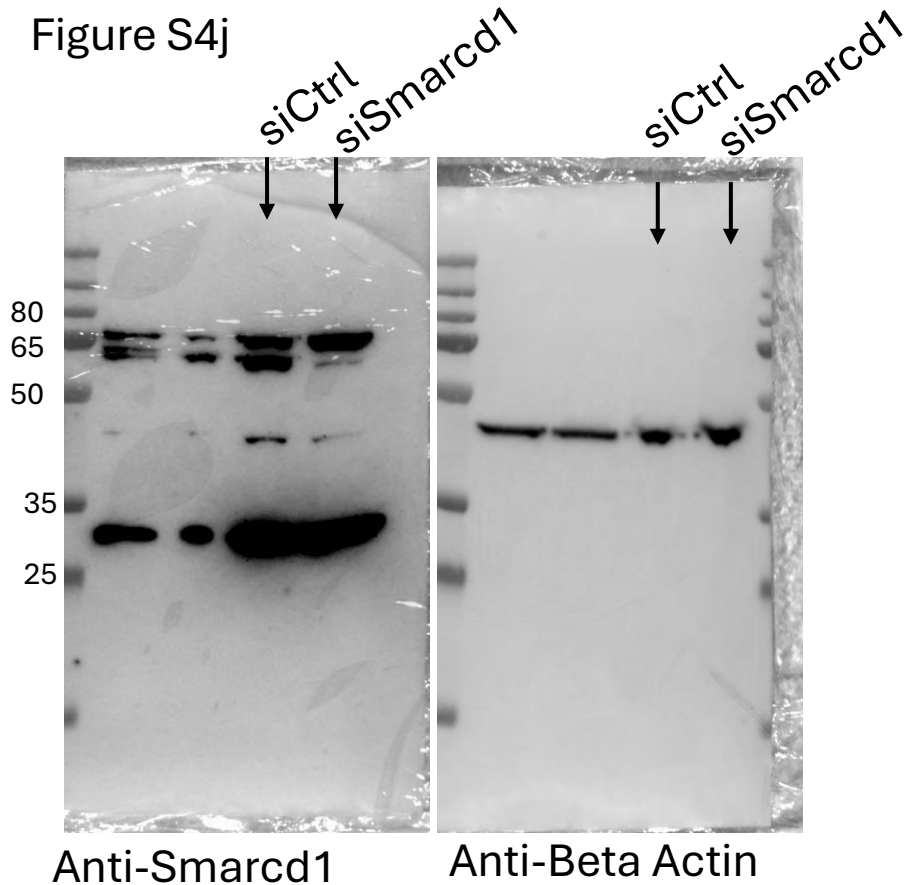

Figure S6d

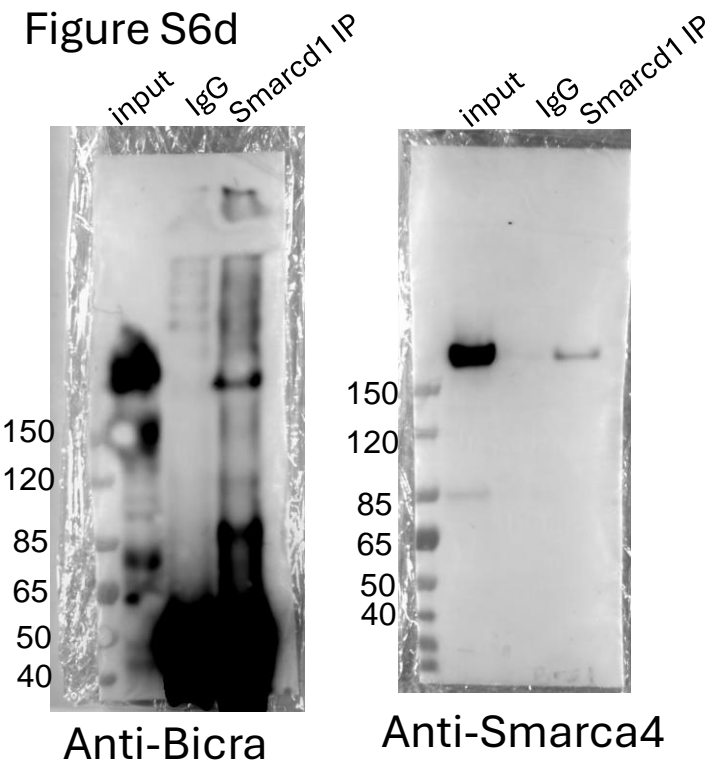

Figure S7

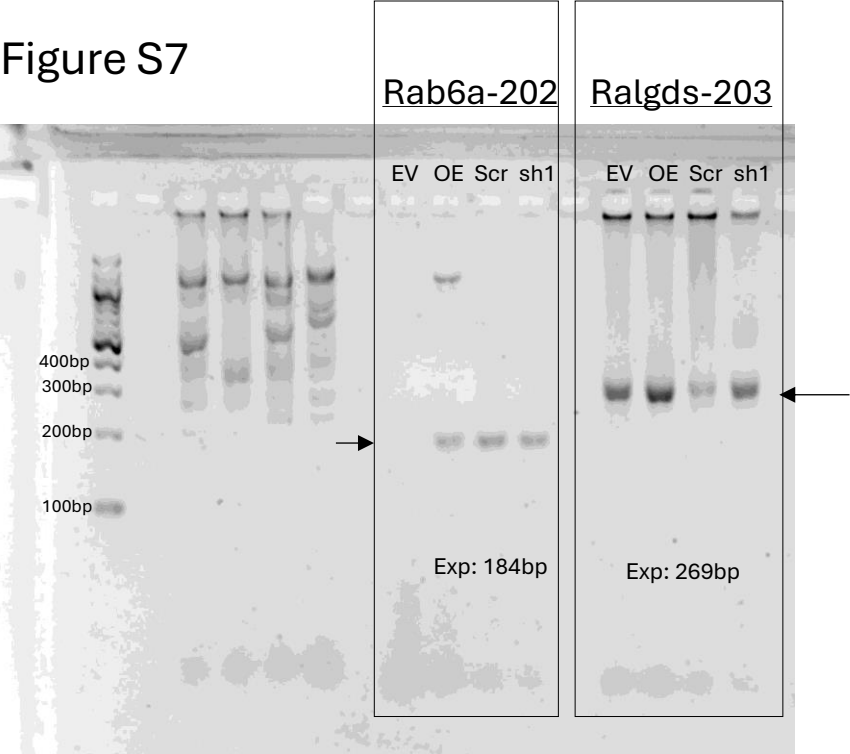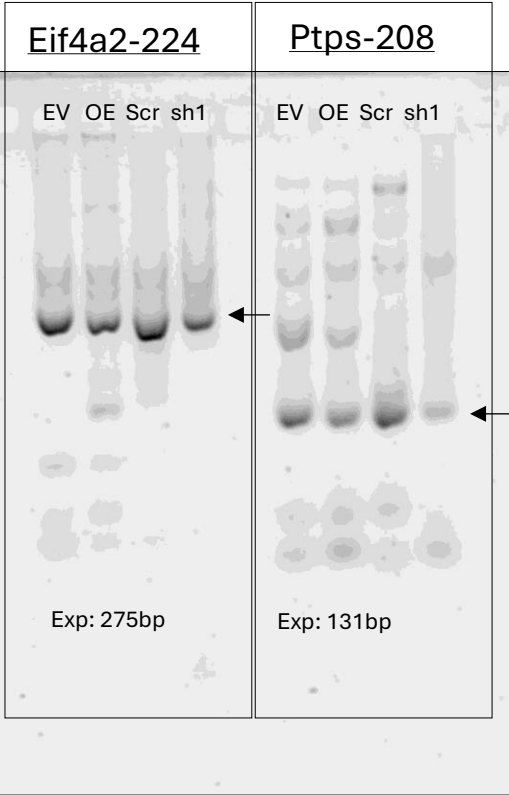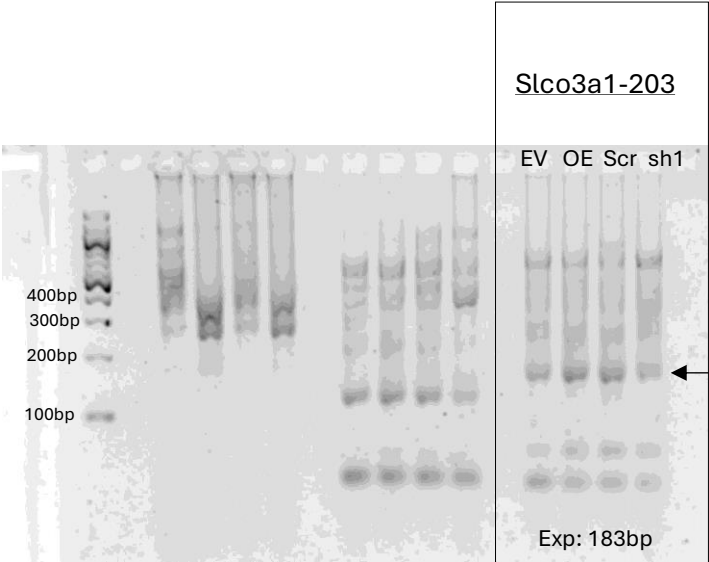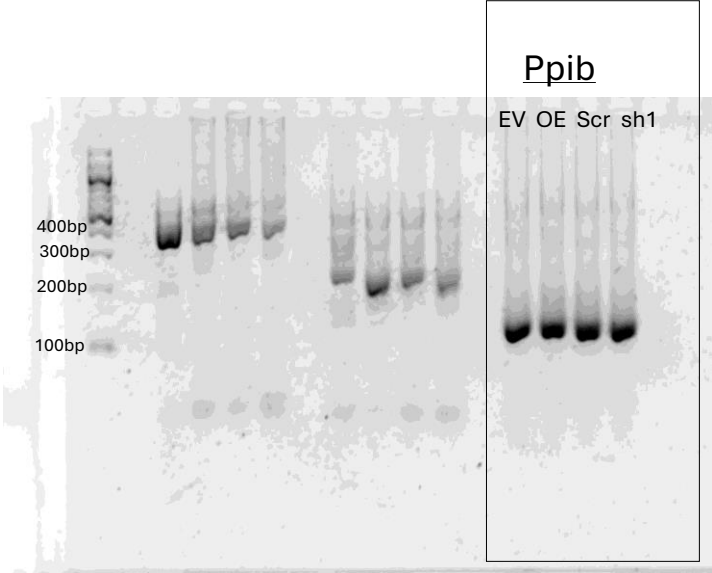

# Supplemental Tables

Table S1: E2f2, Prr9, and Smarcd1 mRNA half-life summary table.

|            |     | Trasncrypt half-life |             |               |              |
|------------|-----|----------------------|-------------|---------------|--------------|
| Transcript |     | Knock down cell line |             |               |              |
|            |     | Control              | NANOS1      | PUM2          | CPSF4        |
| E2f2       | sh1 | 1.6 h                | 1.7 h (n=1) | 1.5 h (n=1)   | 1.7 h (n=1)  |
|            | sh2 |                      | 1.5 h (n=1) | 1.4 h (n=1)   | 1.4 h (n=1)  |
| Prr9       | sh1 | 3.4 h (n=6)          | >6 h (n=2)  | > 5.5 h (n=2) | >6 h (n=2)   |
|            | sh2 |                      | >6 h (n=2)  | >6 h (n=2)    | >6 h (n=2)   |
| SmarcD1    | sh1 | 2.9 h (n=11)         | >6 h (n=4)  | >6 h (n=5)    | >6 h (n=4)   |
|            | sh2 |                      | >6 h (n=3)  | >6 h (n=4)    | >4.8 h (n=4) |

Table S2: Smarcd1-interacting proteins.

| Accession      | Gene       | OE Smarcd1/<br>EV Smarcd1 | Annotation           |
|----------------|------------|---------------------------|----------------------|
| E9Q4N7         | Arid1b     | 45.83                     | BAF                  |
| Q9Z0H3         | Smarchb1   | 16.00                     | BAF                  |
| E9QAQ7         | Arid1a     | 14.98                     | BAF                  |
| Q8CHH5         | Bicral     | 14.69                     | BAF                  |
| Q61466         | Smarcd1    | 11.81                     | BAF                  |
| Q6PDG5         | Smarcc2    | 10.42                     | BAF                  |
| O54941         | Smарce1    | 8.65                      | BAF                  |
| Q05D44         | Eif5b      | 8.30                      | BAF                  |
| D3Z5N6         | Dpf2       | 8.24                      | BAF                  |
| F8VPZ9         | Bicra      | 7.81                      | BAF                  |
| Q3TKT4         | Smarca4    | 7.57                      | BAF                  |
| P97496         | Smarcc1    | 6.82                      | BAF                  |
| Q9Z2N8         | Actl6a     | 5.90                      | BAF                  |
| Q921K9         | Bcl7b      | 5.49                      | BAF                  |
| A0A0U1RNХ8     | Bcl7c      | 5.05                      | BAF                  |
| A0A0R4J175     | Brd9       | 4.54                      | BAF                  |
| F8W188         | Pcnp       | 14997.00                  | CELL CYCLE           |
| Q6A065         | Cep170     | 4734.47                   | CELL CYCLE           |
| Q65Z40         | Wapl       | 4579.48                   | CELL CYCLE           |
| Q60865         | Caprin1    | 1.19                      | CELL CYCLE           |
| O55047         | Tlk2       | 13476.92                  | CHROMATIN REMODELING |
| Q8K2H1         | Pphln1     | 9928.54                   | CHROMATIN REMODELING |
| Q80W03; Q8BU11 | Tox3; Tox4 | 8780.74                   | CHROMATIN REMODELING |
| P10711         | Tcea1      | 6163.53                   | CHROMATIN REMODELING |
| Q80Y32         | Hmgxb4     | 1623.78                   | CHROMATIN REMODELING |
| Q9D8Y8         | Ing5       | 33.72                     | CHROMATIN REMODELING |
| Q60953         | Pml        | 27.16                     | CHROMATIN REMODELING |
| G3UWZ0         | Baz1a      | 9.45                      | CHROMATIN REMODELING |
| Q7TNV0         | Dek        | 8.69                      | CHROMATIN REMODELING |
| A0A1L1STE4     | Ilf3       | 8.07                      | CHROMATIN REMODELING |
| P17095         | Hmga1      | 7.66                      | CHROMATIN REMODELING |
| Q9R190         | Mta2       | 6.97                      | CHROMATIN REMODELING |
| Q60972         | Rbbp4      | 6.76                      | CHROMATIN REMODELING |
| Q91WC0         | Setd3      | 6.45                      | CHROMATIN REMODELING |
| Q9CXY6         | Ilf2       | 5.92                      | CHROMATIN REMODELING |
| O09106         | Hdac1      | 5.79                      | CHROMATIN REMODELING |
| Q9CQJ4         | Rnf2       | 5.44                      | CHROMATIN REMODELING |
| Q9WTU0         | Phf2       | 5.27                      | CHROMATIN REMODELING |
| Q3TUF7         | Yeats2     | 5.23                      | CHROMATIN REMODELING |
| A0A384DV79     | Hmga1      | 5.22                      | CHROMATIN REMODELING |
| Q8BSY0         | Asph       | 5.06                      | CHROMATIN REMODELING |
| Q8CHV6         | Tada2a     | 5.01                      | CHROMATIN REMODELING |

| Accession | Gene     | OE Smarcd1/<br>EV Smarcd1 | Annotation      |
|-----------|----------|---------------------------|-----------------|
| Q921T2    | Tor1aip1 | 6433.35                   | NUCLEAR LAMINA  |
| Q80XP8    | Fam76b   | 6421.25                   | NUCLEAR SPECKLE |
| P61514    | Rpl37a   | 7.14                      | RIBOSOME        |
| O35130    | Emg1     | 6.72                      | RIBOSOME        |
| P62843    | Rps15    | 5.73                      | RIBOSOME        |
| P67984    | Rpl22    | 5.57                      | RIBOSOME        |
| Q9JJI8    | Rpl38    | 5.32                      | RIBOSOME        |
| Q7TQK4    | Exosc3   | 5089.38                   | RNA EXOSOME     |
| Q921I9    | Exosc4   | 6.99                      | RNA EXOSOME     |
| Q9CSH3    | Dis3     | 6.56                      | RNA EXOSOME     |
| Q9DAA6    | Exosc1   | 6.11                      | RNA EXOSOME     |
| Q9D753    | Exosc8   | 6.04                      | RNA EXOSOME     |
| Q9CRA8    | Exosc5   | 5.75                      | RNA EXOSOME     |
| Q9D0M0    | Exosc7   | 5.64                      | RNA EXOSOME     |
| P97350    | Pkp1     | 26156.04                  | RNA REGULATION  |
| Q8VDM6    | Hnrnpul1 | 44.02                     | RNA REGULATION  |
| Q80Y44    | Ddx10    | 10.36                     | RNA REGULATION  |
| Q9QY15    | Ddx25    | 5.83                      | RNA REGULATION  |
| P62488    | Polr2g   | 35.16                     | RNA SYNTHESIS   |
| Q8CB77    | Eloa     | 18.09                     | RNA SYNTHESIS   |
| O35134    | Polr1a   | 15.00                     | RNA SYNTHESIS   |
| P62869    | Elob     | 8.48                      | RNA SYNTHESIS   |
| Q5SUS9    | Ewsr1    | 5.51                      | RNA SYNTHESIS   |
| Q8BFX0    | Polr2k   | 5.29                      | RNA SYNTHESIS   |
| Q6NXI6    | Rprd2    | 0.00                      | RNA SYNTHESIS   |
| Q61171    | Prdx2    | 28749.39                  | ROS RESPONSE    |
| Q9CQQ8    | Lsm7     | 12703.37                  | SPLICING        |
| Q9DAW6    | Prpf4    | 7597.72                   | SPLICING        |
| Q8C1D8    | lws1     | 4847.29                   | SPLICING        |
| Q3USH5    | Sfswap   | 4089.57                   | SPLICING        |
| P98203    | Arvcf    | 21.89                     | SPLICING        |
| E9Q5K9    | Ythdc1   | 20.69                     | SPLICING        |
| Q8BQ46    | Taf15    | 12.88                     | SPLICING        |
| Q8BIQ5    | Cstf2    | 12.41                     | SPLICING        |
| P60335    | Pcbp1    | 8.94                      | SPLICING        |
| Q9QZH3    | Ppie     | 8.80                      | SPLICING        |
| Q99LF4    | Rtcb     | 8.47                      | SPLICING        |
| Q8JZX4    | Rbm17    | 8.09                      | SPLICING        |
| Q9CQI7    | Snrpb2   | 7.93                      | SPLICING        |
| P62315    | Snrpd1   | 7.54                      | SPLICING        |
| G5E8I8    | Cherp    | 7.28                      | SPLICING        |
| Q99MR6    | Srrt     | 7.20                      | SPLICING        |
| P62960    | Ybx1     | 7.12                      | SPLICING        |
| Q8K4P0    | Wdr33    | 6.96                      | SPLICING        |
| Q5U4D9    | Thoc6    | 6.68                      | SPLICING        |
| P62311    | Lsm3     | 6.55                      | SPLICING        |
| Q921F2    | Tardbp   | 6.46                      | SPLICING        |

| Accession  | Gene    | OE Smarcd1/<br>EV Smarcd1 | Annotation    |
|------------|---------|---------------------------|---------------|
| Q922U1     | Prpf3   | 6.40                      | SPLICING      |
| Q99LI7     | Cstf3   | 6.35                      | SPLICING      |
| Q9QXK7     | Cpsf3   | 6.26                      | SPLICING      |
| Q99LC2     | Cstf1   | 6.23                      | SPLICING      |
| F6RJ39     | Acin1   | 6.17                      | SPLICING      |
| Q9D0W5     | Ppil1   | 5.91                      | SPLICING      |
| Q8C2Q7     | Hnrnp1  | 5.86                      | SPLICING      |
| P62313     | Lsm6    | 5.83                      | SPLICING      |
| A0A0R4J0J6 | Thoc5   | 5.77                      | SPLICING      |
| A0A3B2WCR6 | Snrpc   | 5.56                      | SPLICING      |
| Q9CQF3     | Nudt21  | 5.50                      | SPLICING      |
| Q8QZY9     | Sf3b4   | 5.39                      | SPLICING      |
| Q9CWK3     | Cd2bp2  | 5.30                      | SPLICING      |
| A0A0N4SUZ3 | Lsm8    | 5.28                      | SPLICING      |
| Q99J95     | Cdk9    | 5.19                      | SPLICING      |
| O35841     | Api5    | 5.13                      | SPLICING      |
| Q99M28     | Rnps1   | 5.12                      | SPLICING      |
| P63154     | Crnk1   | 5.11                      | SPLICING      |
| Q91VM5     | Rbmxl1  | 5.09                      | SPLICING      |
| P62307     | Snrpf   | 5.06                      | SPLICING      |
| Q8K194     | Snrnp27 | 5.02                      | SPLICING      |
| Q921M3     | Sf3b3   | 5.02                      | SPLICING      |
| A6H619     | Phrf1   | 2.57                      | SPLICING      |
| Q8C5J0     | Sp2     | 2919.85                   | TRANSCRIPTION |
| Q6KAQ7     | Zzz3    | 9.73                      | TRANSCRIPTION |
| Q9JMG1     | Edf1    | 6.18                      | TRANSCRIPTION |
| P57776     | Eef1d   | 7.66                      | TRANSLATION   |
| Q9D8N0     | Eef1g   | 6.69                      | TRANSLATION   |
| O70251     | Eef1b   | 6.38                      | TRANSLATION   |
| Q8BFR5     | Tufm    | 1.96                      | TRANSLATION   |

Table S3: Manual assessment of key cellular machinery for Essential expression-restricted patterns of distant metastasis-free survival (DMFS) using GOBO dataset KM analysis.

| Molecular Complex / Process                                                                       | OFFICAL GENE SYMBOL        | Essential Expression-Restricted | Patient groups                                            |
|---------------------------------------------------------------------------------------------------|----------------------------|---------------------------------|-----------------------------------------------------------|
| Decapping and 5'→3' decay.                                                                        | ACE                        | Yes                             | ERBB2, ER neg, Her2 enriched                              |
|                                                                                                   | DCP2                       |                                 |                                                           |
|                                                                                                   | EDC4                       | Yes                             | Luminal A                                                 |
|                                                                                                   | LSM14A                     |                                 |                                                           |
|                                                                                                   | DHH1                       |                                 |                                                           |
|                                                                                                   | EDC3                       |                                 |                                                           |
|                                                                                                   | PAT1                       |                                 |                                                           |
|                                                                                                   | All factors as a signature |                                 |                                                           |
| 2 out of 5 (40%) factors in this pathway are essential expression-restricted metastasis modifiers |                            |                                 |                                                           |
|                                                                                                   |                            |                                 |                                                           |
| Deadenylation                                                                                     |                            |                                 |                                                           |
|                                                                                                   | PAN2                       | Yes                             | All tumors, basal, ER pos, LN neg, ER pos LN neg, TAM     |
|                                                                                                   | CNOT8                      |                                 |                                                           |
|                                                                                                   | CCR4                       | Yes                             | ER pos Luminal A                                          |
|                                                                                                   | PARN                       |                                 |                                                           |
|                                                                                                   | EXOSC10                    |                                 |                                                           |
|                                                                                                   | All factors as a signature | Yes                             | ER pos Luminal A, ER pos Luminal B                        |
|                                                                                                   |                            |                                 |                                                           |
| 2 out of 5 (40%) factors in this pathway are essential expression-restricted metastasis modifiers |                            |                                 |                                                           |
|                                                                                                   |                            |                                 |                                                           |
| RNA Exosome                                                                                       |                            |                                 |                                                           |
|                                                                                                   | EXOSC1                     |                                 |                                                           |
|                                                                                                   | EXOSC2                     |                                 |                                                           |
|                                                                                                   | EXOSC3                     |                                 |                                                           |
|                                                                                                   |                            |                                 |                                                           |
|                                                                                                   | EXOSC4                     | Yes                             | All tumors tumors, her2enriched, LN neg, grade 1, ER pos, |
|                                                                                                   | EXOSC5                     | Yes                             | Normal-like                                               |
|                                                                                                   | EXOSC6                     |                                 |                                                           |
|                                                                                                   | EXOSC7                     |                                 |                                                           |
|                                                                                                   | EXOSC8                     |                                 |                                                           |
|                                                                                                   | EXOSC9                     |                                 |                                                           |
|                                                                                                   | EXOSC10                    |                                 |                                                           |
|                                                                                                   | All factors as a signature | Yes                             | Her2 enriched                                             |
|                                                                                                   |                            |                                 |                                                           |
| 2 out of 9 (22%) factors are essential expression-restricted metastasis modifiers                 |                            |                                 |                                                           |
|                                                                                                   |                            |                                 |                                                           |
| Summary                                                                                           |                            |                                 |                                                           |
| Total genes assessed:                                                                             | 175                        |                                 |                                                           |
| Essential Expression-restricted:                                                                  | 51                         |                                 |                                                           |
| Percentage:                                                                                       | 29%                        |                                 |                                                           |

Table S4 : qRT-PCR and PCR primer sequences.

| Supplemental Table 2: qRT-PCR primer sequences |                         |
|------------------------------------------------|-------------------------|
| Primer name A-O                                | primer sequence 5' - 3' |
| Adgrg6 f                                       | GTAGGAGAGGACAGGATGAA    |
| Adgrg6 r                                       | CAGGCTGACGTTATTGGTAG    |
| Apex2 f                                        | CGAGCTGGATGCTGATATTG    |
| Apex2 r                                        | CGGCTGAAGCTGAAATAGG     |
| Cpsf4 f                                        | GAGAGGACTGTGCAAGAAAG    |
| Cpsf4 r                                        | TGGATTCAGGGTCGATGT      |
| Dusp19 f                                       | ATGTGCCTGAAACCAATATCC   |
| Dusp19 r                                       | CCTGGAAACACCTGCATTAC    |
| E2f2 f                                         | AGCACCTGACCGAAGATA      |
| E2f2 r                                         | TCACTGTCTGCTCCTTGA      |
| Hirip3 f                                       | GGAAGGAAAGCCAGACTTTAT   |
| Hirip3 r                                       | GATGGTGAAGAGCTGGATTC    |
| Htra3 f                                        | CGATGTGGTGGAGAAGATTG    |
| Htra3 r                                        | GCGTTGGTGACGATCAAA      |
| Ints7 f                                        | CAGAAGTGAAGGCGGTAATC    |
| Ints7 r                                        | CGTCAGCAAACCTCTGGTAAA   |
| Lynx1 f                                        | ATGGCCACCTACTGTATGA     |
| Lynx1 r                                        | CCATCGTACACGGTTTCAA     |
| Nanos1 f                                       | CTTGAGCAATCAAGGTGGGT    |
| Nanos1 r                                       | CCGATGGTCCAATTCTTTGT    |
| Ociad2 f                                       | CACTCATGGGAACCAAGAAA    |
| Ociad2 r                                       | CTCTGTGGATGTGCAGTTT     |

*r* reverse primer  
*f* forward primer

| Supplemental Table 2: qRT-PCR primer sequences |                         |
|------------------------------------------------|-------------------------|
| Primer name P-T                                | primer sequence 5' - 3' |
| Pcyt1b f                                       | GCTGGTTCTGATGACGTTTA    |
| Pcyt1b r                                       | CTGGTGATGATGTCTGATGTT   |
| Perp f                                         | GCTTTGGTGGAGGTGTTT      |
| Perp r                                         | GCAGATGCACAGGATGATAA    |
| Ppib f                                         | GGAGATGGCACAGGAGGAAAGAG |
| Ppib r                                         | TGTGAGCCATTGGTGTCTTTGC  |
| Prr9 f                                         | GTCCACATCCTTCATTGAATCT  |
| Prr9 r                                         | ATGGTTGCTTGCACTGTT      |
| Pum2 f                                         | GCTCAGCAGCCACATATAG     |
| Pum2 r                                         | TGGAGGAGCAGCACTAATA     |
| Pvrl1 f                                        | GTGAAAGCCAGCTCAATCT     |
| Pvrl1 r                                        | GTCATCCTGTCCCTTCCT      |
| Rfng f                                         | GTGAAATTCTGGTTTGCTACTG  |
| Rfng r                                         | CTCTGCTGTGCTCATGAAA     |
| Robo3 f                                        | CTACACATTGCCAGCATACA    |
| Robo3 r                                        | GCTTCCTAAGCCAGCTATTC    |
| Rtnk2 f                                        | GAAAGACTCCGATCACTTCAG   |
| Rtnk2 r                                        | CACCATGTCCGTGTCAAA      |
| S100a4 f                                       | GAACAAGACAGAGCTCAAGG    |
| S100a4 r                                       | TGTCCAAGTTGCTCATCAC     |
| Scarb1 f                                       | GAGCATTCCCTTGTTCCCTAGAC |
| Scarb1 r                                       | CGATGCCCTTGACAGATTT     |
| Smarcd1 f                                      | ATGAGGAAGCGGCTAGAT      |
| Smarcd1 r                                      | CGGATTGAACGTGTTAGAAATG  |
| Tmem252 f                                      | CTACCGCCAAGCAAATGA      |
| Tmem252 r                                      | TCAACATCCAGGCTCTCT      |
| Tob2 f                                         | GGAAGCTGGGAGAGAGAC      |
| Tob2 r                                         | ACAGCCCAAGAGCAGAG       |

# Supplemental Data Legends

### **Supplementary Data 1: Nanos1-, Pum2-, and Cpsf4-responsive genes, DAVID analysis, and Ingenuity Pathway Analysis.**

Sheet 1: NANOS1-responsive genes. Differential gene expression analysis compared to control.

Sheet 2: PUM2-responsive genes. Differential gene expression analysis compared to control.

Sheet 3: CPSF4-responsive genes. Differential gene expression analysis compared to control.

Sheet 4: Venn diagram analysis. 21 genes commonly altered in all knockdown lines compared to control.

Sheet 5: DAVID functional clustering analysis of genes listed in sheet 4.

Sheet 6: IPA analysis of differential gene expression in NANOS1 KD cells compared to control.

Sheet 7: IPA analysis of differential gene expression in PUM2 KD cells compared to control.

Sheet 8: IPA analysis of differential gene expression in CPSF4 KD cells compared to control.

### **Supplementary Data 2: SMARCD1-responsive genes in monolayer and 3D culture.**

Sheet 1: Differential gene expression analysis for *Smarcd1* overexpression (OE) vs empty vector (EV) control cells grown in monolayer.

Sheet 2: Differential gene expression analysis for *Smarcd1* knockdown (KD) vs shScr control cells grown in monolayer.

Sheet 3: Venn diagram analysis of differentially expressed genes in *Smarcd1* OE vs EV cells and KD vs shScr cells grown in monolayer.

Sheet 4: Differential gene expression analysis for *Smarcd1* OE vs EV cells grown in 3D.

Sheet 5: Differential gene expression analysis for *Smarcd1* KD vs shScr cells grown in 3D.

Sheet 6: Venn diagram analysis of differentially expressed genes in *Smarcd1* OE vs EV cells and KD vs shScr cells grown in 3D.

### **Supplementary Data 3: ATAC-seq annotated peaks.**

Sheet 1: Annotated regions of open chromatin in 6DT1 empty vector (EV) cells grown in monolayer.

Sheet 2: Annotated regions of open chromatin in 6DT1 shScramble (shScr) cells grown in monolayer.

Sheet 3: Annotated regions of open chromatin in 6DT1 *Smarcd1* overexpression (OE) cells grown in monolayer.

Sheet 4: Annotated regions of open chromatin in 6DT1 *Smarcd1* knockdown (KD) cells grown in monolayer.

Sheet 5: Annotated regions of open chromatin in 6DT1 EV cells grown in 3D (spheres).

Sheet 6: Annotated regions of open chromatin in 6DT1 shScr cells grown in 3D (spheres).

Sheet 7: Annotated regions of open chromatin in 6DT1 *Smarcd1* OE cells grown in 3D (spheres).

Sheet 8: Annotated regions of open chromatin in 6DT1 *Smarcd1* KD cells grown in 3D (spheres).

#### **Supplementary Data 4: Unique motif enrichment in open chromatin.**

Sheet 1: Venn diagram analysis identifying significantly enriched motifs unique to each cell line.

Sheet 2: Significantly enriched motifs within open chromatin of 6DT1 empty vector (EV) cells grown in monolayer.

Sheet 3: Significantly enriched motifs within open chromatin of 6DT1 shScramble (shScr) cells grown in monolayer.

Sheet 4: Significantly enriched motifs within open chromatin of 6DT1 *Smarcd1* overexpression (OE) cells grown in monolayer.

Sheet 5: Significantly enriched motifs within open chromatin of 6DT1 *Smarcd1* knockdown (KD) cells grown in monolayer.

Sheet 6: Significantly enriched motifs within open chromatin of 6DT1 EV cells grown in 3D (spheres).

Sheet 7: Significantly enriched motifs within open chromatin of 6DT1 shScr cells grown in 3D (spheres).

Sheet 8: Significantly enriched motifs within open chromatin of 6DT1 *Smarcd1* OE cells grown in 3D (spheres).

Sheet 9: Significantly enriched motifs within open chromatin of 6DT1 *Smarcd1* KD cells grown in 3D (spheres).

#### **Supplementary Data 5: Differential splicing Ingenuity Pathway Analysis (IPA) of differentially spliced transcripts in *Smarcd1*-altered cells.**

Sheet 1: Differential splicing analysis for *Smarcd1* overexpression (OE) vs empty vector (EV) cells grown in monolayer.

Sheet 2: Differential splicing analysis for *Smarcd1* knockdown (KD) vs shScramble (shScr) cells grown in monolayer.

Sheet 3: Venn diagram analysis of differentially spliced transcripts in *Smarcd1* OE vs EV cells and KD vs shScr grown in monolayer.

Sheet 4: Differential splicing analysis for *Smarcd1* OE vs EV cells grown in 3D.

Sheet 5: Differential splicing expression analysis for *Smarcd1* KD vs shScr cells grown in 3D.

Sheet 6: Venn diagram analysis of differentially spliced transcripts in *Smarcd1* OE vs EV cells and KD vs shScr grown in 3D.

Sheet 7: IPA of differentially spliced genes in *Smarcd1* overexpression (OE) cells compared to control grown in monolayer.

Sheet 8: IPA of differentially spliced genes in *Smarcd1* knockdown (KD) cells compared to control grown in monolayer.

Sheet 9: IPA of differentially spliced genes in *Smarcd1* OE cells compared to control cells grown in 3D (spheres).

Sheet 10: IPA of differentially spliced genes in *Smarcd1* KD cells compared to control cells grown in 3D (spheres).

Sheet 11: Venn diagram analysis for monolayer-specific pathways enriched in alternate splice variants, categorized by cellular process.

# Supplementary material for: SMARCD1 is an essential expression-restricted metastasis modifier
**Source:** Commun Biol. 2024 Oct 10;7:1299. doi: 10.1038/s42003-024-07018-3
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Materials

## Description of Additional Supplementary Files

**File name:** Supplementary Data 1

**Description:** Sheet 1: NANOS1-responsive genes. Differential gene expression analysis compared to control.

Sheet 2: PUM2-responsive genes. Differential gene expression analysis compared to control.

Sheet 3: CPSF4-responsive genes. Differential gene expression analysis compared to control.

Sheet 4: Venn diagram analysis. 21 genes commonly altered in all knockdown lines compared

to control.

Sheet 5: DAVID functional clustering analysis of genes listed in sheet 4.

Sheet 6: IPA analysis of differential gene expression in NANOS1 KD cells compared to control.

Sheet 7: IPA analysis of differential gene expression in PUM2 KD cells compared to control.

Sheet 8: IPA analysis of differential gene expression in CPSF4 KD cells compared to control.

**File name:** Supplementary Data 2

**Description:** Sheet 1: Differential gene expression analysis for Smarcd1 overexpression (OE) vs empty vector (EV) control cells grown in monolayer. Sheet 2: Differential gene expression analysis for Smarcd1 knockdown (KD) vs shScr control cells grown in monolayer. Sheet 3: Venn diagram analysis of differentially expressed genes in Smarcd1 OE vs EV cells and KD vs shScr cells grown in monolayer. Sheet 4: Differential gene expression analysis for Smarcd1 OE vs EV cells grown in 3D. Sheet 5: Differential gene expression analysis for Smarcd1 KD vs shScr cells grown in 3D. Sheet 6: Venn diagram analysis of differentially expressed genes in Smarcd1 OE vs EV cells and KD vs shScr cells grown in 3D

**File name:** Supplementary Data 3

**Description:** Sheet 1: Annotated regions of open chromatin in 6DT1 empty vector (EV) cells grown in monolayer. Sheet 2: Annotated regions of open chromatin in 6DT1 shScramble (shScr) cells grown in monolayer. Sheet 3: Annotated regions of open chromatin in 6DT1 Smarcd1 overexpression (OE) cells grown in monolayer. Sheet 4: Annotated regions of open chromatin in 6DT1 Smarcd1 knockdown (KD) cells grown in monolayer. Sheet 5: Annotated regions of open chromatin in 6DT1 EV cells grown in 3D (spheres). Sheet 6: Annotated regions of open chromatin in 6DT1 shScr cells grown in 3D (spheres). Sheet 7: Annotated regions of open chromatin in 6DT1 Smarcd1 OE cells grown in 3D (spheres). Sheet 8: Annotated regions of open chromatin in 6DT1 Smarcd1 KD cells grown in 3D (spheres).

**File name:** Supplementary Data 4

**Description:** Sheet 1: Venn diagram analysis identifying significantly enriched motifs unique to each cell line. Sheet 2: Significantly enriched motifs within open chromatin of 6DT1

empty vector (EV) cells grown in monolayer. Sheet 3: Significantly enriched motifs within open chromatin of 6DT1 shScramble (shScr) cells grown in monolayer. Sheet 4: Significantly enriched motifs within open chromatin of 6DT1 Smarcd1 overexpression (OE) cells grown in monolayer. Sheet 5: Significantly enriched motifs within open chromatin of 6DT1 Smarcd1 knockdown (KD) cells grown in monolayer. Sheet 6: Significantly enriched motifs within open chromatin of 6DT1 EV cells grown in 3D (spheres). Sheet 7: Significantly enriched motifs within open chromatin of 6DT1 shScr cells grown in 3D (spheres). Sheet 8: Significantly enriched motifs within open chromatin of 6DT1 Smarcd1 OE cells grown in 3D (spheres). Sheet 9: Significantly enriched motifs within open chromatin of 6DT1 Smarcd1 KD cells grown in 3D (spheres).

**File name:** Supplementary Data 5

**Description:** Sheet 1: Differential splicing analysis for Smarcd1 overexpression (OE) vs empty vector (EV) cells grown in monolayer. Sheet 2: Differential splicing analysis for Smarcd1 knockdown (KD) vs shScramble (shScr) cells grown in monolayer. Sheet 3: Venn diagram analysis of differentially spliced transcripts in Smarcd1 OE vs EV cells and KD vs shScr grown in monolayer. Sheet 4: Differential splicing analysis for Smarcd1 OE vs EV cells grown in 3D. Sheet 5: Differential splicing expression analysis for Smarcd1 KD vs shScr cells grown in 3D. Sheet 6: Venn diagram analysis of differentially spliced transcripts in Smarcd1 OE vs EV cells and KD vs shScr grown in 3D. Sheet 7: IPA of differentially spliced genes in Smarcd1 overexpression (OE) cells compared to control grown in monolayer. Sheet 8: IPA of differentially spliced genes in Smarcd1 knockdown (KD) cells compared to control grown in monolayer. Sheet 9: IPA of differentially spliced genes in Smarcd1 OE cells compared to control cells grown in 3D (spheres). Sheet 10: IPA of differentially spliced genes in Smarcd1 KD cells compared to control cells grown in 3D (spheres). Sheet 11: Venn diagram analysis for monolayer-specific pathways enriched in alternate splice variants, categorized by cellular process

# Supplementary material for: SMARCD1 is an essential expression-restricted metastasis modifier
**Source:** Commun Biol. 2024 Oct 10;7:1299. doi: 10.1038/s42003-024-07018-3
**Supplement:** Supplementary file 8 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                    |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | does not apply                                                                                                                                                                                                     |
| Data analysis   | Sequencing data was analyzed for gene counts, differential analysis, pathway analysis, and motif analysis using Partek Flow (Illumina). in vivo data was analyzed using the statistical suit in Graph Pad Prism 9. |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

RNA-seq and ATAC-seq data is currently being uploaded to the Gene Expression Omnibus (GEO) and accession numbers will be made available as soon as possible.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

Reporting on race, ethnicity, or other socially relevant groupings

Population characteristics

Recruitment

Ethics oversight

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

Data exclusions

Replication

Randomization

Blinding

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

### Antibodies

Antibodies used

mouse anti-Myc-tag (1:1000; Cell Signaling). Goat anti-rabbit (Santa Cruz) and goat-anti-mouse (GE Healthcare). SMARCD1 antibody (Bethyl A301-594A) .

#### Validation

The CPSF4 and Pumilio antibodies were validated by the manufactures and also by probing western blots with q-PCR-confirmed samples that were either control or knockdown for CPSF4 or Pumilio respectively. The SMARCD1 A301-595A and A301-594A antibodies were validated bby Bethyl laboratories and also by using lysates from cells with Smarcd1 over expression and shRNA knockdown. anti BICRA and SMARCA4 were validated for by the manufacturer Abcam. The secondary mouse and rabbit antibodies are validated by the manufacturers and are standards in our laboratory.

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

#### Cell line source(s)

4T1 and 6DT1 cells were purchased from ATCC.

#### Authentication

Cell lines were authenticated by SNV analysis after exome sequencing, confirming the mouse strain from which these lines were derived as well as the 6DT1 Kras G12D driver mutation.

#### Mycoplasma contamination

These cells were not tested for mycoplasma.

#### Commonly misidentified lines (See [ICLAC](#) register)

no commonly mis-identified lines were used in this study.

## Animals and other research organisms

Policy information about [studies involving animals; ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

#### Laboratory animals

Thi study included the use of female Balb/c mice from Charles River as well as female 001800 - FVB/NJ mice from Jackson Laboratory.

#### Wild animals

This study did not involve wild animals.

#### Reporting on sex

This study did not report on sex.

#### Field-collected samples

This study did not involve any field-collected samples.

#### Ethics oversight

Ethical guidance and approval was granted for the use of mice in this study by the NCI Bethesda Animal Use and Care Committee.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

#### Seed stocks

No plants were used in this study.

#### Novel plant genotypes

No plants were used in this study.

#### Authentication

No plants were used in this study.

How the deposited data were processed for this re-analysis (not part of the article)

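Chromatin accessibility was measured by ATAC-seq in 6DT1 mouse mammary cancer cells grown in monolayer, in 15 libraries: 3 each of the EV control, *Smarcd1* OE, the shScr control, *Smarcd1* KD4 and *Smarcd1* KD6. Each library was assigned to its line and replicate from the submitters' labels. The authors deposited estimated counts of reads per region, which are not scaled for depth. By the paper's methods they aligned reads to mm39 with Bowtie2 and called regions with MACS in Partek Flow, and the submitters' processing notes name mm39 and STAR 2.7.8a. How the regions of the libraries were merged, which reads were counted, whether duplicate or mitochondrial reads were removed, and how the listed regions were filtered is not given in the sources used here. Mitochondrial regions held 3.16% to 4.58% of the counts in the KD and shScr table and 3.29% to 5.08% in the OE and EV table, and were kept. The tables also hold 30 columns that match no label of these libraries, and they were not used.

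Between 2.80% and 6.72% of a library's deposited estimated counts were not whole, and all were rounded to whole numbers. No library was taken for a second copy of another, since replicates differed by more than sampling noise in every pair of the same line: the chi-square per region was 3.55 to 16.5 in the KD and shScr table and 6.33 to 39.7 in the OE and EV table, where sampling noise alone gives about 1. This does not show how far replicates are independent, and n counts the libraries that the labels call replicates.

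Regions were filtered with filterByExpr, scaled by TMM and tested with edgeR 4.0.16 (glmQLFit and glmQLFTest, limma 3.58.1, R 4.3.3), with Benjamini-Hochberg adjustment and a threshold of 0.05. KD and shScr were compared over their own table with 6 and 3 libraries, and OE and EV over theirs with 3 and 3. The hairpins were compared in a fit of 3 groups, and contrasts between lines with different controls in a fit of all 15 libraries over the KD and shScr table. Regions of the 2 tables were matched by an overlap of at least 1 bp with GenomicRanges 1.54.1. CPM values were scaled by TMM; values for KD and shScr alone, or OE and EV alone, were scaled over the compared libraries, and values set beside other lines were scaled over all 15. A region counted as detected at 10 counts after thinning to 16176521 counts per library in the KD and shScr table and 22668624 in the OE and EV table. Detected regions were compared by exact permutation tests. Regions gained in KD within 50 kb of each other were joined into stretches, and 10000 random draws of single regions, matched on mean abundance only, gave the values for comparison. For log2 ratios between EV, OE and shScr at single regions, 0.1 CPM was added.

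The rule for regions named in the text was written before the data were examined: up to 10 regions with the largest change in each direction, among those past the threshold with a mean of at least 2 CPM and no overlap between the libraries of the groups. Its conditions on gene symbols could not be applied, because the tables do not pair regions with genes and no annotation of mm39 was used here; for the same reason few regions are printed one by one and the others are given as stretches, which were chosen after their values were seen. Gene lists and gene sections were not analysed here, nor was a scaling by GC content.

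The analysis was tested on simulated counts with 200 changed regions in each comparison. For KD against shScr, 16 of 67 regions changed by 0.5 on the log2 scale, 47 of 67 changed by 1 and 65 of 66 changed by 1.5 were recovered, with 6 false calls among 44248 regions tested. For OE against EV there were 9 false calls among 37711 regions tested. Alternatives were library size in place of TMM, loess offsets, DESeq2 1.42.0, other filters and thresholds, each hairpin alone, the replicate number as a block, and leaving out each library in turn. Thinning every library, exchanging the 2 tables, fitting all 15 libraries at once, and the comparisons of KD with OE, of KD with EV, of EV with shScr and of the 2 contrasts, with their alternatives, were added after the data were seen. Exon spacing was tested with Python 3.11.15.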

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

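The tests of exon spacing and of regions near the chromosome 15 stretch were chosen only after the results were seen, and the test of the difference between the contrasts was added once the files were at hand.

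The 4 regions gained in *Smarcd1* OE lie in one stretch of chromosome 15 that the paper does not report. A gain over a wider domain is argued against by the 6 other tested regions within 50 kb, whose median log2 fold change was 0.00731 and of which 0 exceeded 0.5. Reads from the introduced *Smarcd1* coding sequence, which holds exons only, are a candidate explanation: when the spacing of the 4 regions was slid along the exons of each protein-coding gene in an older annotation, NCBIM37, without carrying over any coordinate, *Smarcd1* ranked 74 of 19444 genes and 5 of 742 on chromosome 15; other genes fit better and the spacing alone does not name the gene. The higher level in EV than in shScr and KD libraries is not accounted for by an insert in OE cells alone and stays open, as does a change of chromatin in the OE line. The 10 splits of 3 against 3 libraries are too few for a share under 5%; the real split called 4 regions and the others at most 0, 1 split reaching the real count.

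At 14 regions the change in KD against shScr differed from that in OE against EV in a test of the difference itself. This test does not tell a gain in KD from a low level in shScr, and KD over EV had log2 fold changes of -0.49 to 0.86 there. Of 100 regroupings of the libraries within each contrast, only the real one called as many (1 of 100), a share under 5%, but the highest of the others called 13. Regrouping seedings of single lines does not test whether independently made lines differ by chance. The count was 2 without OE replicate 1, 4 without OE replicate 2, 8 without EV replicate 1, OE replicate 3 or shScr replicate 1, 9 without EV replicate 2, 5 without shScr replicate 3 and 44 without KD6 replicate 3.

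In all, 3 of 39 groups of 6 KD libraries had a library far from the others, and chance alone gives about 5% of groups. KD6 replicate 3 had 109 CPM at the 7 gained regions of the chromosome 1 stretch, where the other KD libraries had 136 to 148. KD4 replicate 3 had 40.6 CPM at 3 gained regions of chromosome 19 between 16362903 and 16365486, where the others had 45.4 to 47.1. KD4 replicate 2 had 6.85 CPM at a gained region of chromosome 13, where the others had 4.63 to 5.34.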

How the results depend on the processing

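Exchanging the tables, thinning, fitting all 15 libraries, and the alternatives for KD against OE, KD against EV, EV against shScr and the difference of the contrasts were chosen after seeing the data. For regions gained in KD, 8 of 14 settings gave 58 to 85; DESeq2 gave 233, KD4 alone 162, KD6 alone 53, an adjusted p under 0.1 157, and 14 were gained over the OE and EV table; the fit of all 15 libraries gave 172, and 85 over the OE and EV table. Leaving out a library gave 11 to 141. For regions lost in KD the same settings gave 12, 39, 1, 5, 6, 11 and 25, and leaving out a library 0 to 9. For OE, 9 of 12 settings gave 3 or 4 gained regions, the fit of all 15 libraries gave 2, the KD and shScr table gave 0 in either fit, DESeq2 called 1 lost region, and leaving out a library gave 1 to 4 gained and 0 lost. Only 1 region of the KD and shScr table, tested between KD and shScr, overlapped any of the 4 gained in OE. Regions changed the same way in OE and KD numbered 48 at an unadjusted p under 0.05 and 0 under the other settings. Regions different between the hairpins numbered 248 with DESeq2 and 17 to 101 without a library. The difference of the contrasts gave 9 regions with library size only, 8 over the OE and EV table, 22 at an adjusted p under 0.1 and 2 to 44 without a library. KD against OE gave 469 higher and 255 lower regions with DESeq2, and 51 to 419 higher and 28 to 167 lower without a library. EV against shScr gave 560 to 3739 without a library. KD against EV gave 874 higher and 297 lower regions with library size only, 866 and 1405 with DESeq2, 284 and 477 over the OE and EV table, and 85 to 952 higher and 58 to 1357 lower without a library, with 85 and 58 without EV replicate 1, 129 and 248 without EV replicate 2, 877 and 1277 without EV replicate 3, 246 and 297 without KD4 replicate 2, 347 and 454 without KD4 replicate 3, 952 and 1357 without KD6 replicate 1, and 425 lower without KD6 replicate 3. For detected regions, KD exceeded shScr by 212.5 at a minimum of 5 counts, by 464.2 at a minimum of 20 counts (exact p = 0.310) and by 396 to 627 without a library (exact p = 0.0714 without shScr replicate 1 or 2 and 0.0536 without KD4 replicate 3), and differed by -226 over the OE and EV table; OE exceeded EV by 278.3 at a minimum of 5 counts, by 1934 at a minimum of 20 and by 776 to 1217 without a library. Causes were not tested. Of 209 settings of 17 single regions, 162 left the region past its threshold, 47 did not and 0 reversed it.

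The labels place the replicates of a line on successive days but do not say that lines shared a day, so the replicate number was not taken to pair libraries. Correlations of same-numbered libraries ran from -0.17 to 0.31, and 5 of 9 KD and shScr libraries and 4 of 6 OE and EV libraries correlated best with one of their own number, a hint from the data and not from the design. With the number as a block, 58 regions were gained and 2 lost in KD, 3 were gained in OE, 86 differed between the hairpins, 18 differed between the contrasts, 286 were higher and 131 lower in KD than in OE, and 825 were higher and 1059 lower in KD than in EV; the chromosome 3 region lost in KD and the fourth region of chromosome 15 had an adjusted p of 0.0604 and 0.0765. Not run were the scaling by GC content (also with the block), gene sections and gene lists, for which mm39 sequence or annotation was not used here, and pseudocounts for the tests, since the values are counts. The 0.1 CPM added for log2 ratios at single regions was not varied.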

Differences from the paper's values

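The paper's number of open regions in monolayer KD cells is about 74000 in Fig. 3i, read by eye, and 43484 ± 189 (SD, n = 6) regions per library were detected here. The paper's list of supplementary data names a single set of annotated regions for each group, KD among them, so its number may count regions per group and not per library; how it was formed is not given in the sources used here. The value here cannot exceed the 44598 regions that the KD and shScr table lists, and the paper states no count above which a region is open. None of the alternatives set before the data were examined brings the values within 1.5 times of each other: without thinning 43913 regions were detected, at a minimum of 5 counts 44420, at a minimum of 20 counts 40051, and without each KD library in turn 43436 to 43551. For EV, OE and shScr the values read by eye are within 1.5 times of those found here, except at a minimum of 20 counts for EV (33441 regions) and OE (35375 regions).

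The paper states that KD cells have more open regions than controls and OE cells. Over the KD and shScr table the order found here is the same, by 475.8 regions over shScr and 447.8 over OE. Over the OE and EV table, a setting chosen after seeing the values, KD libraries had a mean number of detected regions that differed by -226 from shScr (exact permutation p = 0.214), by -328 from OE (exact permutation p = 0.107) and by 621 from EV (exact permutation p = 0.0357, and 0.0714 after Benjamini-Hochberg adjustment over 8 such comparisons).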

Other observations

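The comparisons of EV with shScr, KD with OE and KD with EV, and the tests of the shScr libraries, of the table of regions, of the scaling and of the spacing between gained regions were chosen only after results of the planned comparisons were seen.

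In monolayer culture the control lines stood further apart than any line from its own control. Over the regions of the KD and shScr table, 2665 regions differed between EV and shScr (1494 higher in EV and 1171 higher in shScr), 1397 between EV and KD4, 911 between OE and shScr, 751 between OE and KD4, 494 between shScr and KD4, 233 between EV and KD6, 228 between KD4 and KD6, 140 between OE and KD6, 117 between shScr and KD6 and 0 between EV and OE (edgeR, adjusted p under 0.05, 44444 regions, 3 libraries per line). Between EV and OE 1823 regions had an unadjusted p under 0.05 from edgeR, fewer than the 5% of tested regions that chance alone gives. DESeq2 also called 0 regions between EV and OE. Over the OE and EV table 2360 regions differed between EV and shScr. The number was 560 without EV replicate 1, 1034 without EV replicate 2, 976 without shScr replicate 1 and 785 without shScr replicate 3. Fewer counts in shScr libraries are argued against, since 2365 regions still differed after every library was thinned to the smallest total, against 229 between KD and shScr. A difference shared by the lines of a set, such as vector, selection drug, passage or preparation, cannot be told apart from one of these controls alone. The log2 fold changes of EV over shScr and of OE over KD, which share no library, had a Pearson correlation across regions of 0.42, between the bounds of 0.1 and 0.5 set for either reading. The 10 splits of these libraries are too few for a share under 5%; the real split called 2665 and the others at most 0, 1 split reaching the real count.

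For the regions gained in KD cells, of 84 splits of the 9 libraries into 6 and 3, 2 called at least 85 gained regions, a share under 5%. However, the split that sets shScr replicates 1 and 3 and KD6 replicate 3 apart called 262 gained and 161 lost. That points to a structure of the samples that does not follow the lines, so the splits do not exclude chance. Depth, a bias with abundance and the scaling are argued against, since the share of gained among called regions was 97.6% after thinning, 96.4% with loess offsets and at least 95.1% with library size or DESeq2. The choice of listed regions stays open, since over the OE and EV table the share was 70% of 20 regions (exact 95% interval 45.7% to 88.1%) in the fit of 9 libraries and 77.3% in the fit of all 15, on either side of a bound of 75% that was written with the second share already seen and so judges neither. A low level in the shScr libraries, rather than a gain in KD, is a candidate explanation: at regions called without 1 shScr library, the median log2 ratio of EV over the library left out was 1.04, 0.93 and 1.31 for shScr replicates 1, 2 and 3, and that of KD over it was 1.14, 1.00 and 1.43. A loss of *Smarcd1* that raises these regions from the shScr level stays open too, since EV and shScr carry different vectors and no parental line is in these libraries.

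Of the 85 gained regions, 46 had another gained region within 50 kb, which is what a gain that covers whole stretches would give. Neighbouring regions that move together for any other reason would give it too. For the 3 regions lost in KD, 6 of 84 splits called at least as many lost regions and the highest called 161, so that chance cannot be excluded. For the 334 regions that differed between KD and OE, 3 of 84 splits called as many, a share under 5%. The highest other split, with KD6 replicate 1 and KD4 replicates 2 and 3 apart, called 417. The one with the 3 KD4 libraries apart called 408, so the splits do not exclude chance. For the 1263 regions that differed between KD and EV, only the real one of 84 splits called as many (1 of 84), a share under 5%. The highest other, with EV replicates 1 and 2 and KD6 replicate 1 apart, called 625. Splits of seedings of single lines do not test whether independently made lines differ by chance. For the 99 regions that differed between the hairpins, 10 splits are too few for a share under 5%; the real split called 99 and the others at most 0, 1 split reaching the real count.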
